# Dynamic chromatin architecture identifies new autoimmune-associated enhancers for *IL2* and novel genes regulating CD4+ T cell activation

**DOI:** 10.7554/eLife.96852

**Published:** 2024-09-20

**Authors:** Matthew C Pahl, Prabhat Sharma, Rajan M Thomas, Zachary Thompson, Zachary Mount, James A Pippin, Peter A Morawski, Peng Sun, Chun Su, Daniel Campbell, Struan FA Grant, Andrew D Wells

**Keywords:** immunology, epigenetics, genetics, gene regulation, Human, Mouse

## Abstract

Genome-wide association studies (GWAS) have identified hundreds of genetic signals associated with autoimmune disease. The majority of these signals are located in non-coding regions and likely impact *cis*-regulatory elements (cRE). Because cRE function is dynamic across cell types and states, profiling the epigenetic status of cRE across physiological processes is necessary to characterize the molecular mechanisms by which autoimmune variants contribute to disease risk. We localized risk variants from 15 autoimmune GWAS to cRE active during TCR-CD28 co-stimulation of naïve human CD4+ T cells. To characterize how dynamic changes in gene expression correlate with cRE activity, we measured transcript levels, chromatin accessibility, and promoter–cRE contacts across three phases of naive CD4+ T cell activation using RNA-seq, ATAC-seq, and HiC. We identified ~1200 protein-coding genes physically connected to accessible disease-associated variants at 423 GWAS signals, at least one-third of which are dynamically regulated by activation. From these maps, we functionally validated a novel stretch of evolutionarily conserved intergenic enhancers whose activity is required for activation-induced *IL2* gene expression in human and mouse, and is influenced by autoimmune-associated genetic variation. The set of genes implicated by this approach are enriched for genes controlling CD4+ T cell function and genes involved in human inborn errors of immunity, and we pharmacologically validated eight implicated genes as novel regulators of T cell activation. These studies directly show how autoimmune variants and the genes they regulate influence processes involved in CD4+ T cell proliferation and activation.

## Introduction

Genome-wide association studies (GWAS) has linked hundreds of regions of the human genome to autoimmune disease susceptibility. The majority of GWAS variants are located in non-coding regions of the genome and likely contribute to disease risk by modulating *cis*-regulatory element (cRE) activity to influence gene expression (Zhang and Lupski, 2015). Identifying causal variants and effector genes molecularly responsible for increased disease risk is critical for identifying targets for downstream molecular study and therapeutic intervention. An understanding of how non-coding variants function is often limited by incomplete knowledge of the mechanism of action, that is, whether a variant is located in a cRE, in which cell types a cRE is active, and which genes are regulated by which cRE.

CD4+ T cells are key regulators of innate and adaptive immune responses that combat infection by orchestrating the activity of other immune cells. In their quiescent, naïve state, ‘helper’ T cells traffic between the blood and secondary lymphoid tissues as part of an immunosurveillance program maintained by transcription factors (TF) such as KLF2, TOB, and FOXO (Weinreich et al., 2009; Tzachanis et al., 2001; Yusuf and Fruman, 2003). Upon encountering specific antigen, a cascade of signals activated through the TCR and co-stimulatory receptors results in large-scale changes in gene expression driven by factors like NFKB, NFAT, IRF4, and STATs, leading to proliferation and differentiation into specialized Th1, Th2, and Th17 subsets capable of participating in protective immunity (Zhu et al., 2010; Saravia et al., 2019). CD4+ T cells are also key players in the induction and pathogenesis of autoimmunity. The *cis*-regulatory architecture of CD4+ T cells is enriched for autoimmune disease GWAS variants (Farh et al., 2015; Chen et al., 2016; Soskic et al., 2019; Robertson et al., 2021; Lu et al., 2021; Chandra et al., 2021; Soskic et al., 2022; Mouri et al., 2022), and T cells from autoimmune patients harbor distinct epigenetic and transcriptomic signatures linking dysregulated gene expression with disease pathogenesis. Autoimmune variants may contribute to the breakdown of immune self-tolerance by shifting the balance between autoreactive conventional vs. regulatory CD4+ T cells, altering cytokine production, or promoting auto-antigen production (Rioux and Abbas, 2005; Buckner, 2010).

Chromatin conformation assays allow for identification of putative target genes of autoimmune variant-containing cRE in close spatial proximity to gene promoters. Previous work using promoter-capture HiC and HiC in combination with other epigenetic marks has implicated sets of autoimmune variants and effector genes that may participate in T cell activation (Javierre et al., 2016; Burren et al., 2017; Yang et al., 2020). In addition to chromatin conformation approaches, multiple complementary approaches have been developed to link disease-associated SNPs to their downstream effector genes. Expression quantitative trait mapping (eQTL) and chromatin co-accessibility data can be used to implicate effector genes through statistical association of genotypes with readouts of expression or other molecular markers (Bykova et al., 2022). However, these approaches do not account for the relevant three-dimensional (3D) structure of the genome in the nucleus and are highly susceptible to *trans*-effects and other confounding factors.

In this study, we measured the impact of TCR-CD28 activation on the autoimmune-associated *cis*-regulatory architecture of CD4+ helper T cells, and by comparing our data to those of several orthogonal GWAS effector gene nomination studies, identify hundreds of effector genes not implicated previously. We find that 3D chromatin-based approaches exhibit two- to tenfold higher predictive sensitivity than eQTL and ABC statistical approaches when benchmarked against a ‘gold standard set’ of genes underlying inborn errors in immunity and tolerance. Our maps of autoimmune SNP-gene contacts also predicted a stretch of evolutionarily conserved, intergenic enhancers that we show are required for normal expression of the canonical T cell activation gene *IL2* in both human and mouse, whose activity is influenced by autoimmune risk variants. The set of variant-connected effector genes defined by 3D physical proximity to autoimmune-associated cRE is enriched for genes that regulate T cell activation, as validated pharmacologically in this study and by CRISPR-based screens in orthogonal studies (Shifrut et al., 2018; Schmidt et al., 2022; Freimer et al., 2022).

## Results

### Gene expression dynamics as a function of naïve CD4+ T cell activation

To explore the universe of genes and cRE that are affected by and may contribute to CD4+ activation, we characterized the dynamics of gene expression, chromatin accessibility, and 3D chromatin conformation in human CD3+CD4+CD45RA +CD45RO-naïve T cells purified directly ex vivo and in response to in vitro activation through the T cell receptor (TCR) and CD28 for 8 or 24 hr using RNA-seq (N = 3 donors), ATAC-seq (N = 3 donors), and HiC (N = 2 donors, Figure 1A). 

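Naive CD4+ T cells have not yet met their antigen, and beads that carry antibodies to CD3 and CD28 give them the signals of an encounter without any antigen-presenting cell. The RNA-seq libraries analysed here came from 3 donors, each sampled unstimulated and after 8 hr and 24 hr with the beads, so replicates 1, 2 and 3 are the same donors at every stage. Total RNA had been depleted of ribosomal RNA before library preparation, which leaves noncoding RNAs without a poly(A) tail in the libraries. The values are TPM (transcripts per 1000000 transcripts), made by the authors from reads aligned to hg19 with STAR 2.6.0c and counted with HTSeq 0.6.1. TPM sum to 1000000 in every library and hold no read depth, so a rise of some genes lowers the values of all others. Protein-coding genes took 23.6 ± 0.975% (SD, n = 3) of the TPM in unstimulated cells, 33.5 ± 2.74% at 8 hr and 39.6 ± 2.37% at 24 hr. Short noncoding RNAs took 54.9 ± 0.45%, 47.6 ± 2.29% and 42.6 ± 2.34%. The libraries also differed in their lowest values. Olfactory receptor genes, which serve smell, had a median of 0.536 to 0.605 TPM (379 genes) in the unstimulated libraries. At 8 hr the median was 0.761 TPM in replicate 1, 0.845 TPM in replicate 2 and 0.161 TPM in replicate 3, and at 24 hr it was 0.408, 0.191 and 0.0353 TPM in the same order. Differential expression was tested with limma on log2(TPM + 1) over all 9 libraries, for 33310 genes with more than 1 TPM in at least 3 libraries. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change (log2FC) beyond 1 in either direction, the limits that the paper used. Adding 1 TPM shrinks the fold changes of genes with few transcripts. Levels are given as mean ± SD over the 3 donors. Calls and log2FCs of single genes and the counts of calls were also computed without single libraries and single donors, where leaving out replicate 3, for example, means all libraries of that donor. Each such fit estimated the spread of the genes anew from fewer libraries, so a call could change with little change of its log2FC. Lists of genes with known functions were written down before the data were examined. The members of those lists were also adjusted over the list alone, and each list was compared with all other genes by camera, a set test in limma.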

As sequencing depth and restriction enzyme-cutting frequency affect the resolution and reliability of HiC experiments (Su et al., 2021b), we constructed libraries with two four-cutter restriction enzymes and sequenced to a total of approximately 4 billion unique-valid reads per timepoint. We verified the reproducibility of replicate ATAC-seq and RNA-seq libraries with principal component analysis and HiC libraries using distance-controlled, stratum-adjusted correlation coefficient (SCC). 

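T cell activation changes the expression of a large part of the genome within hours, so libraries of the same stage resemble each other more than libraries of different stages when stimulation is the main source of variation. Naive cells at rest keep a small and stable transcriptome, whereas cells at 8 hr are in the middle of a fast transition. Pearson's r of log2(TPM + 1) across the 33310 genes was 0.936 to 0.941 between unstimulated libraries, 0.925 to 0.940 between 8hr libraries and 0.967 to 0.982 between 24hr libraries. Between stages it was 0.817 to 0.894 for unstimulated and 8hr libraries, 0.882 to 0.939 for 8hr and 24hr libraries, and 0.827 to 0.849 for unstimulated and 24hr libraries. The genes within a library are not independent replicates, and these 36 pairs carry no test. The ranges overlapped, since 8hr and 24hr pairs reached 0.939 and pairs of 8hr libraries went down to 0.925. Over the 500 most variable genes, r between 8hr libraries reached down to 0.875, and no pair from different stages exceeded 0.778. Those genes were picked by their variance over these same libraries, which favors a low r between stages, so this is no independent evidence. In a principal component analysis of all 33310 genes, component 1 took 57.4% of the variance and component 2 took 19.1%. The 8hr library of replicate 3 lay at 85.0 on component 1, among the 24hr libraries (41.6 to 146.8), while the other 8hr libraries lay at −61.7 and −43.1. Restricted to the 7268 protein-coding genes above 10 TPM in at least 3 libraries, the components took 73.8% and 21.5%. In that plot each stage held its own area, and the 8hr library of replicate 1 was the nearest of its stage to the unstimulated libraries.

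**Figure D1:**
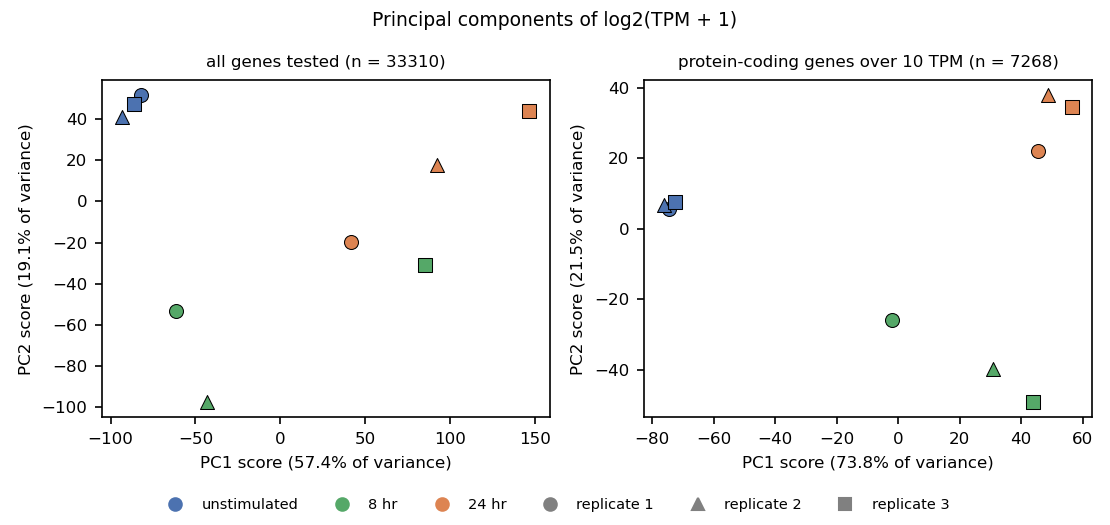
Principal components 1 and 2 (percent of variance in the axis labels) of log2(TPM + 1) for the 9 libraries, 1 point per library, colored by stage and with a marker shape for each replicate, over all genes tested and over protein-coding genes above 10 TPM. The 8hr library of replicate 3 lies among the 24hr libraries over all genes and beside the other 8hr libraries over the protein-coding genes.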

Replicate samples were highly correlated and clustered by activation stage (Figure 1—figure supplement 1A–C). As expected, quiescent naïve CD4+ T cells expressed high levels of *SELL, TCF7, CCR7,* and *IL7R*, and rapidly upregulated *CD69, CD44, HLADR,* and *IL2RA* upon stimulation (Figure 1B, Supplementary file 1). 

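Naive T cells circulate through lymph nodes and depend on homing receptors and on the survival cytokine IL-7. Stimulation replaces this surface program with receptors for retention, adhesion and growth. TCF7 encodes a transcription factor of naive and memory cells and lies on chromosome 5 of GRCh37 from 133450372 to 133487556. It fell from 224 ± 24.1 TPM to 63.1 ± 44.6 TPM at 8 hr (log2FC −2.03, standard error 0.37, limma adjusted p = 0.00227), a call that was lost without replicate 2 (log2FC −1.87, adjusted p = 0.211) or without replicate 3 (log2FC −1.57, adjusted p = 0.0782). CCR7, the chemokine receptor for lymph node entry, measured 647 ± 90.1 TPM unstimulated, 409.9 ± 146 TPM at 8 hr and 247 ± 16.7 TPM at 24 hr, with a log2FC of −0.71 at 8 hr, a change past the limit of 1 only with TPM rescaled over protein-coding genes (log2FC −1.21, adjusted p = 0.00771). The receptor subunit gene IL7R fell at 8 hr (log2FC −1.05, adjusted p = 0.00198), though not without 8hr replicate 2 or 3 or replicate 2 or 3 (log2FC −0.91 to −0.95). Between 8 hr and 24 hr it dropped from 345 ± 109 TPM to 27.0 ± 4.21 TPM (log2FC −3.59, adjusted p = 6.89e-07). CD69, which holds activated cells in the lymph node, rose from 12.3 ± 2.37 TPM to 386 ± 69.1 TPM (log2FC 4.86, standard error 0.18, limma adjusted p = 7.34e-09) and was lower again at 24 hr (108 ± 17.2 TPM, log2FC −1.82 against 8 hr). The adhesion receptor CD44 rose by a log2FC of 1.46 at 8 hr (limma adjusted p = 0.000135), a call lost with quantile normalization (log2FC 0.87) or with TPM rescaled over protein-coding genes (log2FC 0.96). IL2RA encodes the chain that gives the IL-2 receptor its high affinity and lies on chromosome 10 of GRCh37 from 6052652 to 6104333. It reached 333 ± 157 TPM at 8 hr from 2.54 ± 0.0637 TPM (log2FC 6.43, adjusted p = 3.00e-07). HLA-DR genes are late activation markers in human T cells. HLA-DRA had 13.2 ± 7.37 TPM unstimulated and 17.3 ± 9.68 TPM at 8 hr (log2FC 0.35, adjusted p = 0.988), and HLA-DRB1 had a log2FC of 0.14 (adjusted p = 1.00), so neither change passed the test. The sign was not positive for HLA-DRA without unstimulated replicate 3 (log2FC −0.12, adjusted p = 1.00), without 8hr replicate 1 (log2FC −0.03, adjusted p = 0.991) or with TPM rescaled over protein-coding genes (log2FC −0.12, adjusted p = 0.907), and for HLA-DRB1 without unstimulated replicate 3, 8hr replicate 1 or 2 or replicate 1, or with TPM rescaled over protein-coding genes, TMM over protein-coding genes above 10 TPM or TPM rescaled without short noncoding RNAs (log2FC −0.00 to −0.33). At 24 hr HLA-DRA had 10.6 ± 10.2 TPM. HLA-DRB1 had 4.68 ± 1.89 TPM unstimulated and 4.26 ± 2.00 TPM at 24 hr, so neither mean was above its unstimulated level at this later stage. Of 20 activation surface receptors, 17 were higher at 8 hr and none was lower (17 higher when adjusted over the list alone), among them TNFRSF9, the co-stimulatory receptor 4-1BB (log2FC 6.91). Of 21 naive and quiescence genes, 9 were lower and none was higher (10 lower when adjusted over the list alone, and 2 higher at an unadjusted p under 0.05 in limma). Both lists differed from the other genes by camera (adjusted p = 2.04e-25 and adjusted p = 6.88e-08), the naive list with adjusted p = 0.0948 with an estimated correlation.

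**Figure D2:**
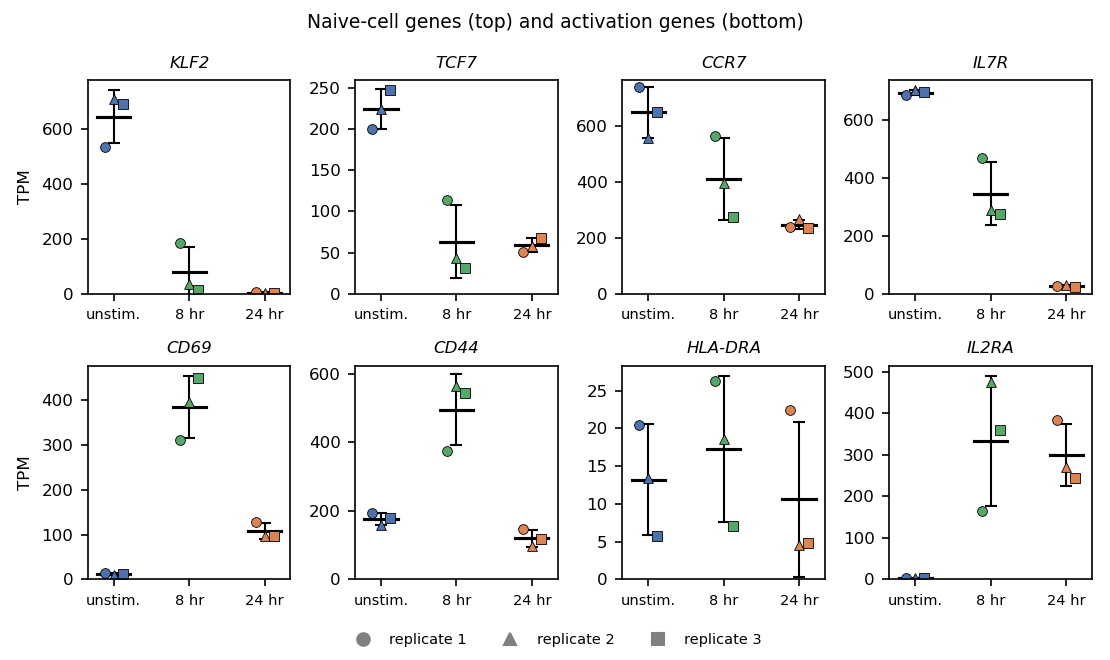
TPM (axis from 0) of marker genes in the 9 libraries by stage, 1 point per library, with the mean and SD. CD69 and IL2RA are higher in every 8hr library than in every unstimulated library, and IL7R is lower in every 24hr library than in any other.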

Genome-scale gene set variance analysis based on MsigDB hallmark pathways showed that genes involved in KRAS and Hedgehog signaling are actively enriched in quiescent naive CD4+ T cells, while stimulated cell transcriptomes are enriched for genes involved in cell cycle, metabolism, and TNF-, IL-2/STAT5-, IFNg-, Notch-, and MTORC1-mediated signaling pathways (Supplementary file 2).

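T cells leaving quiescence switch from slow catabolism to aerobic glycolysis and enlarge their mitochondria, while NF-kB and STAT5 carry the signals of CD28, TNF receptors and IL-2 into the nucleus. Lists of genes for these programs, fixed from textbook knowledge, were compared with all other genes by camera. Gene set variation analysis was not repeated, since the hallmark sets were not used here. At 8 hr, 14 of 19 NF-kB factors and targets were higher and none was lower (14 when adjusted over the list alone), with a median log2FC of 2.57 (camera adjusted p = 2.04e-25). Among them, the survival gene IER3 rose by a log2FC of 5.49 and the NF-kB inhibitor NFKBID by 4.55. Of 20 IL-2 and STAT5 targets, 16 were higher (16 when adjusted over the list alone), such as BCL2L1, which blocks apoptosis (log2FC 4.91, adjusted p = 1.16e-06 in limma), and SOCS1, which dampens cytokine signals (log2FC 3.38, adjusted p = 9.79e-08). Interferon response genes were mixed, with 10 of 30 higher and 1 lower at 8 hr (10 and 2 when adjusted over the list alone). The GTPase gene GBP5 and the chemokine gene CXCL10 rose (log2FC 4.45 and 4.30), and the list's adjusted p = 0.000212 became adjusted p = 0.203 with an estimated correlation. For metabolism, 12 of 19 glycolysis genes were higher at 8 hr, and 8 were higher at 24 hr than at 8 hr (12 and 8 when adjusted over the list alone). ENO1, which encodes enolase, went from 47.4 ± 5.84 TPM to 983 ± 393 TPM (log2FC 4.26, adjusted p = 7.64e-07), and the aldolase gene ALDOC rose later (log2FC 2.42, adjusted p = 5.15e-05 for 24 hr against 8 hr). Of 27 oxidative phosphorylation genes, 9 were higher at 8 hr and 11 were higher at 24 hr than at 8 hr (9 and 11 when adjusted over the list alone), such as CYCS, which encodes cytochrome c (log2FC 3.11, adjusted p = 9.25e-07 at 8 hr). With an estimated correlation the glycolysis list had adjusted p = 0.0541 and the oxidative phosphorylation list adjusted p = 0.0948 at 8 hr. Of 18 Notch pathway genes, 4 were higher and 1 was lower at 8 hr (4 and 1 when adjusted over the list alone), and the list did not differ from other genes (camera adjusted p = 0.183). By fry, a limma test of the list without comparison to other genes, the list was higher (fry adjusted p = 0.0421). NRARP, a feedback inhibitor of Notch, rose (log2FC 2.29, adjusted p = 8.96e-05), and LFNG, which tunes Notch ligand binding, fell (log2FC −2.15, adjusted p = 0.00267), the latter call being lost without replicate 2 (log2FC −2.02, adjusted p = 0.237) or without replicate 3 (log2FC −1.73, adjusted p = 0.0815). In limma, none of 14 Hedgehog pathway genes was called at 8 hr or from 8 hr to 24 hr (none when adjusted over the list alone, and 2 lower at 8 hr and none from 8 hr to 24 hr at an unadjusted p under 0.05), with a median log2FC of −0.06 at 8 hr (adjusted p = 0.405). At 24 hr against unstimulated cells PTCH1, a Hedgehog receptor named after its value was seen, was lower (log2FC −1.24, limma adjusted p = 0.0288, and none when adjusted over the list alone). It was not called without unstimulated replicate 1 or 2, 24hr replicate 2 or 3 or replicate 1 or 2, or with quantile normalization or the olfactory receptor level as a covariate (log2FC −0.61 to −1.29). The list had a median log2FC of −0.59 (camera adjusted p = 0.258), against −0.61 for all 33310 genes tested, of which 3081 were lower.

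**Figure D3:**
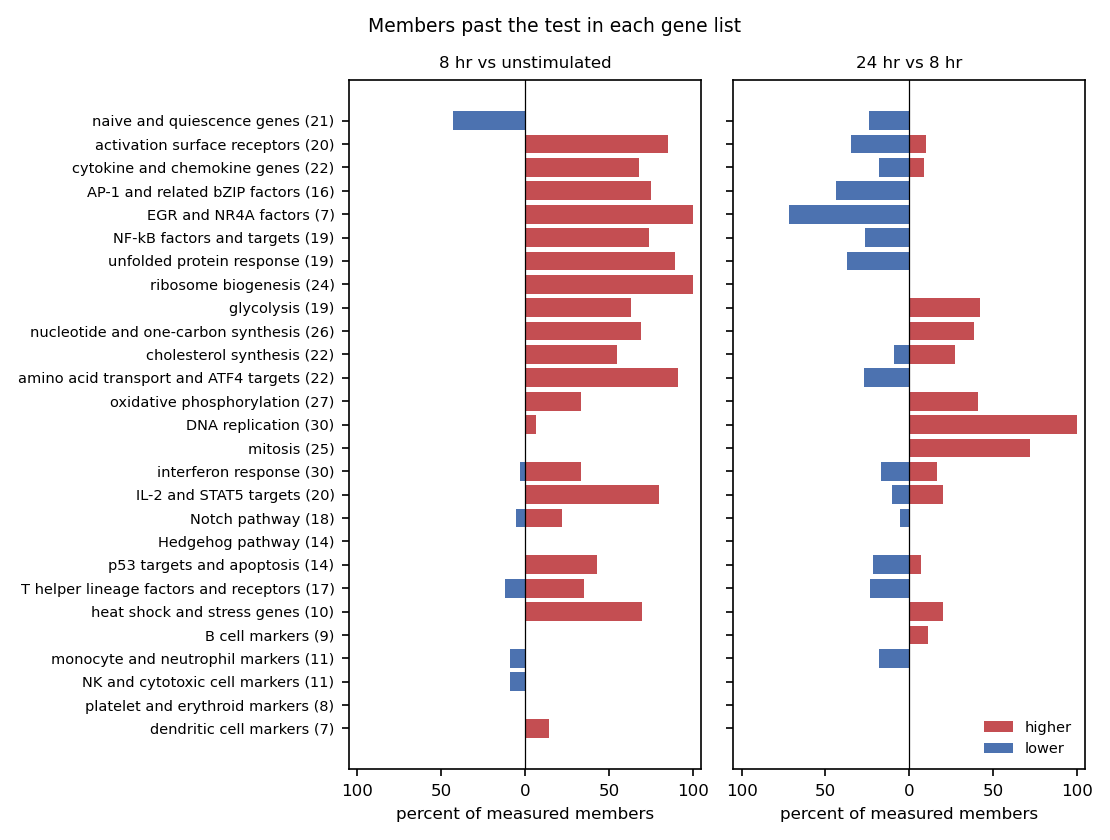
Percent of the measured members of each gene list (number in parentheses) that were higher (right, red) or lower (left, blue) at 8 hr against unstimulated and at 24 hr against 8 hr. All 24 ribosome biogenesis genes are higher at 8 hr and all 30 DNA replication genes are higher at 24 hr.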

**Figure 1.**
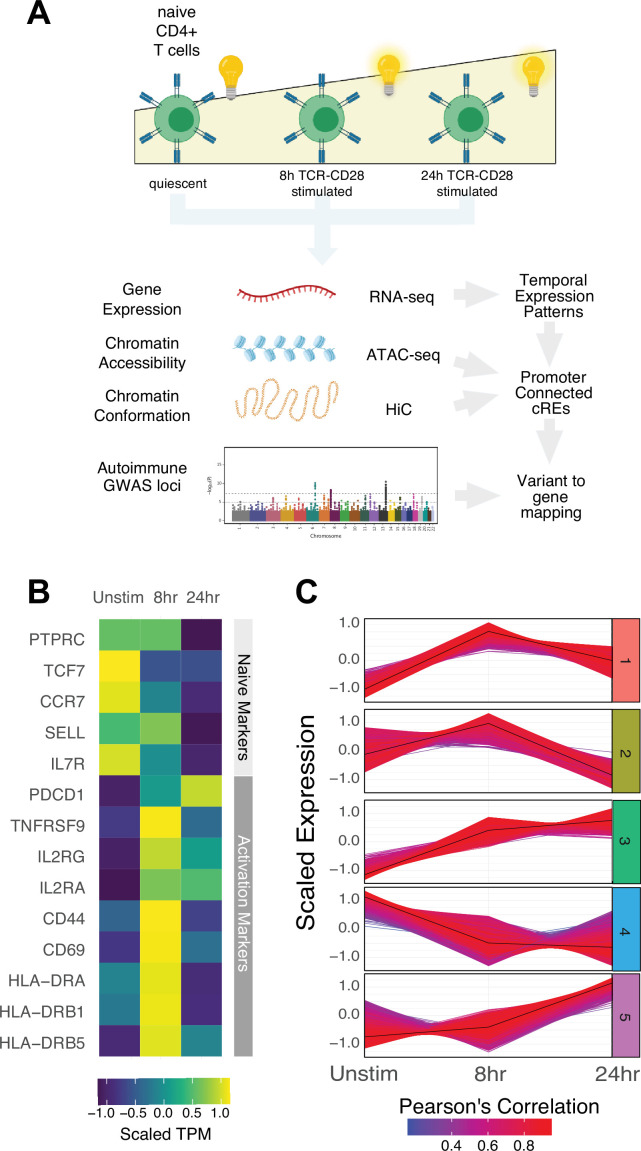
Defined gene expression dynamics throughout activation of naïve CD4+ T cells. (**A**) Diagram of study design: RNA-seq, ATAC-seq, and HiC libraries were prepared from sorted CD3+CD4+CD45RA+CD45RO- naïve T cells (donor N = 3) prior to or following 8 hr or 24 hr stimulation with anti-CD3/28 beads. *cis*-regulatory elements (cRE) are classified to genes allowing for interrogation of the pattern of expression, accessibility, and chromatin structure changes of autoimmune-associated variants. (**B**) Heatmap showing normalized expression of known markers of T cell activation. (**C**) k-means clustering of differentially expressed genes into five groups using the elbow and within-cluster-sum of squares methods to select the number of clusters. The centroid of the cluster is depicted as a black line, and members of the cluster are depicted as colored lines. Color indicates the Pearson’s correlation coefficient between the gene and the cluster centroid, with red indicating higher correlation and blue lower correlation.

**Figure 1—figure supplement 1.**
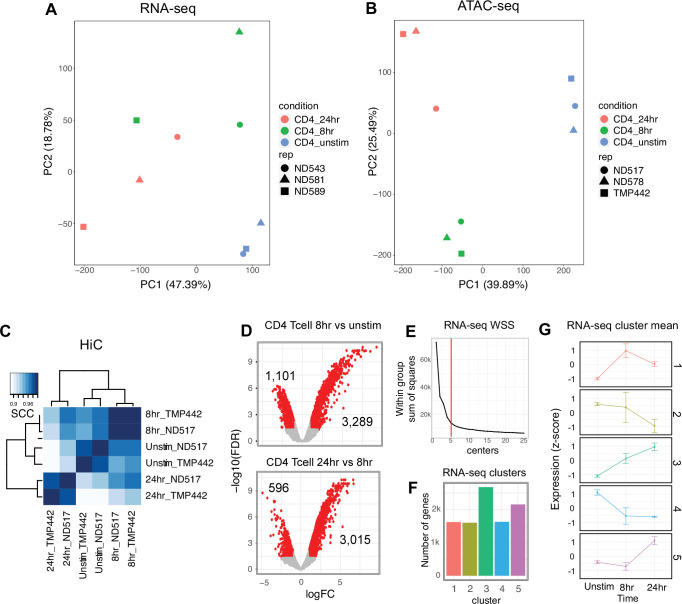
Library sequencing reproducibility and expression clustering. (**A**) Principal component analysis (PCA) of RNA-seq libraries. (**B**) PCA of ATAC-seq libraries. (**C**) Stratified correlation (SCC) of HiC libraries from two donors by stage of activation. (**D**) Volcano plot of RNA-seq data for CD4+ T cells unstimulated vs. 8 hr stimulation (top) and 8 hr vs. 24 hr stimulation (number of differentially expressed genes [DEG] indicated). (**E**) Elbow plot of the within group sum of squares used to determine optimal cluster number. (**F**) Genes per expression cluster. (**G**) Centroids ± standard deviation for each cluster.

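Stimulated T cells must grow, secrete cytokines and prepare to divide, and they do so in waves, with immediate signaling genes giving way to genes of biosynthesis and then of DNA replication. The comparisons of stages describe these waves from the unstimulated cell to 8 hr and from 8 hr to 24 hr. At 8 hr, 3643 of the 33310 genes tested differed from unstimulated cells, of which 2289 were higher (2022 of them protein-coding) and 1354 were lower (1004 protein-coding). Between 8 hr and 24 hr, 2133 genes changed, 1240 higher (1185 protein-coding) and 893 lower, where 400 were protein-coding, 186 long noncoding and 307 short noncoding. Against unstimulated cells, 24hr cells had 3209 genes higher and 3081 lower. The split between higher and lower depended on scaling. At 8 hr it was 1955 higher and 1998 lower with quantile normalization, 1240 and 2584 with TPM rescaled over protein-coding genes, and 1730 and 1966 without short noncoding RNAs, the last pair of scalings being chosen after seeing the data. At 24 hr against unstimulated cells, these 2 scalings gave 1550 higher and 10375 lower and 2321 higher and 10923 lower, while genes above 10 TPM in 3 libraries gave 2869 higher and 1048 lower. Both scalings kept the filter and the added value of 1 TPM on values that rescaling had raised. Genes of lower level were thus tested with less shrinkage, and the counts mix this with scale. Rescaled with TMM, protein-coding genes above 10 TPM gave 2341 higher and 2340 lower. Between 8 hr and 24 hr, TMM-type rescaling gave 1786 higher and 639 lower. The number of lower calls moved more than that of higher ones when libraries were left out. Each such fit also estimated the spread anew from fewer libraries, so these counts cannot show what a single library contributes. At 8 hr, 259 genes were lower without replicate 3 (2311 changed), 709 without replicate 2 and 822 without the 8hr library of replicate 3, but 2047 without replicate 1 and 2113 without its 8hr library alone. A replicate block moved the lower calls between 8 hr and 24 hr to 1357. Leaving out the 8hr library of replicate 3 moved them to 8314 (9557 changed) and all of replicate 3 to 1961, while they numbered 398 without replicate 2 (1368 changed), 498 without its 24hr library and 536 without the 24hr library of replicate 3. Against unstimulated cells, the lower calls at 24 hr numbered 1506 without replicate 2, 1924 without its 24hr library, 1789 without the 24hr library of replicate 3 and 2025 without its unstimulated library. In the 8hr library of replicate 1, the genes called higher (2068 with at least 10 TPM) lay a median of 45.2% of the way back from the mean of the other 8hr libraries towards the unstimulated mean, and the genes called lower (991) lay 43.2% of the way back. By the same measure, replicate 2 lay at −6.1% and −18.2%, and replicate 3 at −56.0% and −37.2%, beyond the other libraries. Among genes with at least 10 TPM, IL2, the growth factor of T cells, had the largest rise at 8 hr, from 2.75 ± 1.11 TPM to 1515 ± 934 TPM (log2FC 8.44, standard error 0.51, limma adjusted p = 2.10e-06). The gene lies on chromosome 4 of GRCh37 from 123372625 to 123377880 (ENSG00000109471). MIR155HG, the host gene of miR-155, an RNA needed for T cell responses, rose by a log2FC of 7.90, and the leucine transporter SLC7A5 by 7.24, from 6.57 ± 1.42 TPM to 1166 ± 356 TPM. CD200, a ligand that restrains myeloid cells, the co-stimulatory receptor TNFRSF4 (OX40) and the nuclear receptor NR4A3 rose by log2FCs of 6.49, 6.32 and 6.30. Among falls was SUN2 of the nuclear envelope (log2FC −3.26, adjusted p = 0.00144), though not without replicate 2 (log2FC −3.05, adjusted p = 0.311). From 8 hr to 24 hr the largest rise was of HIST1H3B, a histone gene transcribed as DNA is copied (log2FC 5.79, adjusted p = 5.80e-05). DTL, which directs the degradation of a replication licensing factor, rose from 1.22 ± 0.401 TPM to 87.2 ± 20.5 TPM (log2FC 5.30, standard error 0.22, limma adjusted p = 1.29e-07), and UHRF1, which maintains DNA methylation at the replication fork, rose by a log2FC of 4.85. POU2AF1, a co-activator of octamer factors, and GADD45A, a stress sensor, fell over the same hours (log2FC −3.45 and −3.37). Grouping the 7757 genes called in any comparison by k-means (k = 5) on their mean profiles gave 705 genes higher early, 2367 in a rising group, 1144 higher late, 1140 lower early and 2401 lower late. In the rising group, stage means rose at both steps for 1739 genes and were lower at 24 hr than at 8 hr for 628. The group lower late, with profiles scaled per gene, averaged 0.88 unstimulated, 0.14 at 8 hr and −1.02 at 24 hr. On average it thus fell at both steps.

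**Figure D4:**
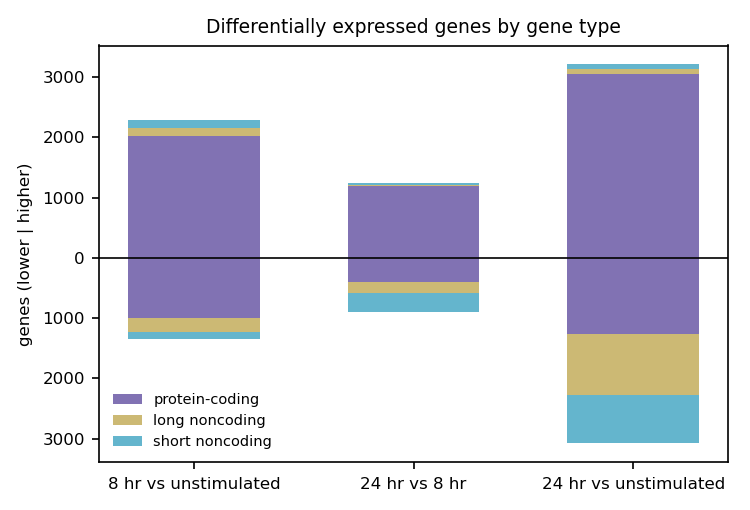
Differentially expressed genes (number) above the axis when higher and below it when lower in the later stage, for the 3 comparisons, stacked by gene type. Protein-coding genes make up most rises, and noncoding genes a large part of the falls at 24 hr.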

To define global gene expression dynamics during the course of CD4+ T cell activation, we performed pairwise comparisons and k-means clustering, identifying 4390 differentially expressed genes after 8 hr of stimulation (3289 upregulated and 1101 downregulated) and 3611 differentially expressed genes between 8 hr and 24 hr (3015 upregulated and 596 downregulated, Figure 1—figure supplement 1D) that could be further separated into five clusters based on their distinct trajectories (Figure 1C, Figure 1—figure supplement 1E–G, Supplementary file 1). Genes upregulated early upon activation (cluster 1; n = 1621 genes) are enriched for pathways involved in the unfolded protein response, cytokine signaling, and translation (e.g., *IL2, IFNG, TNF, IL3, IL8, IL2RA, ICOS, CD40LG, FASLG, MYC, FOS, JUNB, REL, NFKB1, STAT5A,* Supplementary file 3). 

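The earliest response to the TCR and CD28 arms the cell for secretion. NFAT, AP-1 and NF-kB drive the cytokine genes, and the endoplasmic reticulum expands through the unfolded protein response to handle the secreted load. All 15 example genes of this group were higher at 8 hr (15 when adjusted over the list alone), a list chosen by the study on these samples, so this is not independent evidence. In the k-means grouping here, 8 of them were higher early (IFNG, IL3, IL8, CD40LG, FASLG, FOS, REL and STAT5A) and 7 fell in the rising group. FASLG encodes the ligand that kills Fas-bearing cells, and its course was the sharpest of the set, 1.47 ± 0.254 TPM unstimulated, 99.9 ± 14.1 TPM at 8 hr and 2.81 ± 1.54 TPM at 24 hr (log2FC 5.35, standard error 0.25, limma adjusted p = 3.97e-08 at 8 hr, and log2FC −4.79, adjusted p = 4.08e-07 from 8 hr to 24 hr). Its locus is on chromosome 1 of GRCh37 from 172628243 to 172636016. TNF, the inflammatory cytokine, reached 565 ± 219 TPM from 7.09 ± 0.321 TPM (log2FC 6.04, adjusted p = 1.39e-07). CD40LG, the signal that T cells give to B cells, rose (log2FC 2.98, adjusted p = 5.17e-07) and declined later (log2FC −1.75, adjusted p = 7.04e-05). IFNG, the macrophage-activating cytokine, rose at 8 hr (log2FC 3.08, adjusted p = 3.10e-05). For IL3, a growth factor of myeloid cells, the log2FC was 2.19 (adjusted p = 0.000735). The neutrophil chemokine gene IL8 rose by a log2FC of 3.43 (adjusted p = 0.00484), a call lost without unstimulated replicate 2 or 3, 8hr replicate 1 or replicate 2 or 3 (log2FC 3.12 to 3.66). ICOS, a co-stimulatory receptor of helper cells, rose by a log2FC of 1.90. The NF-kB subunit genes REL and NFKB1 rose by log2FCs of 4.52 and 4.04, and REL was lower again at 24 hr (log2FC −1.91 against 8 hr). Against 8hr cells, IL2 had a log2FC of −1.63 at 24 hr (adjusted p = 0.0680), which passed the test without 8hr replicate 1 or replicate 1, or with quantile normalization, the replicate block or TMM over protein-coding genes above 10 TPM (log2FC −1.63 to −2.30). Of 22 cytokine and chemokine genes fixed in advance, 15 were higher at 8 hr and none was lower (15 when adjusted over the list alone, camera adjusted p = 3.58e-12). LTA, which encodes lymphotoxin, was among them (log2FC 4.46, adjusted p = 1.24e-06). Of 19 genes of the unfolded protein response, 17 were higher at 8 hr (17 when adjusted over the list alone), with a median log2FC of 2.07 (camera adjusted p = 2.04e-23). HSPA5, the main chaperone of the endoplasmic reticulum, rose from 40.1 ± 6.63 TPM to 729.8 ± 212 TPM (log2FC 4.12, adjusted p = 9.17e-08) and HYOU1, another chaperone of this compartment, by a log2FC of 3.24. By 24 hr 7 of the 19 had fallen again (7 when adjusted over the list alone), HSPA5 with a log2FC of −1.92, though the list's camera test had adjusted p = 0.666 with an estimated correlation.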

Genes downregulated late (cluster 2; n = 1600 genes) are moderately enriched for receptor tyrosine kinase signaling, cytokine signaling, and extracellular matrix organization. 

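Genes that fall after 8 hr can be early signals that are switched off, or naive cell genes whose transcripts outlive their transcription. In the grouping made here, 772 of the 2401 genes lower late were protein-coding, 894 were long noncoding and 735 were short noncoding. The stages were also unequal at low levels. The median TPM of long noncoding genes was 1.27 to 1.45 in unstimulated libraries, 1.67, 1.79 and 0.409 in the 8hr libraries of replicates 1, 2 and 3, and 0.102 to 0.917 in 24hr libraries. With the olfactory receptor level of each library as a covariate, an alternative chosen after seeing the data, the median log2FC of all genes tested from 8 hr to 24 hr moved from −0.50 to −0.06, and 482 genes were called lower. MAML2, a co-activator of Notch, was among the falls at this step (log2FC −1.81, adjusted p = 1.55e-05). SLAMF1, a receptor at the contact of T and B cells, went from 80.5 ± 12.0 TPM to 18.1 ± 1.00 TPM (log2FC −2.08, standard error 0.15, limma adjusted p = 3.12e-06), and BIRC3, an NF-kB target that protects from TNF-induced death, from 206 ± 36.3 TPM to 39.2 ± 6.90 TPM (log2FC −2.36, adjusted p = 8.98e-06). SLAMF1 had 14.5 ± 1.50 TPM unstimulated, so it had risen before this fall. These examples are falls at this step and need not belong to the group lower late. BTG1, which holds back proliferation, had a log2FC of −2.31. It lies on chromosome 12 of GRCh37 from 92534054 to 92539622. Among the 21 naive and quiescence genes, 5 were lower at 24 hr than at 8 hr and none was higher (6 lower when adjusted over the list alone, and 3 higher at an unadjusted p under 0.05 in limma). The camera test of this step had adjusted p = 0.0333, and adjusted p = 0.666 with an estimated correlation. Of 22 cytokine and chemokine genes, 4 were lower and 2 were higher (6 and 2 when adjusted over the list alone).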

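Cells committed to division raise the machinery of growth step by step. TBX21 and IL12RB2 open the path to the Th1 fate, CCND2 and CDK4 form the kinase that drives the exit from G1, and PRMT1 and EZH2 modify histones and other proteins. These genes, with BHLHE40 and ICAM1, were all higher at 8 hr (8 when adjusted over the list alone), and all 8 fell in the rising group of the k-means analysis. They were chosen by the study on these samples, so their calls are not independent evidence. TBX21 encodes T-bet, which directs Th1 differentiation, and lies on chromosome 17 of GRCh37 from 45810602 to 45823488 (ENSG00000073861). Its level was 2.92 ± 0.389 TPM unstimulated, 116 ± 76.0 TPM at 8 hr and 117 ± 20.1 TPM at 24 hr (log2FC 4.53, standard error 0.55, limma adjusted p = 0.000206 at 8 hr), a rise that was lost without replicate 2 (log2FC 4.19, adjusted p = 0.143). BHLHE40, a factor of cytokine production, rose by a log2FC of 4.29. IL12RB2, a chain of the IL-12 receptor, rose by a log2FC of 3.06 (adjusted p = 0.00479) at 8 hr, though not without unstimulated replicate 1 (log2FC 2.94, adjusted p = 0.0596), without replicate 2 (log2FC 2.78, adjusted p = 0.392) or without replicate 3 (log2FC 2.72, adjusted p = 0.0937). CCND2, encoding cyclin D2, went from 51.8 ± 8.00 TPM to 519 ± 214 TPM (log2FC 3.21, adjusted p = 8.07e-06), and its partner kinase CDK4 from 16.2 ± 2.30 TPM to 151 ± 60.4 TPM (log2FC 3.07, adjusted p = 1.05e-05). The arginine methyltransferase PRMT1 rose by a log2FC of 3.00 and ICAM1, an adhesion ligand that T cells use to contact each other, by 2.57. EZH2, the histone H3 methyltransferase of the Polycomb complex, rose at 8 hr (log2FC 2.73, adjusted p = 1.16e-06) and was the only one of the 8 called again between 8 hr and 24 hr (log2FC 1.20, adjusted p = 0.00131), a call lost without 8hr replicate 1 or replicate 1, or with quantile normalization or TPM rescaled over protein-coding genes (log2FC 0.92 to 0.97).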

Genes monotonically increasing (cluster 3; n = 2676 genes) are highly enriched for pathways involved in infectious disease and RNA stability, translation and metabolism, and moderately enriched for pathways involved in the unfolded protein response, cellular responses to stress, regulation of apoptosis, and DNA repair (e.g., *TBX21, BHLHE40, IL12RB2, STAT1, CCND2, CDK4, PRMT1, ICAM1, EZH2,* Supplementary file 3). Genes downregulated early (cluster 4; n = 1628 genes) are enriched for pathways involved in inositol phosphate biosynthesis, neutrophil degranulation, and metabolism of nucleotides (e.g., *KLF2, IL7R, RORA, IL10RA*), and genes upregulated late (cluster 5; n = 2154 genes) are highly enriched for pathways involved in cell cycle, DNA unwinding, DNA repair, chromosomal maintenance, β-oxidation of octanoyl-CoA, and cellular response to stress (e.g., *CDK2, E2F1, CDK1, CCNE1, CCNA2, PCNA, WEE1, CDC6, ORC1, MCM2*). These patterns are consistent with known changes in the cellular processes that operate during T cell activation, confirming that in vitro stimulation of CD4+ T cells recapitulates gene expression programs known to be engaged during a T cell immune response.

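Quiescence in naive T cells is kept by factors such as KLF2, which sustains homing receptor expression, while entry into S phase needs cyclin E and A kinases and the loading of the MCM helicase by ORC1 and CDC6. The early falls and late rises of this experiment include both programs. KLF2 had 643 ± 96.0 TPM unstimulated, 77.5 ± 92.7 TPM at 8 hr and 3.57 ± 3.31 TPM at 24 hr. Its log2FC at 8 hr was −3.77 (adjusted p = 0.00787), and this call was lost without unstimulated replicate 1, 2 or 3, 8hr replicate 2 or replicate 2 or 3 (log2FC −2.95 to −3.90). From 8 hr to 24 hr the log2FC was −3.60 (adjusted p = 0.0159), a fall not called without unstimulated replicate 1, 2 or 3, 8hr replicate 1 or 2, 24hr replicate 2 or 3 or replicate 2, or with TPM rescaled without short noncoding RNAs or the olfactory receptor level as a covariate (log2FC −2.45 to −3.92). KLF2 lies on chromosome 19 of GRCh37 from 16435637 to 16439496. RORA, a nuclear receptor of innate-like and Th17 cells, fell at 8 hr (log2FC −1.29, adjusted p = 0.00156), except without replicate 3 (log2FC −0.95, adjusted p = 0.0599), and fell further by 24 hr (log2FC −1.97, adjusted p = 0.000133). The IL-10 receptor gene IL10RA fell at 8 hr (log2FC −2.58, adjusted p = 0.00455), though not without replicate 2 (log2FC −2.43, adjusted p = 0.415) or without replicate 3 (log2FC −2.02, adjusted p = 0.0657). These 3 genes and IL7R, the examples of early falls, were all lower at 8 hr (4 when adjusted over the list alone). In the k-means grouping made here they came out in the group lower late, which on average fell at both steps. All 10 cell cycle examples were higher at 24 hr than at 8 hr (10 when adjusted over the list alone), and all 10 were in the group higher late. The study chose both sets of examples on these samples, so neither count is independent evidence. PCNA, the sliding clamp of DNA polymerases, rose from 63.3 ± 18.5 TPM at 8 hr to 636 ± 159.6 TPM at 24 hr (log2FC 3.31, standard error 0.22, limma adjusted p = 2.81e-06). The licensing factor CDC6 rose to 66.3 ± 14.7 TPM (log2FC 4.23, adjusted p = 4.08e-07), and lies on chromosome 17 of GRCh37 from 38444131 to 38460909. The log2FCs were 4.63 for ORC1, 3.91 for MCM2, 3.41 for cyclin A2, 2.93 for CDK2, 2.16 for cyclin E1 and 2.82 for the mitotic inhibitor WEE1. CDK1, the kinase of mitosis, rose by a log2FC of 2.23 (adjusted p = 0.000939), a rise lost without replicate 2 (log2FC 2.14, adjusted p = 0.0521). All 30 DNA replication genes fixed in advance were higher at 24 hr than at 8 hr (30 when adjusted over the list alone), with a median log2FC of 3.06 (camera adjusted p = 4.10e-66, and adjusted p = 0.0852 with an estimated correlation). At 8 hr only 2 of the 30 had been higher. Of 25 mitosis genes, 18 were higher at 24 hr than at 8 hr (20 when adjusted over the list alone), led by CDC20, an activator of the anaphase ligase (log2FC 3.80, adjusted p = 2.26e-06), against none called by limma at 8 hr (1 higher at an unadjusted p under 0.05). The proliferation marker MKI67 rose from 1.25 ± 0.747 TPM to 17.5 ± 10.3 TPM (log2FC 2.96).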

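Growth before division demands ribosomes and amino acids, and TCR signals meet both needs through MYC and ATF4. All 24 genes of ribosome biogenesis on the list fixed in advance were higher at 8 hr (24 when adjusted over the list alone), with a median log2FC of 2.82 (camera adjusted p = 2.95e-33, and adjusted p = 0.0541 with an estimated correlation). In limma, none of them was called again between 8 hr and 24 hr (none when adjusted over the list alone, 1 higher at an unadjusted p under 0.05). RRP12, an export factor of both ribosomal subunits, rose from 4.99 ± 0.916 TPM to 114 ± 32.5 TPM (log2FC 4.23, standard error 0.20, limma adjusted p = 4.63e-08), and lies on chromosome 10 of GRCh37 from 99116115 to 99185833 (ENSG00000052749). NOLC1, a nucleolar assembly factor, rose by a log2FC of 3.59 and BYSL, which matures the small subunit, by 3.53. Of 22 genes of amino acid transport and ATF4 targets, 20 were higher at 8 hr and none was lower (20 when adjusted over the list alone, median log2FC 2.78). The glutamine transporter SLC1A5 went from 5.43 ± 0.533 TPM to 248 ± 87.8 TPM (log2FC 5.21, adjusted p = 3.83e-08). CHAC1, which degrades glutathione, rose at 8 hr (log2FC 4.55, adjusted p = 3.60e-08) and was among 6 list members that had fallen by 24 hr (log2FC −2.47). From the timing of these groups of genes and their pathways, the paper concludes that stimulating CD4+ T cells in culture engages the gene programs of an immune response.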

### Dynamic changes in chromosomal architecture and genome accessibility during naïve CD4+ T cell activation

To understand the *cis*-regulatory dynamics underlying the observed activation-induced changes in gene expression, we examined CD4+ T cell nuclear chromosome conformation and chromatin accessibility as a function of stimulation state using HiC and ATAC-seq. The human genome consists of ~3 m of DNA that is incorporated into chromatin and compacted into the ~500 cubic micron nucleus of a cell in a hierarchically ordered manner. This degree of compaction results in only ~1% of genomic DNA being accessible to the machinery that regulates gene transcription (Thurman et al., 2012); therefore, a map of open chromatin regions (OCR) in a cell represents its potential gene regulatory landscape. Open chromatin mapping of human CD4+ T cells at all states identified a consensus *cis*-regulatory landscape of 181,093 reproducible OCR (Supplementary file 4). Of these, 14% (25,291) exhibited differential accessibility following 8 hr of stimulation (false discovery rate[FDR] < 0.05). Most differentially accessible regions (DARs) became more open (18,887), but some DARs (6629) showed reduced accessibility (Figure 2A, Supplementary file 5). The change in accessibility over the next 16 hr of stimulation showed the opposite dynamic, with 6629 regions exhibiting reduced accessibility and only 4417 DARs becoming more open (total of 11,046 DARs, Figure 2A, Supplementary file 5). These OCR represent the set of putative cRE with dynamic activity during T cell activation.

**Figure 2.**
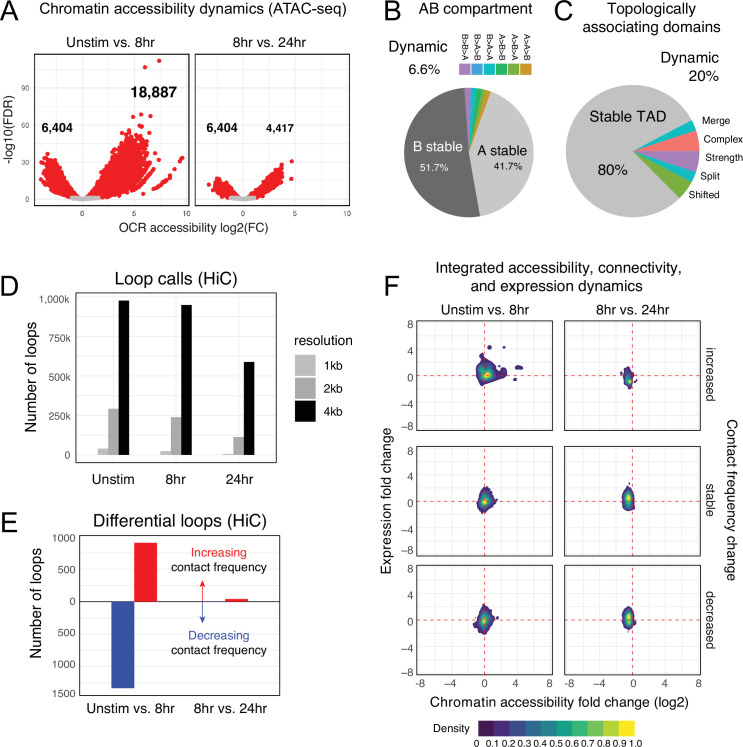
Chromatin accessibility and architecture changes across three stages of T cell activation. (**A**) Volcano plots depicting the log_2_ change in accessibility in all reproducible open chromatin regions (OCR) (present in two of the three replicates) compared to the -log_10_(FDR), significant points are indicated in red (FDR < 0.05; abs(log_2_FC) > 1). (**B**) Genomic regions were classified by membership in A vs B compartments at each timepoint. The pie chart depicts regions with differential A/B compartment assignment in response to activation. (**C**) Topologically associating domain (TAD) structure was determined at each timepoint, and regions exhibiting a shift, split/merge, change in strength, or more complex rearrangements are depicted in the pie chart. (**D**) Loop calls identified from HiC data for each timepoint called at three resolutions (1 kb, 2 kb, 4 kb bins). (**E**) Differential loop calls called across all resolutions. (**F**) Density plots of *cis*-regulatory elements (cRE) accessibility and gene expression separated by whether contact frequency increased, decreased, or remained stable from the transition from unstimulated to 8 hr activation and 8 hr to 24 hr activation.

**Figure 2—figure supplement 1.**
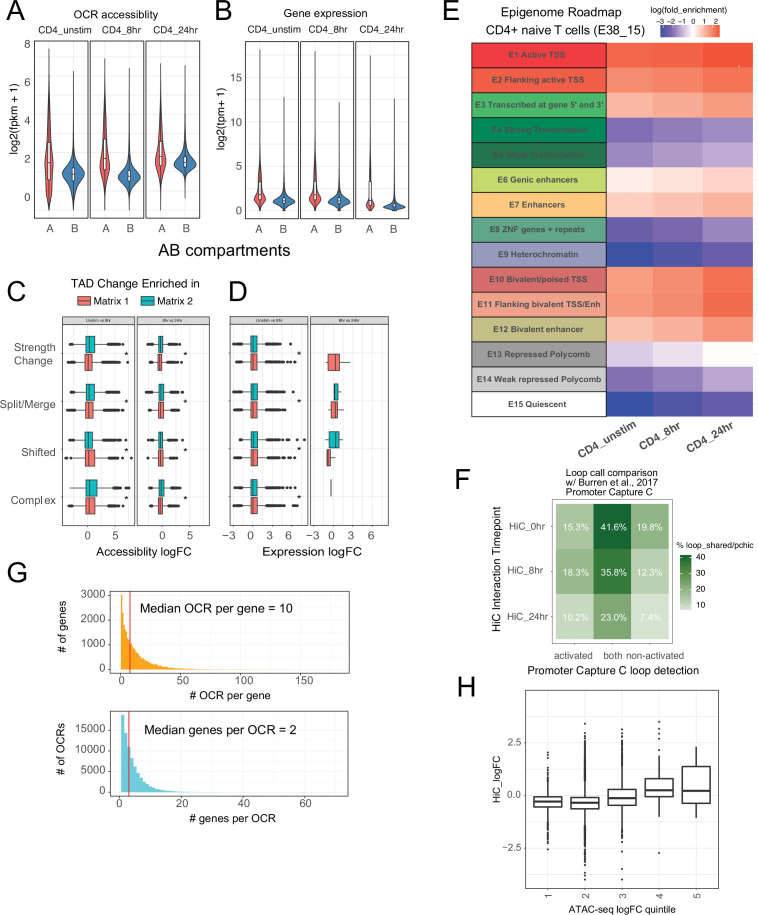
Characterization of CD4+ T cell epigenomic data. (**A**) Accessibility of open chromatin region (OCR) and (**B**) expression of genes located in A vs. B compartments (log_2_ fkpm). Differential accessibility (**C**) and expression (**D**) of cRE-gene pairs in regions exhibiting differential topologically associating domain (TAD) structure. (**E**) Enrichment of promoter interacting region OCR for annotated regulatory elements in CD4+ T cells from the epigenome roadmap project (E038_15). (**F**) Overlap of cRE-promoter loops defined in this study to loops defined by Burren et al. in a prior promoter capture Hi-C study. (**G**) Distribution of OCR contacted per gene (top, median = 8 OCR per gene). Distribution of genes contacted per OCR (bottom, median = 3). (**H**) Differential promoter–OCR connectivity by HiC as a function of differential OCR accessibility (central bar = median, boxplot edges = 25–75 quantiles, whiskers = 1.5× interquantile range).

**Figure 2—figure supplement 2.**
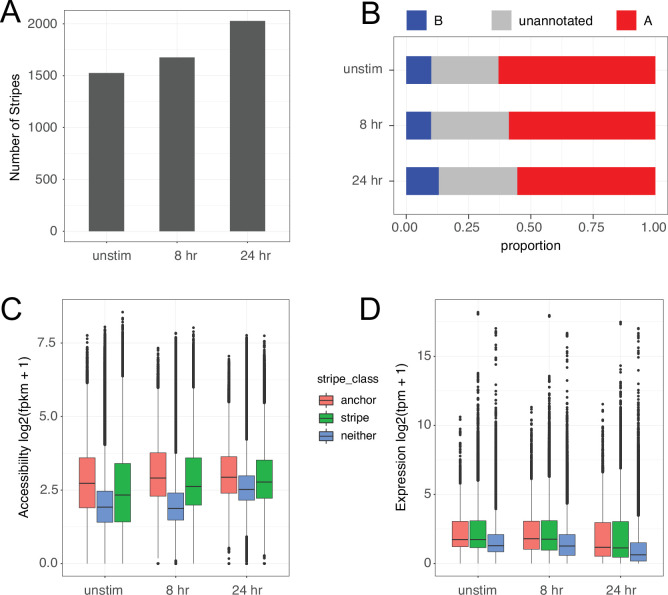
Characterization of chromatin stripes during CD4+ T cell activation. (**A**) Stripes called per timepoint. (**B**) Proportion of SNPs annotated in A vs. B compartments. Accessibility of open chromatin region (OCR) (**C**) and expression of genes (**D**) located in anchor (small more interactive region of stripe), stripe excluding the anchor (stripe), or outside stripes.

**Figure 2—figure supplement 3.**
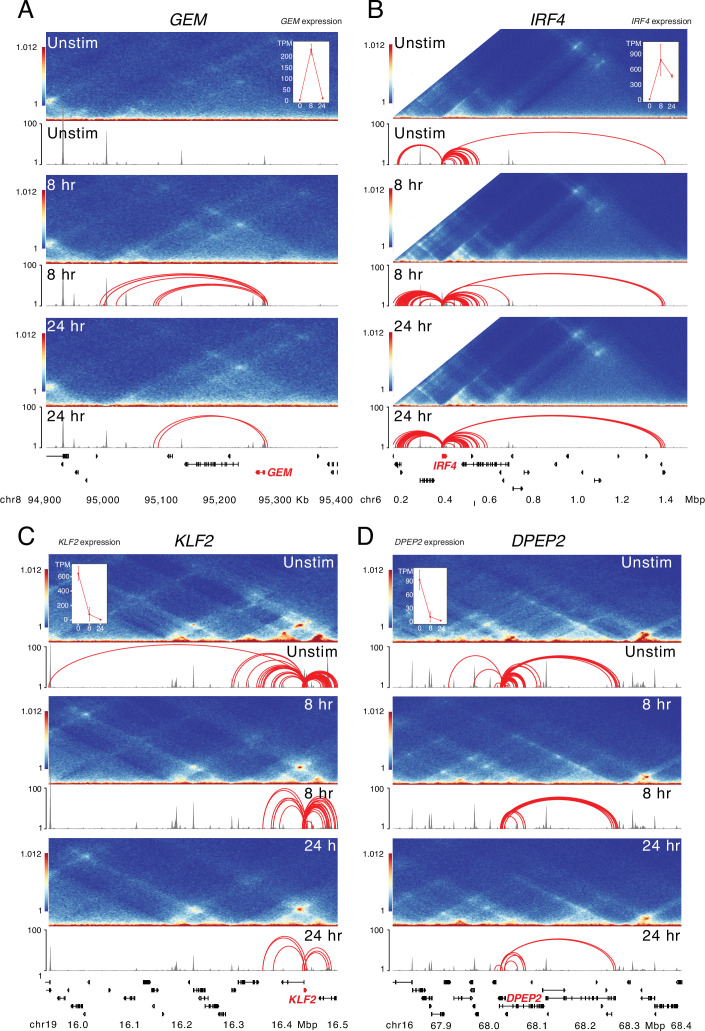
Large-scale epigenetic changes at dynamically expressed genes during CD4+ T cell activation. HiC contact frequency matrix (heatmap), chromatin accessibility (gray), and loop calls (red) for (**A**) *GEM*, (**B**) *IRF4*, (**C**) *KLF2*, and (**D**) *DPEP2*. The *IRF4* matrix is truncated at by end of the chromosome annotation, and inset shows the expression (TPM) at each timepoint for each gene.

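GEM encodes a small GTPase that restrains calcium channels and the cytoskeleton, IRF4 a factor that scales the T cell response to the strength of the TCR signal, KLF2 a guardian of quiescence, and DPEP2 a membrane dipeptidase that cleaves leukotrienes. GEM and IRF4 were among the largest rises of the response, and DPEP2 and KLF2 among the falls, which differed widely between donors. GEM had 1.52 ± 0.216 TPM unstimulated, 229 ± 24.7 TPM at 8 hr and 9.04 ± 2.02 TPM at 24 hr, a transient peak (log2FC 6.51, standard error 0.17, limma adjusted p = 4.27e-10 at 8 hr, and log2FC −4.53, standard error 0.17, limma adjusted p = 5.75e-08 from 8 hr to 24 hr). The gene lies on chromosome 8 of GRCh37 from 95261481 to 95274578 (ENSG00000164949). IRF4 rose from 5.70 ± 0.338 TPM to 784 ± 305 TPM at 8 hr (log2FC 6.78, standard error 0.26, limma adjusted p = 2.12e-08) and had 465 ± 36.9 TPM at 24 hr. Its locus is on chromosome 6 of GRCh37 from 391739 to 411443 (ENSG00000137265). DPEP2 fell from 93.3 ± 21.4 TPM to 10.4 ± 11.2 TPM at 8 hr and 1.81 TPM at 24 hr (log2FC −3.52, standard error 0.59, limma adjusted p = 0.00179 at 8 hr). This call was lost without replicate 2 (log2FC −3.39, adjusted p = 0.331). The gene lies on chromosome 16 of GRCh37 from 68021297 to 68034489 (ENSG00000167261).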

The vast majority of putative cRE are located in intergenic or intronic regions of the genome far from gene promoters, meaning that the specific impact of a given cRE on gene expression cannot be properly interpreted from a one-dimensional (1D) map of genomic or epigenomic features. To predict which cRE may regulate which genes in CD4 +T cells across different states of activation, we created 3D maps of cRE-gene proximity in the context of genome structure. The highest order of 3D nuclear genome structure is represented by A/B compartments, which are large chromosomal domains that self-associate into transcriptionally active (A) vs. inactive (B) regions (Lieberman-Aiden et al., 2009). In agreement with prior studies, we find that OCR located in active A compartments exhibit higher average accessibility than those OCR located in less active B compartments (Figure 2—figure supplement 1A, Supplementary file 6), a trend observed across all cell states. Likewise, genes located in A compartments show higher average expression than those located in B compartments (Figure 2—figure supplement 1B). A quantitative comparison across cell states showed that 94% of the CD4+ T cell genome remained stably compartmentalized into A (42%) and B (52%), indicating that activation does not cause a major shift in the large-scale organization of the genome within the nucleus (Figure 2B).

Within each A or B compartment, the genome is further organized into topologically associating domains (TADs) (Dixon et al., 2012). These structures are defined by the fact that genomic regions within them have the potential to interact with each other in 3D, but have low potential to interact with regions outside the TAD. The location of TAD boundaries can influence gene expression by limiting the access of cRE to specific, topologically associated genes. While ~80% of TAD boundaries remained stable across all states, 20% of TAD boundaries (8925) changed as a function of T cell activation (Figure 2C, Figure 2—figure supplement 1C and D, Supplementary file 7). TAD boundary dynamics were categorized and 2198 boundaries exhibited a change in strength, 2030 boundaries shifted position, and 4697 boundaries exhibited more complex changes such as loss of a boundary resulting in merger of two neighboring TAD, addition of a boundary splitting one TAD into two, or a combination of any of these changes. Genes nearby dynamic TAD boundaries are enriched for pathways involved in RNA metabolism, cellular response to stress, and the activity of PTEN, p53, JAK/STAT, Runx, and Hedgehog (Supplementary file 6). We also detected chromatin stripes, which are TAD-like structures that consist of a genomic anchor region that is brought into contact with a larger loop domain via an active extrusion mechanism. Chromatin stripes are contained within and/or overlap TAD regions, and are enriched for active enhancers and super-enhancers (Mirny et al., 2019; Yoon et al., 2022). We identified 1526 chromatin stripes in quiescent naïve CD4+ T cells, 1676 stripes in 8 hr stimulated cells, and 2028 stripes at 24 hr post-stimulation (Figure 2—figure supplement 2A, Supplementary file 8). Consistent with prior studies in other cell types, chromatin stripes were preferentially located in A compartments, and genes and OCR within stripe regions showed increased expression and chromatin accessibility (Figure 2—figure supplement 2B–D).

Within active topological structures, transcriptional enhancers can regulate the expression of distant genes by looping to physically interact with gene promoters (Kim and Shiekhattar, 2015; Hamamoto and Fukaya, 2022). To identify potential regulatory cRE-gene interactions, we identified high-confidence loop contacts across all cell states using Fit-HiC (merged 1 kb, 2 kb, and 4 kb resolutions, Figure 2D). This approach detected 933,755 loop contacts in quiescent naïve CD4+ T cells, 900,267 loop contacts in 8 hr stimulated cells, and 551,802 contacts in 24 hr stimulated cells (2,099,627 total unique loops). Approximately 23% of these loops involved a gene promoter at one end and an OCR at the other, and these promoter-interacting OCR were enriched for enhancer signatures based on flanking histone marks from CD4+ T cells in the epigenome roadmap database (Consortium, 2015; Figure 2—figure supplement 1E). T cell activation resulted in significant reorganization of the open chromatin-promoter interactome as 907 promoter–OCR exhibited increased contact and 1333 showed decreased contact following 8 hr of stimulation (Figure 2E). Continued stimulation over the next 16 hr was associated with an increase in the contact frequency of 41 promoter–OCR pairs, while only 4 pairs exhibited decreased contact (Figure 2E). Activation-induced changes in chromatin architecture and gene expression were highly correlated, as genomic regions exhibiting increased promoter connectivity became more accessible at early stages of stimulation, which was associated with increased gene transcription from connected promoters (Figure 2F, Supplementary file 9). The accessibility of promoter-connected OCR and the expression of their associated genes decreased globally from 8 to 24 hr of stimulation (Figure 2F). We compared these loop calls to a prior chromatin capture analysis in CD4+ T cells by Burren et al., 2017 and found that roughly 40% of stable loops in both stimulated and unstimulated cells were identical in both studies, despite differing in approach (HiC vs. PCHiC), analysis (HiC vs. CHiCAGO), sample (naïve CD4+ vs. total CD4+), timepoint (8 vs. 4 hr), and donor individuals (Figure 2—figure supplement 1F). As expected, unstimulated samples were more similar than activated samples.

We next focused on the five sets of genes with the dynamic expression patterns defined in Figure 1D and identified 57,609 OCR that contact dynamic gene promoters in at least one stage. Most dynamic genes contacted between 1 and ~35 OCR, with a median of 10 OCR per gene, but a handful of dynamic genes were observed in contact with over 100 distinct OCR (Figure 2—figure supplement 1G). Similarly, most OCR were connected to a single dynamic gene, but many contacted more than one gene (median 2 genes per OCR), suggesting that most dynamic genes have a complex regulatory architecture. Increased gene expression upon activation correlated with an increase in the accessibility and promoter contact frequency of distant cRE (Figure 2—figure supplement 1H), as exemplified by *GEM* and *IRF4* (Figure 2—figure supplement 3A and B). Conversely, the 3D regulatory architecture of genes like *KLF2* and *DPEP2*, which were downregulated following stimulation, exhibited decreased contact and accessibility (Figure 2—figure supplement 3C and D).

### Transcription factor footprints enriched in dynamic open chromatin identify regulators of T cell activation

To explore what factors drive dynamic changes in the regulatory architecture of the CD4+ T cell genome during activation, we conducted a quantitative footprinting analysis at 1,173,159 TF motifs located in the consensus CD4+ T cell open chromatin landscape using the average accessibility of the region surrounding each motif as a measure of regulatory activity (Supplementary file 10). 

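AP-1 is a dimer of Fos and Jun proteins whose genes are targets of the kinases below the TCR. BATF proteins pair with Jun and bind DNA together with IRF4, whereas BACH proteins bind related sites and mostly repress. Of the 11 members of these families examined here (FOS, FOSB, FOSL1, FOSL2, JUN, JUNB, JUND, BATF, BATF3, BACH1 and BACH2), 8 were higher at 8 hr than in unstimulated cells and none was lower (8 when adjusted over the list alone). The study named the Fos and Jun families, BATF, BACH1 and BACH2 on these samples, so the count is not independent evidence. The single Fos and Jun members and BATF3 were chosen here. FOSL1 encodes Fra-1 and had the largest rise, from 1.60 ± 0.191 TPM to 152 ± 53.9 TPM (log2FC 5.80, standard error 0.25, limma adjusted p = 4.54e-08). It lies on chromosome 11 of GRCh37 from 65659520 to 65668044 (ENSG00000175592). FOSL2, encoding Fra-2, rose by a log2FC of 4.08. The immediate early genes FOS and FOSB rose by log2FCs of 2.87 and 2.72, and FOS was lower again at 24 hr (log2FC −2.62 against 8 hr). BATF, which is required for Th17 and effector differentiation, reached 97.5 ± 46.1 TPM from 5.34 ± 1.02 TPM (log2FC 3.84, adjusted p = 8.86e-06). BATF3 rose by a log2FC of 3.64 (adjusted p = 0.000935), a call lost without replicate 3 (log2FC 3.48, adjusted p = 0.0519). BACH2, a repressor that preserves naive cells, had a log2FC of 2.08. The rise of JUNB had a log2FC of 1.68 (adjusted p = 2.35e-06), a call lost with quantile normalization (log2FC 0.97). JUN, JUND and BACH1 did not pass the test, with log2FCs of 0.90 (adjusted p = 0.137), 0.56 (adjusted p = 0.0108) and 0.94 (adjusted p = 0.00276). JUN passed without unstimulated replicate 1 (log2FC 1.37, adjusted p = 0.00263) or without replicate 1 (log2FC 1.10, adjusted p = 2.45e-05). BACH1 passed without unstimulated replicate 1 (log2FC 1.10, adjusted p = 0.00123), without 8hr replicate 2 (log2FC 1.04, adjusted p = 0.00471) or without replicate 1 (log2FC 1.07, adjusted p = 1.88e-07). Without replicate 1, the estimate of the spread had a median of 127 degrees of freedom, against 12.3 with all libraries. The adjusted p-values of these 2 fits therefore cannot be compared as strength of evidence. Of 16 AP-1 and related bZIP factors on the list fixed in advance, 12 were higher at 8 hr and none was lower (12 when adjusted over the list alone, camera adjusted p = 2.71e-19). Between 8 hr and 24 hr 7 of them were lower and none was higher (7 when adjusted over the list alone), with adjusted p = 0.383 with an estimated correlation.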

Activation of naïve CD4+ T cells resulted in increased chromatin accessibility around bZIP motifs at tens of thousands of genomic regions by 8 hr post-stimulation (Figure 3A and C), which was associated with increased expression of Fos and Jun family members constituting the AP-1 complex, as well as the bZIP factors BATF, BACH1, and BACH2 (Figure 3A). 

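NFE2 and its relatives NFE2L1 and NFE2L2 are bZIP factors of oxidative stress and proteasome genes, held in check by protein degradation. SMAD2, SMAD3 and SMAD4 carry TGF-beta signals and are switched on by phosphorylation. Of these 6 genes, 1 was called higher at 8 hr and none was lower (1 when adjusted over the list alone). NFE2L2 rose from 43.2 ± 3.37 TPM to 101 ± 9.93 TPM (log2FC 1.20, standard error 0.13, limma adjusted p = 3.44e-05), a call lost with quantile normalization (log2FC 0.56), with TPM rescaled over protein-coding genes (log2FC 0.72) or with TPM rescaled without short noncoding RNAs (log2FC 1.00). The gene lies on chromosome 2 of GRCh37 from 178083395 to 178257484 (ENSG00000116044). NFE2L1 had a log2FC of 0.81 (adjusted p = 0.00104), under the limit of 1. NFE2, an erythroid factor, had 2.62 ± 0.387 TPM unstimulated and 2.34 ± 1.29 TPM at 8 hr, and the difference was within the spread of the donors (adjusted p = 0.999). SMAD2 and SMAD4 had log2FCs of −0.33 (adjusted p = 0.153) and −0.54 (adjusted p = 0.0353). SMAD3 was at 18.9 ± 1.87 TPM unstimulated and 19.6 ± 9.14 TPM at 8 hr, with no detectable difference.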

The activity of NFE2 and SMAD was increased without increased expression (Figure 3A and C), likely due to post-translational regulation of these factors by phosphorylation (Yoon et al., 2015). Conversely, the motifs for a number of TF exhibited significantly reduced accessibility early after stimulation, including those for EGR2 and FOXP3 that are known to negatively regulate T cell activation (Safford et al., 2005; Schubert et al., 2001; Figure 3A). By 24 hr post-activation, bZIP activity remained largely unchanged compared to 8 hr (Figure 3B), but a number of factors showed decreased activity. These include several members of the Sp family, the Myc cofactor MAZ that also cooperates with CTCF to regulate chromatin looping (Xiao et al., 2021), KLF2, which controls genes involved in naïve CD4+ T cell quiescence and homing (Weinreich et al., 2009; Sebzda et al., 2008), NRF1, a factor implicated in age-associated T cell hypofunction (Moskowitz et al., 2017), and EGR2 and 3, which are known to oppose T cell activation and promote tolerance (Safford et al., 2005; Harris et al., 2004; Williams et al., 2017; Figure 3B and C).

**Figure 3.**
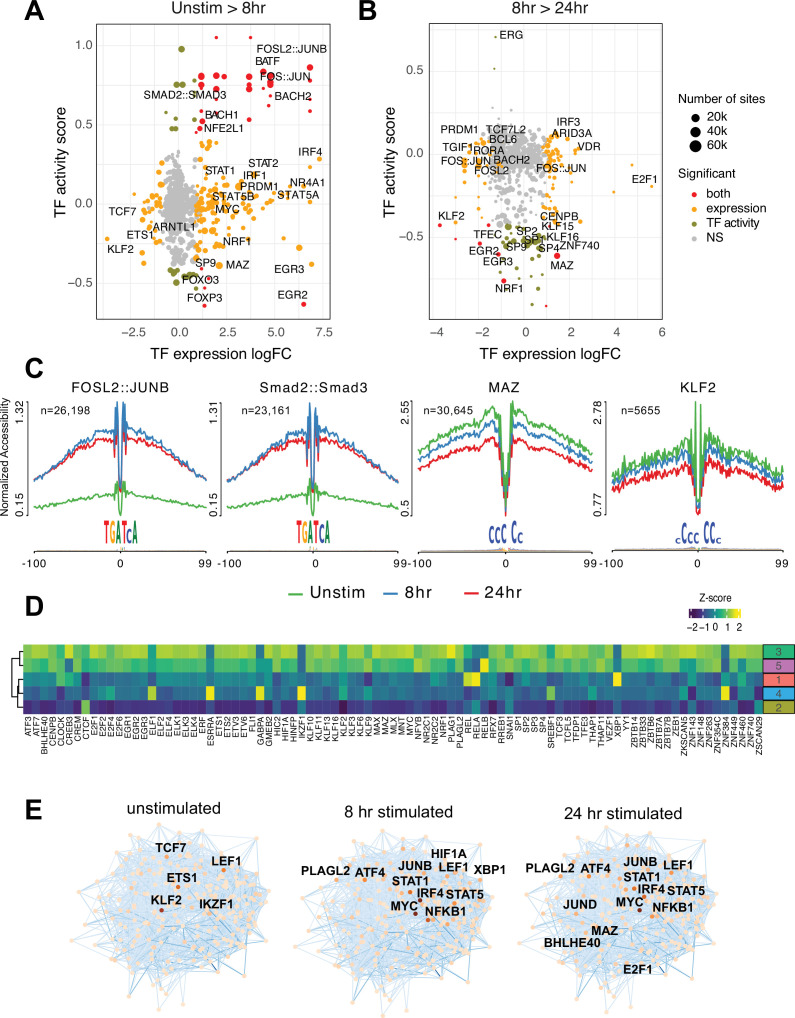
Transcription factors (TF) prediction potential regulators of chromatin status and expression changes. Footprints were annotated to each TF motif by sequence matching to the JASPAR motif database, and the average accessibility of the region surrounding each motif was used as a measure of activity at each timepoint. Scatterplots depict the change in accessibility for each TF motif (activity score) and log_2_FC of TF gene expression between unstimulated and 8 hr activation (**A**) or 8 hr and 24 hr activation (**B**). TF were classified as differentially expressed (orange), differentially active (brown), both (red), or neither (gray). Dot size indicates the number of predicted footprints occupied by each motif. (**C**) Average accessibility (normalized by depth and motif number) in a 200 bp window surrounding motif footprints for FOSL2::JUNB, Smad2::Smad3, MAZ, and KLF2 from three timepoints (unstim: green; 8 hr: blue; 24 hr: red). (**D**) Z-score of TF motif enrichment for *cis*-regulatory elements (cRE) connected to the five clusters compared to all open chromatin regions (OCR). Lighter color indicates higher specificity of enrichment for that TF cluster. (**E**) Connections between different TFs based on physical interactions and predicted regulation-based co-expression determined using GENIE3 for the three timepoints. Node color indicates expression (TPM; darker = higher expression, lighter = lower expression), edge color reflects confidence in the interaction called by GENIE3 (darker higher confidence).

**Figure 3—figure supplement 1.**
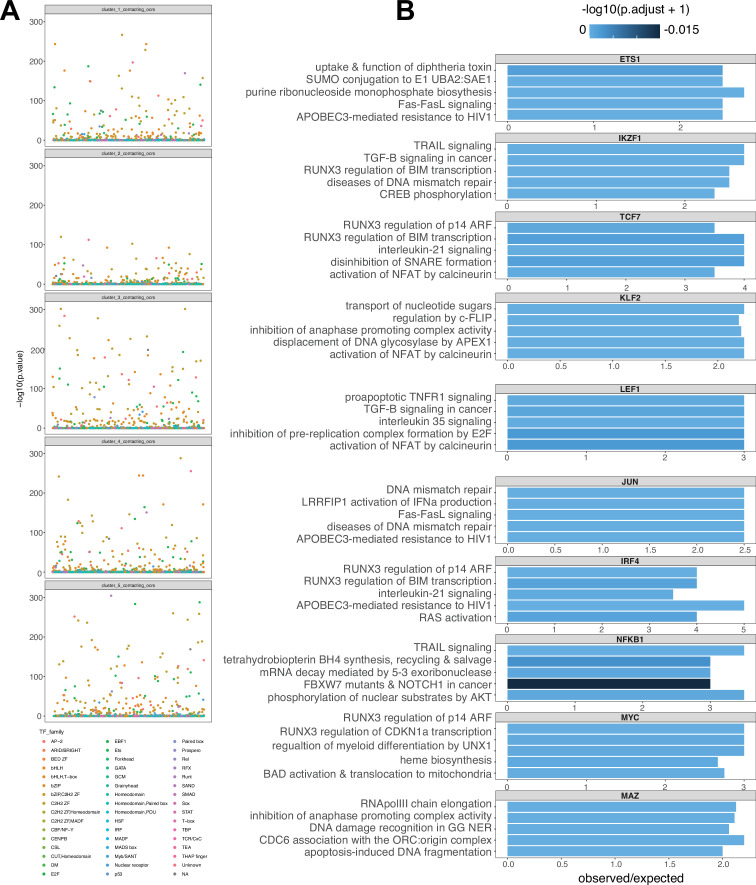
Enrichment of transcription family members and gene regulatory network construction. (**A**) -log10(P) enrichment of transcription factors (TF) annotated by family for each expression cluster. (**B**) Top five pathways enriched for a subset of TF-regulated gene expression.

To explore how TF activity may operate via the CD4+ T cell open chromatin landscape to regulate distinct programs of dynamic gene expression during TCR/CD28-induced activation, we focused on TF motifs enriched among those OCR specifically contacting promoters of dynamic genes identified by our clustering analysis (Figure 3—figure supplement 1A). The set of OCR contacting dynamic gene promoters were enriched for the motifs of 89 expressed (TPM > 5) TF compared to motifs present in the total open chromatin landscape (Figure 3D). The majority of this TF activity were enriched in OCR connected to genes highly upregulated at 24 hr post-activation (clusters 3 and 5, Figure 3D), with the exception of CREB3, ELF1, ESRRA, GABPA, RELA, XPB1, ZNF384, and the transcriptional repressor IKZF1 known as a strong negative regulator of T cell activation and differentiation (Avitahl et al., 1999; Bandyopadhyay et al., 2007; Thomas et al., 2007; Thomas et al., 2010). Conversely, motifs for IKZF1, ZNF384, GABPA, ESRRA, and ELF1 were highly enriched in the set of OCR contacting genes downregulated early after activation (cluster 4, Figure 3D). Motifs for KLF2 and the metabolic gene regulator SREBF1 were likewise enriched in OCR connected to downregulated genes. OCR interacting with genes in cluster 2 are negatively enriched for this set of TF except for CTCF (Figure 3D).

Finally, we integrated TF footprint, promoter connectome, and gene co-expression data to construct TF-gene regulatory networks likely operating at each timepoint. The connections between regulatory nodes are based on physical promoter–TF footprint interactions with confidence weighted by gene co-expression (Figure 3E, Supplementary file 11). Highly co-expressed genes at the core of the unstimulated CD4+ T cell regulatory network encode TF such as KLF2, ETS1, IKZF1, and TCF7 (Weber et al., 2011; Johnson et al., 2018; Wang et al., 2022) that are known to be involved in T cell gene silencing, quiescence, homeostasis, and homing. 

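ETS1 supports TCR signaling and the survival of naive T cells, and IKZF1 encodes Ikaros, which represses effector genes in resting lymphocytes. With KLF2 and TCF7 they are abundant in naive cells. ETS1 had 453 ± 22.3 TPM unstimulated and 163 ± 58.0 TPM at 8 hr, a fall beyond the spread of the donors (log2FC −1.53, standard error 0.20, limma adjusted p = 0.000151). Its locus is on chromosome 11 of GRCh37 from 128328656 to 128457453 (ENSG00000134954). IKZF1 was at 141 ± 10.5 TPM unstimulated and 182 ± 20.1 TPM at 8 hr. Its log2FC of 0.37 did not pass the test (adjusted p = 0.114) and was negative with quantile normalization (log2FC −0.34) or with TPM rescaled over protein-coding genes (log2FC −0.13). Of the 4 factors, 3 were lower at 8 hr and none was higher (3 when adjusted over the list alone). The study chose them on these samples, so the count is not independent evidence.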

Genes connected to the top factors in this network were enriched for pathways involved in immune signaling, DNA replication and repair, protein secretion, and programmed cell death (Figure 3—figure supplement 1B). 

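MYC sets the rate of growth in dividing T cells, IRF4 scales the response to antigen, and STAT5A and STAT5B carry the signal of IL-2. LEF1 is a Wnt pathway factor of naive cells, and ATF4 raises amino acid uptake under stress. Of 9 factors examined here (NFKB1, JUNB, MYC, IRF4, STAT5A, STAT5B, LEF1, ATF4 and PLAGL2), 7 were higher at 8 hr and none was lower (7 when adjusted over the list alone). The study chose them on these samples, naming STAT5, for which STAT5A and STAT5B were taken here, so the count is not independent evidence. MYC rose from 103 ± 17.9 TPM to 1096 ± 412 TPM at 8 hr (log2FC 3.33, standard error 0.26, limma adjusted p = 3.58e-06) and lies on chromosome 8 of GRCh37 from 128747680 to 128755197 (ENSG00000136997). ATF4 went from 83.1 ± 5.52 TPM to 333 ± 80.5 TPM (log2FC 1.96, adjusted p = 8.64e-06). PLAGL2, a zinc finger factor of proliferation, rose by a log2FC of 3.12. STAT5A rose by a log2FC of 2.99 at 8 hr and had fallen by 24 hr (log2FC −1.32, adjusted p = 0.00539), though not with TMM-type rescaling (log2FC −1.12, adjusted p = 0.0642), without replicate 2 (log2FC −1.08, adjusted p = 0.0559) or without replicate 3 (log2FC −1.16, adjusted p = 0.0624). STAT5B did not pass the test, with 79.8 ± 8.28 TPM unstimulated and 88.9 ± 12.2 TPM at 8 hr. LEF1 had 365 ± 41.4 TPM unstimulated and 202 ± 22.7 TPM at 8 hr. Its log2FC of −0.85 stayed under the limit (adjusted p = 0.00157) and passed it, as a fall, with quantile normalization, TPM rescaled over protein-coding genes, TMM over protein-coding genes above 10 TPM or TPM rescaled without short noncoding RNAs (log2FC −1.02 to −1.35).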

Co-stimulation through the TCR and CD28 induced a set of core network genes active at both timepoints with known roles in T cell activation and differentiation (*NFKB1, JUNB, MYC, IRF4, STAT5, STAT1, LEF1, ATF4*). Also part of this set is *PLAGL2*, an oncogene in the Wnt pathway that regulates hypoxia-induced genes (Furukawa et al., 2001) with no prior defined role in T cell activation. Additional nodes specifically implicated at 8 hr post-activation are HIF1A, the major sensor of cellular hypoxia (Wu et al., 2022), and XBP1, a major transcriptional mediator of the unfolded ER protein response with defined roles in T cell activation, differentiation, and exhaustion (Fu et al., 2012; Pramanik et al., 2018). 

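HIF1A protein is stabilized when oxygen runs short and also by TCR signals, and it turns on glycolytic genes. XBP1 is spliced into its active form when unfolded proteins fill the endoplasmic reticulum. HIF1A rose from 37.9 ± 3.12 TPM to 194 ± 27.1 TPM at 8 hr (log2FC 2.32, standard error 0.14, limma adjusted p = 3.76e-07) and had 126 ± 7.58 TPM at 24 hr. It lies on chromosome 14 of GRCh37 from 62162231 to 62214977 (ENSG00000100644). XBP1 went from 53.3 ± 19.9 TPM to 169.5 ± 43.9 TPM at 8 hr (log2FC 1.67, standard error 0.25, limma adjusted p = 0.000530), a rise lost without replicate 3 (log2FC 1.45, adjusted p = 0.0696). It fell to 64.7 ± 7.89 TPM by 24 hr (log2FC −1.35, adjusted p = 0.00403 against 8 hr), though not without replicate 3 (log2FC −1.18, adjusted p = 0.0636). XBP1 lies on chromosome 22 of GRCh37 from 29190543 to 29196585 (ENSG00000100219). Its splicing was not measured, since the values are summed over each gene. Among the genes that ATF6 and XBP1 control, SDF2L1, a chaperone cofactor, rose by a log2FC of 2.98 at 8 hr, and DNAJB9, which assists degradation at the endoplasmic reticulum, had fallen by 24 hr (log2FC −1.80, adjusted p = 2.61e-05 against 8 hr).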

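E2F1 opens the G1 to S transition once its inhibitor RB is phosphorylated. BHLHE40 is a helix-loop-helix factor of effector cytokine production, and MAZ is a zinc finger factor that binds GC-rich promoters. E2F1 had 3.28 ± 0.873 TPM unstimulated, 2.94 ± 0.826 TPM at 8 hr and 106 ± 21.4 TPM at 24 hr, with its rise confined to the step from 8 hr to 24 hr (log2FC 4.76, standard error 0.22, limma adjusted p = 2.38e-07). The gene lies on chromosome 20 of GRCh37 from 32263283 to 32274191 (ENSG00000101412). MAZ rose between 8 hr and 24 hr, from 91.0 ± 13.7 TPM to 189 ± 24.7 TPM (log2FC 1.05, standard error 0.15, limma adjusted p = 0.000558). The rise was under the limit without 8hr replicate 1 or 24hr replicate 3, or with quantile normalization, TPM rescaled over protein-coding genes, TMM over protein-coding genes above 10 TPM, TPM rescaled without short noncoding RNAs or the olfactory receptor level as a covariate (log2FC 0.78 to 0.95). MAZ lies on chromosome 16 of GRCh37 from 29817427 to 29822485 (ENSG00000103495). BHLHE40 had 3.30 ± 0.192 TPM unstimulated, 86.0 ± 27.3 TPM at 8 hr and 145 ± 38.9 TPM at 24 hr, and its change after 8 hr stayed under the limit of 1 (log2FC 0.76, adjusted p = 0.0474).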

Factors specifically implicated at 24 hr post-activation include E2F1, a transcriptional regulator of both cell cycle and apoptosis in T cells (Gao et al., 2004; DeRyckere and DeGregori, 2005), BHLHE40, a factor known to control multiple aspects of T cell metabolism and differentiation (Cook et al., 2020), and the Myc cofactor MAZ that has not been previously studied in the context of T cell function. Genes connected to factors in the activated T cell networks were enriched for pathways involved in cytokine signaling, the interferon response, transcription, cell cycle, DNA replication and repair, and programmed cell death (Figure 3—figure supplement 1B). Together, these data indicate that concurrent but separable stimulation-induced gene programs are the result of the activity of distinct sets of DNA binding factors mobilized by antigen and co-stimulatory receptor signaling in naïve CD4+ T cells.

### Identification of autoimmune variants associated with CD4+ T cell cRE and predicted effector genes

Following our established variant-to-gene (V2G) mapping approach to implicate functional SNPs and their effector genes using the combination of GWAS and chromatin conformation capture data (Chesi et al., 2019; Su et al., 2020; Pahl et al., 2021; Pahl et al., 2022; Su et al., 2022), we intersected promoter-interacting OCR with autoimmune SNPs from the 95% credible set derived from 15 autoimmune diseases (Figure 4A, Supplementary files 12 and 13). Constraining the GWAS SNPs in this way reduced the credible set size from an average of 14 variants per sentinel to 3 variants per sentinel. To determine whether open chromatin in physical contact with dynamically regulated genes in CD4+ T cells is enriched for autoimmune disease heritability, we performed a partitioned LD score regression analysis. This landscape was enriched for variants associated with susceptibility to inflammatory bowel disease (IBD), ulcerative colitis (UC), type I diabetes (T1D), lupus (SLE), celiac disease (CEL), allergy (ALG), eczema (ECZ), and rheumatoid arthritis (RA), but not for variants associated with psoriasis (PSO) or juvenile idiopathic arthritis (JIA) (Figure 4B, Supplementary file 14). The OCR connected to genes upregulated early and/or progressively upon activation (clusters 1 and 3) were most strongly enriched for ALG, CEL, IBD/UC, RA, and T1D heritability, while SLE and ECZ heritability was most enriched in OCR connected to genes upregulated later post-activation (clusters 3 and 5, Figure 4B). SLE was also the only disease (besides PSO and JIA) that was not enriched in open chromatin connected to downregulated genes (cluster 4, Figure 4B).

**Figure 4.**
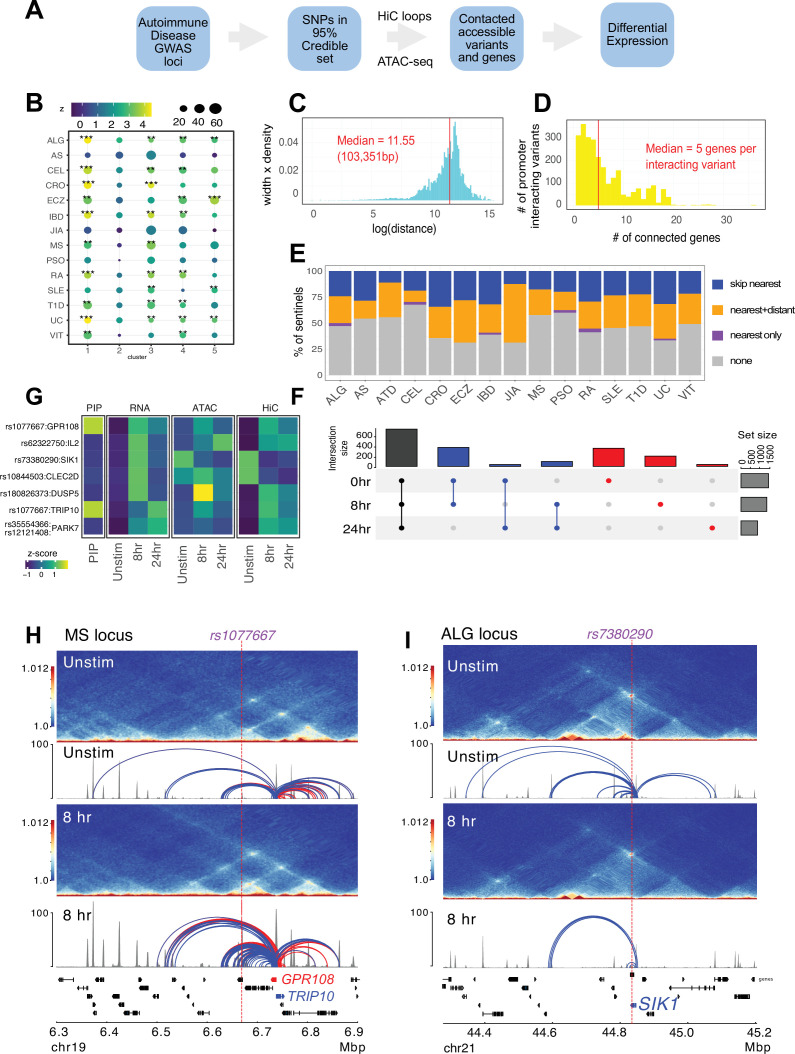
Variant-to-gene mapping of autoimmune-associated loci implicates genetic variants in the control of T cell activation. (**A**) Identification of genes in contact with open chromatin regions (OCR) harboring autoimmune-associated SNPs. Sentinel SNPs from 15 autoimmune genome-wide association studies (GWAS) (Supplementary file 11) were used to identify the 95% credible set of proxy SNPs for each lead SNP. SNP locations were integrated with ATAC-seq and HiC data to identify the 95% credible set of accessible SNPs in physical contact with a gene promoter. Genes are further refined based on expression dynamics over the time course of T cell activation. (**B**) Partitioned LD score regression for autoimmune GWAS using the OCR in contact with the genes in the five clusters defined by RNA-seq. Circle size = enrichment, color = significance, **FDR < 0.01, ***FDR < 0.001. (**C**) Log distribution of the 1D distance between each proxy SNP and its interacting gene based on 3D chromatin conformation (median = 103 kbp). (**D**) Distribution of the number of genes contacted by each accessible variant (median = 5). (**E**) Fraction of open disease-associated variants that interact with no gene promoters (gray), only with the nearest gene promoter (purple), with the nearest gene and a distant gene(s) (orange), and with only a distant gene(s) (blue). (**F**) Number of genes identified by variant-to-gene mapping at each timepoint. Black = shared in all stages, blue = shared in two stages, red = specific to one stage. (**G**) Set of implicated proxy-genes pairs that are both differentially expressed, display differential accessibility, and chromatin contact across T cell activation. (**H**) Example MS variant rs1077667 (p=1.0) exhibits increased accessibility and contact with the promoters of the *GPR108* and *TRIP10* at 8 hr post activation*,* which are increased in expression at this timepoint. (**I**) Example allergy variant rs7380290 interacts with the *SIK1* gene that is upregulated after activation.

The promoter-connected open chromatin landscape for all CD4+ T cell states in this study contains 2606 putatively causal variants linked to approximately half of the sentinel signals (423) for the 15 diseases analyzed, and are in contact with a total of 1836 genes (Supplementary file 13). A total of 1151 autoimmune variants localized to the promoters of 400 genes (–1500/+500 bp from the TSS, Supplementary file 15). These variants were on average 103 kb from the TSS of their connected gene (Figure 4C), and each variant contacted an average of five genes (Figure 4D). The majority of linked SNPs interact with genes in addition to the nearest gene, and approximately half of linked SNPs ‘skip’ the nearest gene to target only distant genes (Figure 4E). Approximately 60% of connected genes were implicated across all timepoints (Figure 4F, Supplementary file 13), while ~40% (753) are dynamically regulated (clusters 1–5) in response to TCR/CD28 co-stimulation. 

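SIK1 is a kinase that curbs CREB-dependent transcription, PARK7 (DJ-1) protects against oxidative stress, DUSP5 is a nuclear phosphatase that switches ERK off, and CLEC2D is the ligand of an NK cell receptor. TRIP10 links CDC42 to the actin cytoskeleton, and GPR108 is a membrane protein of the secretory pathway. Of these 6 genes and IL2, 5 were higher at 8 hr than in unstimulated cells and none was lower (5 when adjusted over the list alone). The genes were chosen by the study, so the count is not independent evidence. DUSP5 had the largest rise of the 6, from 1.98 ± 0.416 TPM to 221 ± 22.4 TPM (log2FC 6.23, standard error 0.19, limma adjusted p = 1.45e-09), and was lower again at 24 hr (43.6 ± 12.0 TPM, log2FC −2.35 against 8 hr). Its locus is on chromosome 10 of GRCh37 from 112257665 to 112271291 (ENSG00000138166). SIK1 rose from 4.60 ± 1.36 TPM to 30.7 ± 9.20 TPM (log2FC 2.49, adjusted p = 1.06e-05) and lies on chromosome 21 of GRCh37 from 44834363 to 44847011. PARK7 rose from 15.8 ± 1.33 TPM to 59.4 ± 9.65 TPM (log2FC 1.84, adjusted p = 3.33e-06) and lies on chromosome 1 of GRCh37 from 8014351 to 8045565. CLEC2D went from 132 ± 28.2 TPM to 304 ± 73.5 TPM (log2FC 1.20, adjusted p = 0.000975), a call lost without replicate 3, or with quantile normalization, TPM rescaled over protein-coding genes or TPM rescaled without short noncoding RNAs (log2FC 0.50 to 1.03). TRIP10 had 3.04 ± 0.603 TPM unstimulated and 6.94 ± 1.81 TPM at 8 hr. Its log2FC of 0.96 was under the limit (adjusted p = 0.00773) and passed it without unstimulated replicate 2, 8hr replicate 1 or replicate 1, or with a pseudocount of 0.1 or quantile normalization (log2FC 1.08 to 1.16). GPR108 was at 27.2 ± 4.21 TPM and 40.7 ± 9.32 TPM, a difference that did not pass the test (log2FC 0.55, adjusted p = 0.118).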

Examples of SNP-genes pairs that exhibit dynamic accessibility, chromosome contact, and expression in response to T cell activation are the *SIK1*, *PARK7*, *DUSP5*, *CLEC2D*, *TRIP10*, *GPR108,* and *IL2* loci (Figure 4G, Supplementary file 13). The *TRIP10* and *GPR108* promoters were each captured in contact with a high-confidence variant rs1077667 (PP > 0.99), which is located in an intron of *TNFSF14* and is associated with multiple sclerosis (Figure 4H). The accessibility of this SNP and its contact with *TRIP10* and *GPR108* increased following activation (Figure 4H). Conversely, the allergy-associated SNP rs7380290 is accessible and contacts the *SIK1* promoter in resting cells, but shows reduced accessibility and promoter connectivity upon activation (Figure 4I). *TRIP10* encodes a cytoskeletal binding protein involved in endocytosis that suppresses glucose uptake in response to insulin signaling (Feng et al., 2010), *GPR108* encodes an orphan G-protein-coupled receptor, and *SIK1* encodes a salt-inducible kinase with roles in cancer, epilepsy, and myeloid signaling (Darling and Cohen, 2021). None of these genes have been previously studied in the context of T cell activation.

### Comparative predictive power against orthogonal V2G mapping approaches

In an attempt to gauge the predictive power of our approach relative to other V2G approaches, we compared our chromatin capture-based autoimmune GWAS effector gene predictions to the predictions of four other chromosome capture-based studies in human CD4+ T cells (Javierre et al., 2016; Burren et al., 2017; Yang et al., 2020; Gate et al., 2018), four single-cell eQTL studies in human CD4+ T cells (Soskic et al., 2022, Gate et al., 2018; Schmiedel et al., 2022; Ye et al., 2014), and a set of 449 genes that when mutated in humans cause inborn errors of immunity (Tangye et al., 2022). As part of the comparison, we harmonized the chromatin-based datasets using our chromatin loop calling approach and integrated with the same 95% credible set of autoimmune variants to create comparable physical contact maps. A total of 6936 unique genes were implicated by all studies. Our HiC-ATAC-seq approach in naïve and activated human CD4+ implicated 1947 effector genes, 400 of which through proxies in open promoters and 1836 through contacts with distal variants, of which 752 were dynamically regulated throughout activation. The HiC dataset from Gate et al. implicated 110 genes, and the capture-HiC datasets from Burren et al., Yang et al., and Javierre et al. implicated 1408, 2572, and 2368 genes, respectively (Supplementary file 16). A total of 369 autoimmune GWAS effector genes were predicted in common by our HiC approach and the pcHiC-based approaches. The eQTL studies by Soskic et al., Gate et al., Ye et al., and Schmiedel et al. (DICE) implicated 171, 15, 15, and 221 genes, and the co-accessibility data from Gate et al. implicated 45 genes. Concordance between our gene predictions and the pcHiC predictions ranged from 15 to 24% (Figure 5A), while concordance between our predictions and the eQTL predictions was low (0.6–5%, Figure 5A), and concordance among eQTL studies was also low (1.6–13%, Figure 5A). However, when we co-localized the Soskic variant-gene pairs with autoimmune GWAS SNPs, 41 of these eQTL were also predicted by our study, representing a concordance tenfold higher than that obtained by a random sampling of genes within 500 kb of autoimmune variants (Figure 5B). A total of 1519 of the genes implicated in our study were not predicted by eQTL approaches, while 644 genes from our CD4 T cell V2G data were not implicated by the other chromatin-based datasets, and altogether 562 putative autoimmune effector genes were uniquely predicted by our study. Potential sources of variation between the results of the studies are outlined in the ‘Discussion’. A total of 17 genes were implicated by all CD4+ T cell-based approaches that nominated at least 150 genes (*APIP, BCL2L11, ERAP1, ERAP2, CD5, FIGNL1, IL18R1, METTL21B, MRPL51, PPIF, PTGER4, PXK, RMI2, RNASET2, SERPINB1, TAPBPL, VAMP1*).

**Figure 5.**
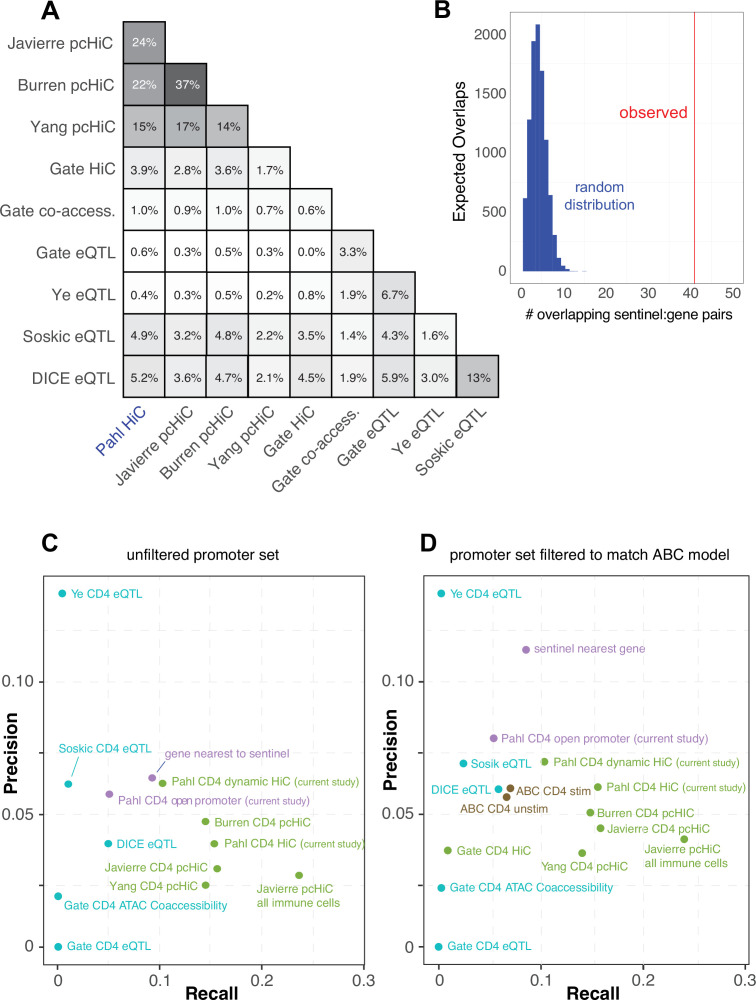
Comparative predictive power of orthogonal variant-to-gene (V2G) approaches. (**A**) Percent overlap in predicted genes among chromatin-based and expression quantitative trait mapping (eQTL)-based V2G approaches. (**B**) Physical variant-gene associations (HiC) are enriched for statistical variant-gene associations (eQTL) in activated CD4+ T cells. The histogram depicts the null distribution of shared variant-gene pairs expected at random (~5) while the red line indicates the observed number of variant-gene pairs (41) shared with the 127 eQTL identified by Soskic et al. in a similar CD4+ T cell activation system. (**C**) Expression of the shared genes. (**D**) Precision-recall analysis of V2G gene predictions against the set of monogenic human inborn errors in immunity.

To measure the predictive power of the sets of genes implicated by each approach above, a precision-recall analysis was performed against the ‘gold standard’ human inborn errors in immunity (human inborn errors of immunity [HIEI]) gene set, based on the hypothesis that genes under the control of autoimmune-associated variants would cause monogenic immune disease phenotypes if subjected to deleterious coding mutations. The set of genes from our study with disease-associated SNPs located in their open promoters overlapped with only 5% of the genes from the gold standard set (Supplementary file 16, Figure 5C). However, leveraging our HiC data to include distal autoimmune variants captured interacting with open gene promoters increased the sensitivity of the approach threefold to 16% (71 overlapping genes, Figure 5C), confirming the relevance of long-range promoter–cRE/SNP contacts. This level of sensitivity is comparable to that of other chromosome capture-based datasets for predicting HIEI genes in CD4+ T cells (Figure 5C). Conversely, the eQTL-based approaches were 3- to ~12-fold less sensitive than the chromatin-constrained approaches in predicting HIEI genes, with most recalling 0–2.5% and the DICE eQTL dataset recalling 6% (Figure 5C). Restricting our 3D chromatin V2G to only those genes dynamically regulated during T cell activation reduced predictive power from 16 to 10%, but the fraction of these genes in the HIEI gold standard set (precision) increased from ~4 to 6.2% (Figure 5C), indicating that focusing the V2G set on those SNP-gene pairs that are dynamically regulated by T cell activation reduces potential false-positive predictions. The precision of our dataset was superior to that of the other chromosome capture-based datasets except for the Burren pcHiC dataset (Figure 5C). The eQTL approaches were comparable to the 3D chromatin-based datasets in precision (~3–6%, Figure 5C).

We also analyzed the relative predictive power of a recently proposed ‘activity-by-contact’ (ABC) model (Nasser et al., 2021) that uses a multi-tissue averaged HiC dataset instead of cell type-matched 3D chromatin-based data to link variants to genes. This model constrains the input data by removing bidirectional, antisense, and small RNAs, and potentially underweights distal elements connected to ubiquitously expressed genes due to stronger average activity scores near their promoters. Also, while most human genes have multiple alternative transcriptional start sites (median = 3), ABC only annotates only one promoter per gene. To apply the ABC gene nomination model to our CD4+ T cell chromatin-based V2G data, we used our ATAC-seq data and publicly available CD4+ T cell H3K27ac ChIP-seq data as input, and integrated this with GWAS and the averaged HiC dataset from the original ABC study (Nasser et al., 2021; Fulco et al., 2019). The ABC model nominated 650 genes compared to 1836 genes using our cell type-matched HiC data and analysis pipeline. Only 357 genes were nominated by both approaches, while 1479 genes nominated by our approach were not implicated by the ABC model, and 293 genes not implicated by our approach were newly implicated by ABC. To measure the predictive power of the ABC approach, we re-ran the precision-recall re-analysis with all datasets subjected to the ABC gene-promoter filter (Figure 5D). We found that applying the restricted ABC model promoter annotation to all datasets did not have a large effect on recall; however, the precision of several of the datasets was affected. For example, using the restricted promoter/gene set reduced the precision of our V2G approach and artificially inflated the precision of the ‘nearest gene to SNP’ metric. The precision-recall analysis also shows that the ABC score-based approach is only half as powerful at predicting HIEI genes as the chromatin-based V2G approaches (Figure 5D). This indicates that informing GWAS data with cell type- and state-specific 3D chromatin-based data brings more target gene predictive power than application of the multi-tissue-averaged HiC used by the ABC model. Together, these analyses indicate that chromosome capture-based V2G is a more sensitive approach for identifying ‘true’ effector genes than eQTL or ABC approaches, but comes with additional predicted genes that represent either false positives or true effector genes for which monogenic LOF/GOF mutations have not yet been characterized in humans.

### Functional validation of novel autoimmune V2G-predicted enhancers at the *IL2* locus

Our 3D chromatin-based analysis specifically predicts dynamic, disease-associated regulatory elements in intergenic space at the *IL2* locus. The *IL2* gene encodes a cytokine with crucial, pleotropic roles in the immune system, and dysregulation of IL-2 and IL-2 receptor signaling leads to immunodeficiency and autoimmune disorders in mice and humans (Cerosaletti et al., 2013; Spolski et al., 2018; Abbas et al., 2018; Joosse et al., 2021). Activation-induced transcription of *IL2* involves an upstream regulatory region (URR) ~375 bp from the TSS that has served as a paradigm of tissue-specific, inducible gene transcription for nearly four decades (Fujita et al., 1986; Durand et al., 1987; Novak et al., 1990). However, the presence of evolutionarily conserved non-coding sequences (CNS) in the ~150 kb of intergenic space 46, 51, 80, 83, 85, 96, 122, and 128 kb upstream of the TSS suggests that additional regulatory elements may have evolved to control *IL2* (Mehra and Wells, 2015; Figure 6A). The –51 kb CNS contains an SNP linked to T1D, IBD, PSO, CEL, and allergy (rs72669153), while the –85 kb CNS contains an SNP linked to RA (rs6232750) and the –128 kb CNS contains two SNPs linked to T1D, JIA, and SLE (rs1512973 and rs12504008, Figure 6A). In TCR/CD28-stimulated naïve CD4+ T cells, these CNS are remodeled to become highly accessible (Figure 6A), and they loop to interact physically with the *IL2* URR (Figure 6B) at both timepoints. ChIP-seq analyses in human T cells (Consortium, 2004) show that the URR and all distal CNS except –85 are occupied by TF such as Jun/Fos (AP-1), NFAT, and NFkB that are known regulators of *IL2* (Figure 6—figure supplement 1), and the −85,–122, and –128 CNS are occupied by additional TF not previously thought to be direct regulators of *IL2*, such as MYC, BCL6, and STAT5 (Figure 6—figure supplement 1). Recombinant reporter assays in primary activated human CD4+ T cells showed that the −46,–51, –83, and –128 CNS/OCR can enhance transcription from the URR (Figure 6C). To determine whether the native elements contribute to the expression of *IL2*, we targeted each CNS/OCR individually in primary human CD4+ T cells or Jurkat T cells using CRISPR/CAS9 (Figure 6D) and measured IL-2 secretion following TCR/CD28 stimulation (Figure 6E). Deletion of the −46,–51, −83, –85, –122, and –128 kb elements in primary human CD4+ T cells each resulted in an ~50% reduction in IL-2 production, while deletion of the –80 kb element had little effect. A very similar pattern of impact was observed when these elements were deleted individually in Jurkat T cells (Figure 6E). The URR has a stronger contribution to IL-2 production than any individual intergenic element, as deletion of the URR almost completely abrogated activation-induced IL-2 production by both primary CD4+ or Jurkat T cells (Figure 6E). To determine whether these intergenic enhancers exist in synergistic epistasis (Lin et al., 2022) necessary for *IL2* transactivation, we generated Jurkat T cell clones in which the stretch of all seven elements located 46–128 kb upstream of *IL2* was deleted using CRISPR/CAS9 (Figure 6F). Despite the URR and 46 kb of upstream sequence being intact in these clones, loss of the 81.3 kb stretch of intergenic enhancers renders these cells incapable of expressing *IL2* at both the mRNA and protein levels in response to stimulation (Figure 6G). These results show that the URR is not sufficient for activation-induced expression of *IL2*, and that *IL2* has a previously unappreciated, complex, and autoimmune disease-associated regulatory architecture that was accurately predicted by our 3D epigenomic V2G approach. Importantly, we find that the distal *IL2* cRE are highly accessible in quiescent memory T cell subsets (Th1, Th2, Th17, Th1-17, Th22) isolated directly ex vivo from human blood, whereas naïve CD4+ T cells and non-IL-2-producing Treg showed little accessibility at these elements (Figure 6—figure supplement 1D). This suggests that stable remodeling of distal *IL2* cRE can persist in vivo after TCR signals cease, and that this epigenetic imprinting contributes to the immediate, activation-induced production of IL-2 exhibited by memory, but not naïve or regulatory, CD4+ T cells (Hedlund et al., 1989; Picker et al., 1995; Sojka et al., 2004).

**Figure 6.**
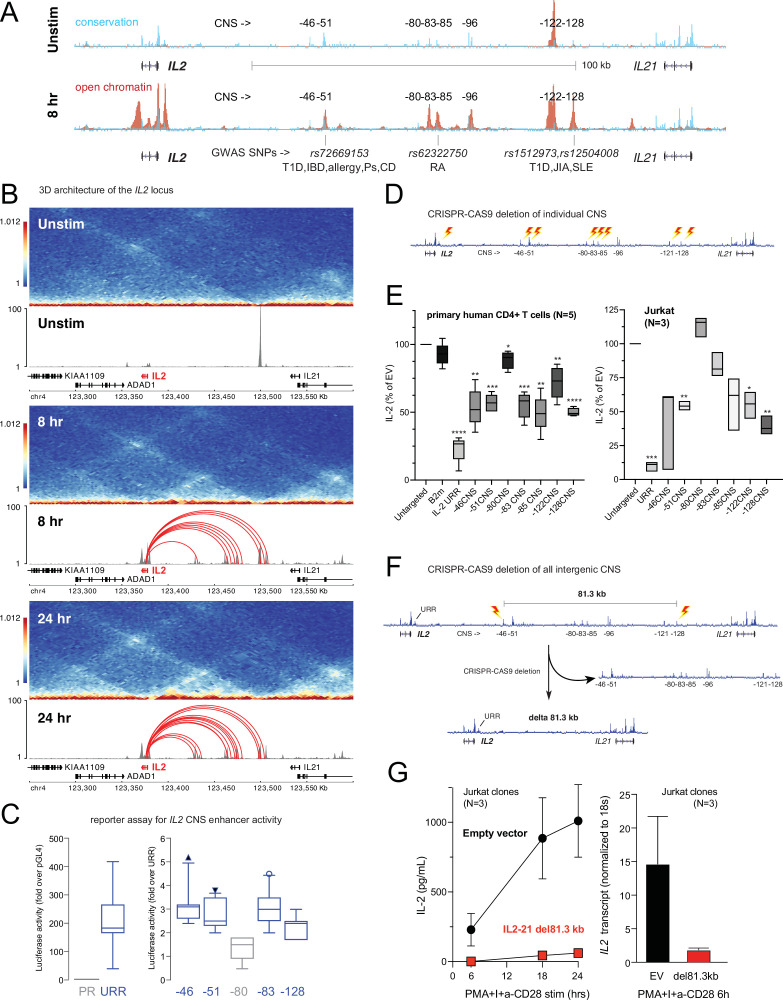
Functional validation of autoimmune variant-to-gene (V2G)-implicated *cis*-regulatory elements (cRE) at the *IL2* locus. (**A**) The combination of evolutionary conservation (blue), open chromatin (red), and autoimmune disease-associated SNPs at the *IL2* locus identify putative cRE in quiescent vs. 8 hr activated naïve CD4+ T cells. (**B**) Activation-dependent topologically associating domains (TAD)/sub-TAD structure (heatmaps), chromatin remodeling (gray), and promoter–open chromatin region (OCR) interactions (red) at the *IL2* locus. (**C**) Recombinant reporter assay showing transcriptional activity of the *IL2* upstream regulatory region (URR) (+35 to –500 from the TSS) in activated primary CD4+ T cells (N = 7 donors) compared to a basal promoter (pGL4, left panel). The right panel depicts transcriptional activity of the CNS regions indicated in (**A**) cloned upstream of the URR. All regions except the –80 CNS show statistically significant activity relative to the URR alone (N = 7, p<0.05, line = median, box = 95/5% range). (**D**) Scheme of CRISPR/CAS9-based deletion of individual *IL2* CNS using flanking gRNAs. (**E**) Activation-induced secretion of IL-2 protein by CRISPR-targeted primary CD4+ T cells (N = 5 donors, left panel) or Jurkat cells (N = 3 replicates, right panel) relative to untargeted control (CAS9, no gRNA) cells (****p<0.0001, ***p<0.001, **p<0.01, *p<0.05, line = median, box = 95/5% range). In primary cells, *B2M* gRNAs served as an irrelevant targeted control. (**F**) Scheme of CRISPR/CAS9-based deletion of the 81.3 kb region containing all distal *IL2* cRE using flanking gRNAs in Jurkat cells. (**G**) Activation-induced IL-2 protein (left panel) and mRNA (right panel) by control (black) vs. 81.3 kb deleted (red) Jurkat cells (N = 3 separate clones).

**Figure 6—figure supplement 1.**
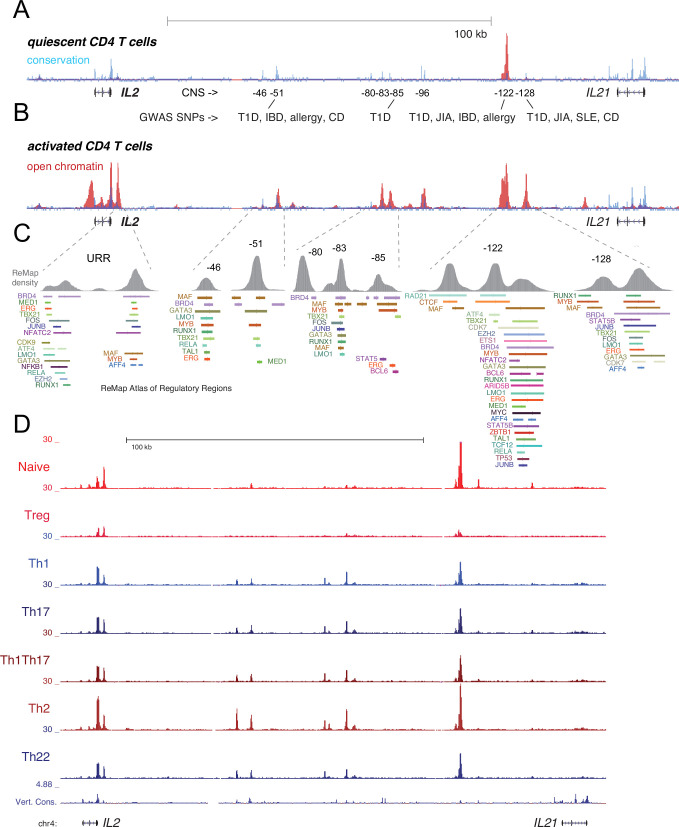
Transcription factor (TF) occupancy and stability of distal *IL2 cis*-regulatory elements (cRE) in CD4+ T cell subsets. Evolutionary conservation (blue), open chromatin (red), and autoimmune disease-associated SNPs at the *IL2* locus in quiescent (**A**) and 8 hr activated (**B**) naïve CD4+ T cells. (**C**) Curated TF occupancy at the *IL2* upstream regulatory region (URR) and distal cRE from the ReMap atlas of regulatory regions. (**D**) ATAC-seq data depicting the open chromatin landscape at the *IL2-IL21* locus in CD4+ T cell subsets purified nd assayed directly ex vivo from human peripheral blood.

### Distal *IL2* enhancers are evolutionarily conserved and impact in vivo T cell-mediated immunity in mice

The intergenic *IL2* enhancers defined above are conserved at the sequence level between human and mouse (Figure 7A). To test whether enhancer function is likewise evolutionarily conserved, we used zygotic CRISPR/CAS9 targeting to generate mice with a 583 bp deletion of the ortholog of the –128 kb human enhancer CNS/OCR situated 83 kb upstream from mouse *Il2* (*Il2*-83-cRE-ko, C57BL6 background). Deletion of this genomic region did not discernibly affect T lymphocyte development in *Il2*-83-cRE-ko mice. However, peripheral CD4^+^ T cells from *Il2*-83-cRE-ko mice produced substantially less IL-2 at both the protein and mRNA levels, and exhibited reduced proliferation, in response to in vitro stimulation (Figure 7B), confirming that the enhancer function of the orthologous –128 and –83 kb elements is conserved between human and mouse. The in vitro induction of Foxp3+ regulatory T cells (Treg) from conventional CD4+ T cell precursors in response to antigenic stimulation in the present of TGF-β, a differentiation process highly dependent upon IL-2, was reduced fourfold in *Il2*-83-cRE-ko mice compared to wild-type mice (Figure 7C), but could be rescued by the addition of exogenous IL-2 to the culture (Figure 7C).

**Figure 7.**
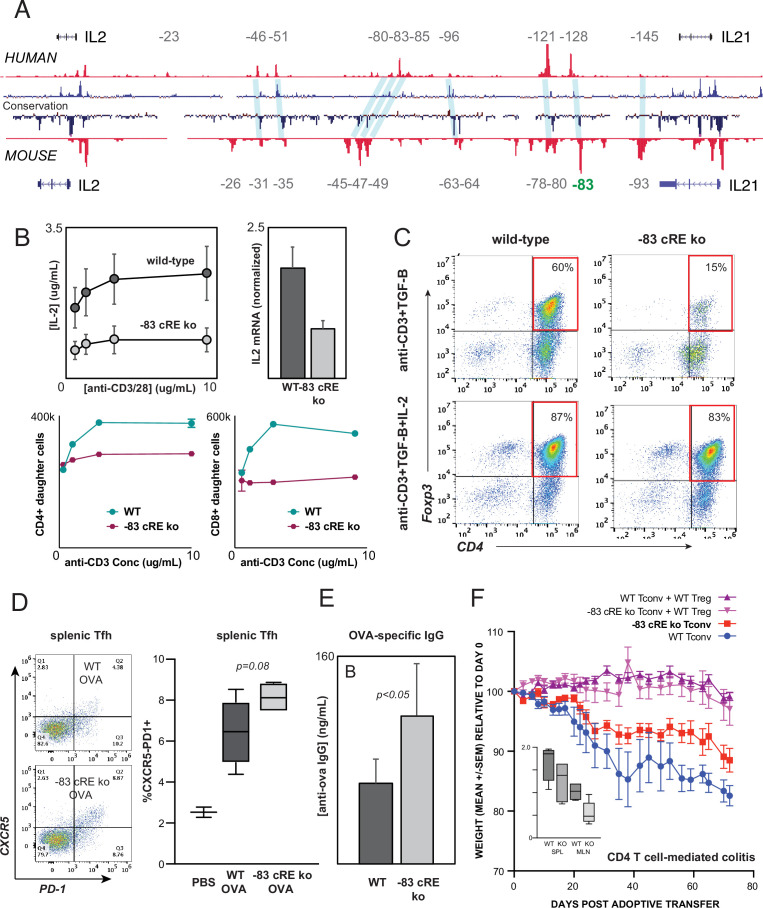
Distal *IL2* enhancers are evolutionarily conserved and impact in vivo T cell-mediated immunity in mice. (**A**) Map of the human and mouse *IL2* locus depicting mammalian conservation (dark blue), ATAC-seq from activated human and mouse CD4+ T cells (red), and orthologous non-coding sequences conserved between mouse and human (light blue). (**B**) IL-2 protein secretion (top-left panel) and *Il2* mRNA expression (top-right panel) by CD4+ T cells from wild-type or *Il2*-83 *cis*-regulatory elements (cRE) ko mice in response to stimulation with plate-bound anti-CD3 and anti-CD28 Ab in vitro. Bottom panels show soluble anti-CD3-induced in vitro clonal expansion of wild-type or *Il2*-83 cRE ko CD4+ (left) and CD8+ (right) T cells measured by dye dilution (Wells et al., 1997). (**C**) Foxp3 expression by murine CD4+CD25- Tconv stimulated with anti-CD3 Ab and TGF-β in the absence (top panels) vs. presence (bottom panels) of exogenous IL-2. Wild-type or *Il2*-83 cRE ko mice (N = 6) were immunized intraperitoneally with chicken ovalbumin in incomplete Freund’s adjuvant. The frequency of CD4+PD1+CXCR5^hi^ follicular helper T cells in the spleens of three animals was measured by flow cytometry at day 5 post-immunization (**D**), and levels of ovalbumin-specific IgG in the serum of three animals were measured at day 10 post-immunization (**E**). (**F**) In vivo inflammatory bowel disease (IBD) model. CD4+CD25- Tconv from wild-type (pink, red) or *Il2*-83 cRE ko (purple, blue) mice were transferred alone (purple, pink) or together with wild-type CD4+CD25+Treg (red, blue) into RAG1-ko mice (N = 5 per group). Animal weight was monitored for 40 days, and the number (in millions) of activated CD4+Tconv in the spleens and mesenteric lymph nodes was measured by flow cytometry (inset). Statistical significance (*p<0.05) was measured by ANOVA or *t*-test.

To test whether the distal –83 kb *Il2* enhancer contributes to physiological immune responses in vivo, we immunized wild-type and *Il2*-83-cRE-ko mice with the model antigen chicken ovalbumin. *Il2*-83-cRE-ko animals showed a nominal increase in the differentiation of CD4+ T cells into CXCR5+PD-1^hi^ follicular helper T cells (Tfh) in the spleen compared to wild-type animals (Figure 7D), a process known to be antagonized by IL-2, and generated significantly elevated levels of ovalbumin-specific IgG antibody following immunization (Figure 7E). To determine whether the 83 kb *Il2* enhancer contributes to auto-inflammatory disease susceptibility in vivo, we used an adoptive transfer model of IBD in which the development of colitis is determined by the balance between conventional and regulatory CD4+ T cell activities (Powrie et al., 1994; Morawski et al., 2013). Upon transfer into lymphocyte-deficient Rag1-ko recipients, wild-type CD4+T cells respond to microbiota in the gut by inducing inflammatory colitis that leads to weight loss (Figure 7F, WT Tconv), while co-transfer of wild-type Treg effectively controls inflammation (Figure 7F, WT Tconv+WT Treg). Transfer of *Il2*-83-cRE-ko Tconv led to significantly less colitis (Figure 7F, *Il2*-83-cRE-ko Tconv) and was associated with a nominal decrease in *Il2*-83-cRE-ko Tconv in the spleen and a significant decrease in the accumulation of *Il2*-83-cRE-ko Tconv in the mesenteric lymph nodes (MLN) that drain the intestines (Figure 7F, inset). Treg require IL-2 from Tconv for their function and homeostasis (Smigiel et al., 2014), and despite their reduced numbers, *Il2*-83-cRE-ko Tconv were able to support the homeostasis and function of co-transferred wild-type Treg (Figure 7F, *Il2*-83-cRE-ko Tconv+WT Treg). The –83 kb ortholog of the human –128 kb *IL2* enhancer contributes to physiological immune responses and inflammatory disease susceptibility in vivo.

### Impact of autoimmune risk-associated genetic variation on CRE activity

The chromatin conformation approach used here employs GWAS variants as ‘signposts’ to identify disease-relevant regulatory elements and connect them to their target genes, but does not per se determine the effect of disease-associated genetic variation on enhancer activity or gene expression. We experimentally measured variant effects at the *IL2* locus, where the –128 enhancer defined above contains two SNPs linked to T1D, JIA, and SLE (rs1512973 and rs12504008). Using a recombinant reporter assay in primary activated CD4+ T cells, we confirmed that disease-associated genetic variation influences intergenic *IL2* enhancer activity at the –128 kb element, in that the risk allele contributes significantly less transcriptional activity than the reference allele (Figure 8A).

**Figure 8.**
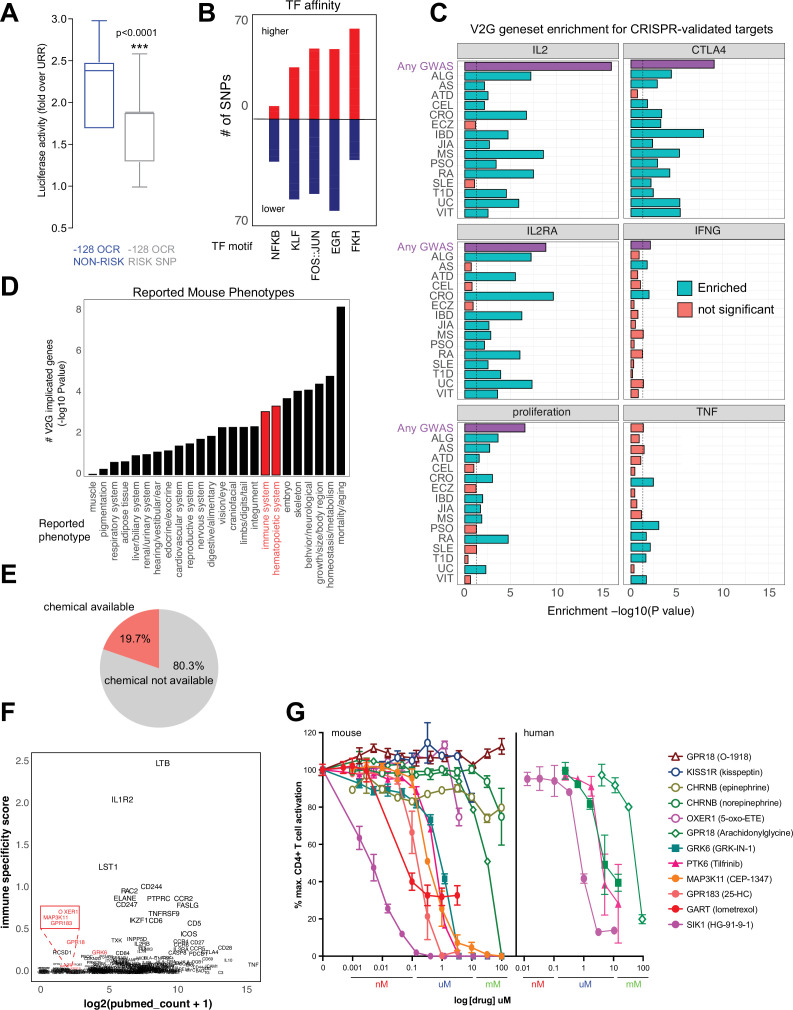
Functional validation of autoimmune variant-to-gene (V2G)-implicated genes. (**A**) Recombinant reporter assay in primary activated CD4+ T cells (N = 7 donors) showing transcriptional activity of the reference vs. risk alleles of the *IL2* –128 *cis*-regulatory elements (cRE) relative to the upstream regulatory region (URR) alone (p<0.0001). (**B**) Prominent transcription factor (TF) motifs predicted to be disrupted (blue) or stabilized (red) by promoter-connected autoimmune SNPs. (**C**) 3D chromatin-based V2G genes are enriched for CRISPR-implicated genes that regulate CD4+ T cell activation. Observed enrichment of genes regulating multiple aspects of CD4+ T cell activation (IL-2, IL-2 receptor, CTLA-4, IFNg, TNFa or proliferation) from CRISPR screens by Freimer, Schmidt, and Shifrut among sets of 3D chromatin-implicated genes among individual diseases (green, FDR < 0.05) or all diseases (purple, FDR < 0.05). (**D**) Enrichment for 3D chromatin-based autoimmune V2G genes among genes with germline knock-out mouse immune (red) and other (black) phenotypes (adjP < 0.05, International Mouse Phenotype Consortium [IMPC] database). (**E**) Autoimmune V2G-implicated genes with at least one pharmacological modulator (rDGIdb). (**F**) Comparison of the number of manuscripts retrieved from PubMed related to autoimmune disease for each V2G gene with pharmaceutical agents available (x-axis) with an immune-specific expression score computed using the sum GTEX median expression values (v8) for whole blood or spleen divided by other tissues (y-axis). Genes highlighted in red were selected for functional validation in (**G**). (**G**) Dose-dependent impact of the indicated pharmacological agents targeting the V2G-implicated genes *KISS1R, CHRNB, OXER1, GPR18, GRK6, PTK6, MAP3K11, GPR183, GART,* and *SIK1* on proliferation of anti-CD3/28 activated murine (left panel) or human (right panel) CD4+ T cells in vitro (N = 4).

**Figure 8—figure supplement 1.**
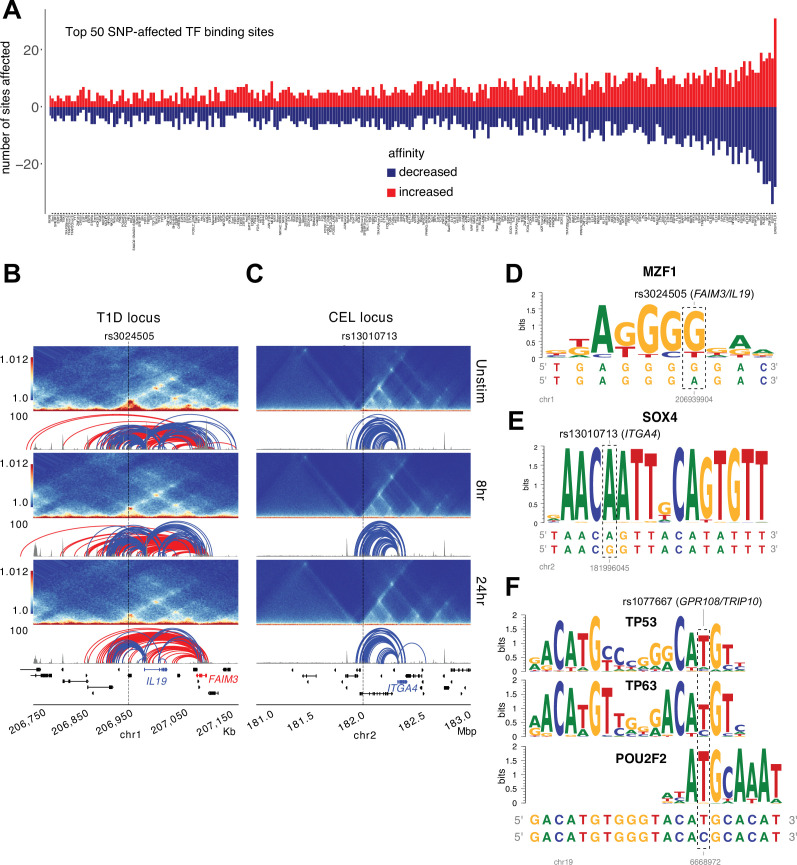
Predicted impact of autoimmune disease-associated genetic variation at variant-to-gene (V2G)-implicated loci. (**A**) Top 50 transcription factor (TF) motifs impacted by autoimmune SNPs (see Supplementary file 15). HiC contact frequency matrix (heatmap), chromatin accessibility (gray), and loop calls (blue-IL19/ITGA4, red-FAIM3) at the T1D-rs3024505 locus (**B**) and the celiac- rs13010713 locus (**C**). Dashed box indicates the SNP affected by allelic variation. Genetic variation at rs3024505 is predicted to disrupt a MZF1 motif (**D**), and variation at rs13010713 is predicted to disrupt a SOX4 binding motif (**E**). (**F**) Variation at MS SNP rs1077667 is predicted to disrupt TP53, TP63, and POU2F2 (OCT2) binding sites.

**Figure 8—figure supplement 2.**
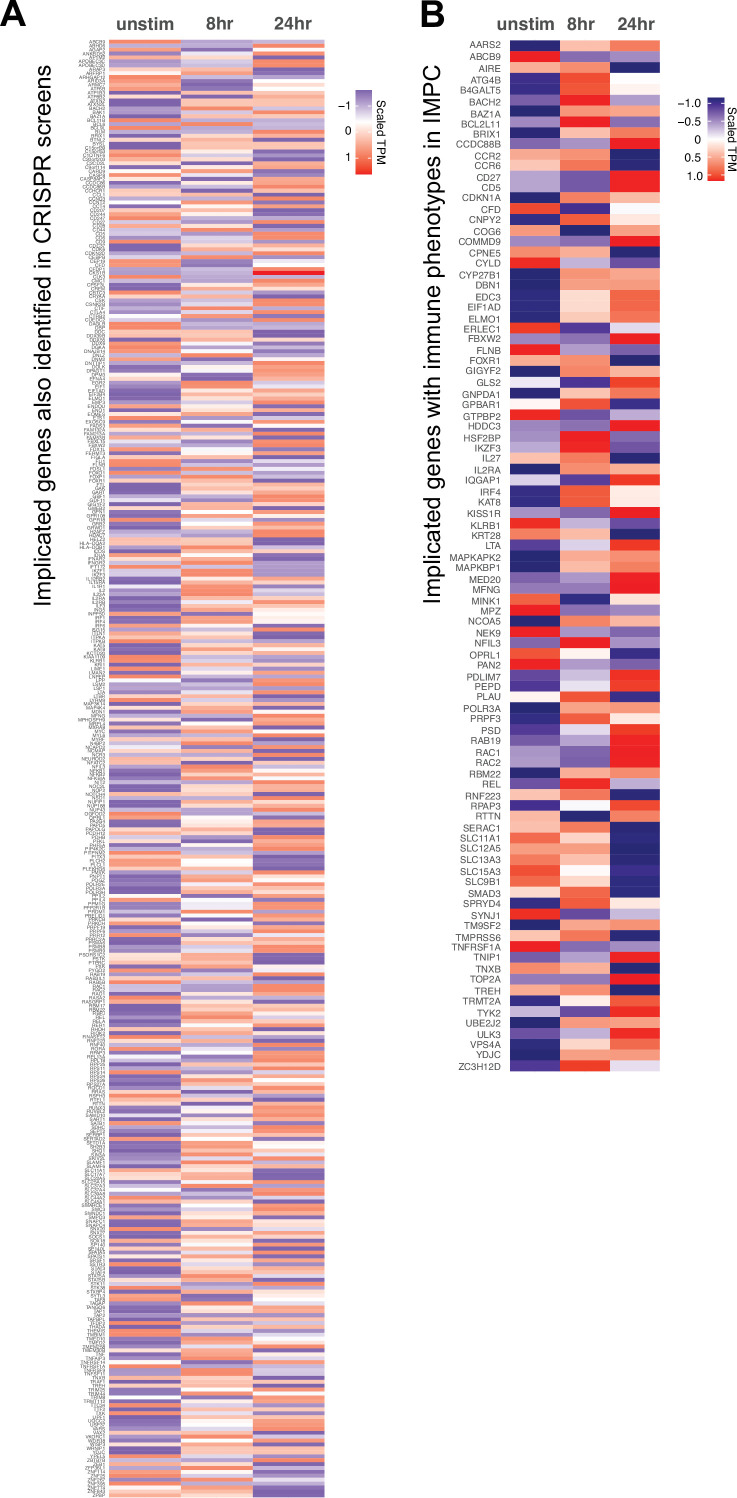
Orthogonal validation of 3D chromatin-based variant-to-gene (V2G) genes. Expression (scaled TPM) of genes implicated by chromatin contacts in (**A**) prior CRISPRi/a screens and (**B**) genes with known immune phenotypes in the international mouse phenotyping consortium. Red = increased, blue = decreased.

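Screens that silence or activate genes in T cells have named regulators of IL2RA, CTLA4 and IFNG, which mark activation, restraint and effector function. Genes that came out of both such a screen and the contact maps were followed here through the course of activation. At 8 hr, 12 of the 21 genes linked to IL2RA in those screens were higher and 1 was lower (12 and 1 when adjusted over the list alone). For CTLA4 it was 9 higher and 3 lower of 24 (9 and 3 over the list alone), and for IFNG 8 higher and 10 lower of 45 (8 and 10). Between 8 hr and 24 hr, none, 2 and 4 genes of these lists were higher and 4, 4 and 5 were lower (none, 2 and 5, and 4, 5 and 6 over each list alone). NFKB2, a subunit of the alternative NF-kB pathway, rose at 8 hr from 22.3 ± 3.88 TPM to 178 ± 33.1 TPM (log2FC 2.94, standard error 0.18, limma adjusted p = 3.04e-07), and lies on chromosome 10 of GRCh37 from 104153867 to 104162281 (ENSG00000077150). TNFAIP3, the enzyme A20 that ends NF-kB signals, rose from 64.8 ± 9.40 TPM to 447 ± 110.2 TPM (log2FC 2.74, adjusted p = 9.25e-07), and IRF1, a factor of Th1 genes, by a log2FC of 2.82. STAT3, which carries IL-6 and IL-21 signals, rose by a log2FC of 1.65, and CTLA4 itself by 1.45. CDK6, a G1 kinase, rose from 7.89 ± 0.346 TPM to 79.0 ± 28.2 TPM (log2FC 3.10, adjusted p = 3.11e-06). BCL11B, which keeps T cell identity, fell from 156 ± 7.88 TPM to 59.8 ± 12.9 TPM (log2FC −1.39, adjusted p = 6.89e-05). FLI1, an ETS factor, had a fall with a log2FC of −1.57. CD247 encodes the zeta chain of the TCR complex, and its fall (log2FC −1.59, adjusted p = 0.00138) was lost without replicate 3 (log2FC −1.26, adjusted p = 0.0810).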

Autoimmune variants are likely to influence disease risk by altering the activity of CRE in T cells. At genome scale, we identified over 1000 cRE likely impacted by autoimmune disease-associated genetic variation, in that they contain autoimmune risk SNPs that are predicted to decrease or increase TF binding affinity. Overall, 1370 autoimmune risk variants in open chromatin were predicted to influence the activity of 495 DNA binding factors (Supplementary file 17), including PLAG1, PRDM1, BACH2, MYC, TBX21, BHLHE40, LEF1, TCF7, BCL6, IRF, p53, STAT (Figure 8—figure supplement 1A), and hundreds of NFkB, EGR, KLF, FKH/FOX, and FOS-JUN sites (Figure 8B). For example, the T1D SNP rs3024505 (p=0.200) connected to the promoters of *IL9* and *FAIM3* (Figure 8—figure supplement 1B) and the celiac SNP rs13010713 (p=0.154) contacting the *ITGA4* promoter (Figure 8—figure supplement 1C) are predicted to disrupt binding sites for *MZF1* (Figure 8—figure supplement 1D) and SOX4 (Figure 8—figure supplement 1E). Similarly, the MS SNP rs1077667 contacting the promoters of *GPR108* and *TRIP10* (Figure 4H) is predicted to reduce affinity for TP53, TP63, and OCT2/POU2F2 (Figure 8—figure supplement 1F).

### Functional validation of chromosome capture-based V2G-implicated effector genes

To determine whether genes identified via their physical interaction with autoimmune variants in CD4+ T cell chromatin contact maps tend to be directly involved in T cell activation and function, we compared the set of autoimmune genes implicated by chromatin contacts in this study to sets of genes identified in CRISPR-based screens that control aspects of CD4+ T cell activation like proliferation and expression of the inflammatory genes *IFNG, CTLA4, IL2, IL2RA,* and *TNF* (Shifrut et al., 2018; Schmidt et al., 2022; Freimer et al., 2022). The set of all V2G-implicated genes was highly enriched for genes shown to regulate IL-2, IL-2 receptor, CTLA-4, and proliferation (Figure 8C, Figure 8—figure supplement 2A, Supplementary file 18). For example, 202 genes shown to regulate IL-2 production and 166 genes shown to regulate proliferation were also implicated in our autoimmune V2G set (Figure 8—figure supplement 2A, Supplementary file 16). Genes implicated by V2G in activated CD4+ T cells were moderately enriched for genes known to control the production of IFN-G, but at the individual disease level, only genes connected to CRO- and ATD-associated variants were enriched for IFNG regulatory genes (Figure 8C, Figure 8—figure supplement 2A). Genes contacting CRO, PSO, RA, SLE, T1D, and VIT variants were moderately enriched for TNF regulatory genes, but the set of all V2G genes was not enriched for TNF genes. We also queried the orthologs of our V2G-implicated genes from the International Mouse Phenotype Consortium (IMPC) database and identified 97 genes that when knocked out give an immune phenotype and 126 V2G genes that result in a hematopoietic phenotype (Figure 8D, Figure 8—figure supplement 2B, Supplementary file 18). This frequency of observed immune/hematopoietic phenotypes represents a significant (adjP < 0.05) ~30% enrichment over expected. This gene set was also enriched for mortality, homeostasis/metabolism, growth/body size, skeleton, and embryonic phenotypes (Figure 8D, Supplementary file 18).

An important application of this V2G approach is the identification of novel regulators of T cell activation and their potential as drug targets as nearly 20% of implicated genes have at least one chemical modulator currently available (Figure 8E, Supplementary file 19). As shown above, this approach validates genes that are well-studied regulators of T cell function; however, a significant portion of implicated genes are not well-studied and are not currently known to regulate T cell activation (Figure 8F). We observed a trend that genes expressed more highly in immune tissues (GTEX) have in general been better investigated and identified several less-studied genes that could be novel targets, including *GRK6, PTK6, SIK1,* and *MAP3K11* encoding kinases, *OXER1, GPR183, GPR18,* and *KISS1R* encoding G-protein-coupled receptors, CHRNB1 encoding an acetylcholine receptor, and *GART* encoding a de novo purine pathway enzyme. To determine whether these V2G-implicated genes are novel regulators of T cell activation, we used commercially available pharmacological modulators in dose–response assays of activation-induced T cell proliferation. Stimulation of T cells in the presence of ligands for CHRNB1, KISS1R and OXER1 did not significantly affect T cell proliferation; however, small molecules targeting GRK6, PTK6, MAP3K11, GPR183, GART, and SIK1 inhibited T cell activation in the nanomolar to micromolar range (Figure 8G). Together, these data show that maps of dynamic, 3D variant-gene chromatin contacts in stimulated CD4+ T cells are able to identify genes with bona fide roles in T cell activation.

## Discussion

By measuring dynamic changes in chromosome folding, chromatin accessibility, and gene expression in naïve CD4+ T cells as a function of TCR-CD28 co-stimulation, we identified the putative *cis*-regulatory landscape of autoimmune disease-associated genetic variation and physically connected these elements to their putative effector genes. This and prior chromosome capture-based studies show that most cRE and their variants interact with, and therefore have the potential to regulate, more than one gene (median 5 in this study), supporting a scenario in which multiple effector genes are operative at a GWAS locus. We validated a stretch of novel distal elements predicted by our V2G approach as bona fide enhancers for the canonical immune gene *IL2* and showed that autoimmune-associated genetic variation at one of these elements influences its activity. We also conducted pharmacological targeting experiments and compared our results with CRISPR-based studies to validate sets of bona fide effector genes with a confluence of multiple orthogonal lines of evidence supporting their role in CD4+ T cell activation.

We also observe that the vast majority (87–95%) of GWAS effector genes predicted by chromosome capture-based approaches are not the genes nearest to the sentinel SNPs queried in this study, while roughly one-third of eGenes predicted by eQTL approaches are the nearest to a sentinel. This and the low concordance between 3D chromatin vs. eQTL eGene predictions is consistent with the view that eQTL-based and GWAS-based approaches inherently implicate different types of genes. While eQTLs cluster strongly near transcription start sites of genes with simple regulatory structures and low enrichment for functional annotations, GWAS variants are generally far from the TSS of genes with complex regulatory landscapes (Mostafavi et al., 2023). Moreover, eGene discovery by eQTL studies using scRNA-seq approaches are significantly limited by the low gene detection power inherent to these methods, particularly in rare cell types.

Our systematic comparison of 3D chromatin-based target gene nomination studies in human CD4+ T cells revealed significant variability between datasets, with the highest concordance exhibited by the Javierre and Burren datasets (37%) and the next highest exhibited by our V2G and the Javierre dataset (24%). Although we harmonized the comparisons as much as possible by subjecting each dataset to the same HiC loop calling and GWAS integration steps, there are several potential sources for the observed discrepancy between the studies. The modes of stimulation are largely comparable, but timepoints and donors varied, and ours was the only study that sorted naïve CD4+ T cells prior to stimulation. The higher concordance among promoter-capture datasets compared to our HiC dataset is likely due to their lower resolution compared to our HiC and their greater sequencing depth focused at promoters compared to HiC. The lower resolution of HindIII-based capture-HiC results in loops called to the wrong promoters (Su et al., 2021b) and will miss distal SNP interactions at any promoters excluded from the capture set. While HiC is unbiased in this regard, high-resolution HiC will fail to call some SNP-promoter loops because the sequencing depth is spread across the whole genome instead of focused at promoters. However, despite variation between studies, the results show the clear value of tissue-matched chromatin conformation maps compared to tissue-averaged HiC for understanding the complex genetic and epigenetic mechanisms that regulate gene expression and for predicting autoimmune effector genes.

Why do the V2G approaches not capture a larger proportion of genes from the human inborn errors in immunity ‘truth set’? Low recall/sensitivity could result from the fact that a substantial portion of the mutations in the full HIEI gene set result in immunodeficiency but not autoimmune phenotypes. However, restricting the HIEI truth set to only those disease gene mutations that result in an autoimmune phenotype (143 genes) only increased recall from 16 to 17.5%, suggesting that this is not a major factor reducing sensitivity. Also, our method uses GWAS signals as an input, and unlike GWAS for height, body mass index, blood traits, etc., most autoimmune GWAS signals are likely not saturated, which limits discoverability. Another reason for reduced sensitivity is the likelihood that many of the genes in the HIEI truth set operate in cells other than CD4+ T cells, and consistent with this, when the Javierre pcHiC V2G is extended to all immune cell types tested, recall increases from 17 to 27%. This observation emphasizes how limited inclusion cell types and states in a study can significantly limit the power to detect autoimmune effector genes. Why are so few of our 3D chromatin-based V2G genes present in the HIEI truth set? Low precision could be due to false positives in the V2G gene set; that is, contacts between disease-associated cRE and genes that are not in fact involved in disease susceptibility. This does not argue per se against the biological relevance of the cRE or the gene, only that the linkage to disease susceptibility is not relevant. Alternatively, the absence of chromatin-GWAS-implicated genes in the truth set could be a false negative from the point of view of the truth set; that is, monogenic, disease-causing mutations in these genes may exist in the human population, but have not yet been discovered. For example, in the year 2000 approximately 100 monogenic mutations causing human inborn errors of immunity were known, but this increased by ~11 disease mutations per year until 300 human inborn errors of immunity had been identified by 2017. The advent of next-generation exome/genome sequencing and the COVID-19 pandemic resulted in an increase in the rate of HIEI discovery between 2018 and 2021 to ~40 per year to the current recognized HIEI of ~450. If we assume a conservative continued rate of HIEI discovery of 25 disease genes per year, the next 10 years will show us an additional ~250 disease genes that are not currently contained in the truth set.

Many of the genes identified in this 3D epigenomic V2G screen have known roles in T cell activation and function. An example is *IL2*, and we used the resulting maps to identify and validate a stretch of previously unknown distal enhancers whose activity is required for *IL2* expression and is influenced by autoimmune genetic variation. Another example is the phosphatase DUSP5 that regulates MAPK signaling during T cell activation (Kovanen et al., 2008; Chuang and Tan, 2019). However, roles for many of the genes implicated here in T cell activation are not known. For example, one of the top implicated genes, PARK7, is a deglycase studied in the context of Parkinson’s disease, but has recently been shown to modulate regulatory T cell function (Danileviciute et al., 2022). The orphan G-protein-coupled receptor GPR108 is another top gene uniquely implicated by our chromatin-based V2G that has not been studied in T cells, but was identified in a recent CRISPR screen for genes affecting IL-2 levels (Freimer et al., 2022). Also co-implicated by our study and recent CRISPR screens are the cannabidiol receptor GPR18 (McHugh et al., 2010) and the purine biosynthetic enzyme GART (Kan et al., 1993). The GPR18 agonist arachidonyl glycine inhibited CD4+ T cell activation above 10 uM, while the GPR18 antagonist O-1918 slightly enhanced T cell activation. This GPR was implicated by both chromatin- and eQTL-based approaches. Antagonism of GART, an enzyme we previous identified as a V2G effector gene in COVID19 severity (Pahl et al., 2022), with the FDA-approved drug lometrexol inhibited T cell activation in the 10 nM range. Antagonism of GRK6, a member of the G-coupled receptor kinase family associated with insulin secretion and T2D susceptibility (Varney et al., 2022), and PTK6, an oncogenic kinase studied in the context of cancer (Gilic and Tyner, 2020), led to the inhibition of T cell activation in the nM to uM range. These targets were implicated by the other chromatin-based approaches but not by eQTL. Inhibition of MAP3K11, a kinase that facilitates signaling through JNK1 and IkappaB kinase in cancer (Slattery et al., 2012; Knackmuss et al., 2016), inhibited stimulation-induced CD4+ T cell proliferation in the 100 nM range, as did 25-hydroxycholesterol, a ligand of the G-protein-coupled receptor GPR183 that was implicated by both chromatin- and eQTL-based approaches. SIK1 is a member of the salt-inducible kinase family uniquely implicated in our study that negatively regulates TORC activity (Darling and Cohen, 2021), and a small-molecule SIK1 inhibitor potently antagonized stimulation-induced CD4+ T cell activation in the pM range.

Our integration of high-resolution Hi-C, ATAC-seq, RNA-seq, and GWAS data in a single immune cell type across multiple activation states identified hundreds of autoimmune variant-gene pairs at approximately half of all GWAS loci studied, and application of this technique to additional immune cell types will likely identify effector genes at many of the remaining loci. This study highlights the value of chromosome conformation data as a powerful biological constraint for focusing V2G mapping efforts (Hammond et al., 2021) and shows that dynamic changes in the spatial conformation of the genome that accompany cell state transitions alter gene expression by exposing promoters to a varying array of CRE, TF, and genetic variants.

## Materials and methods

### T cell isolation and in vitro stimulation

Human primary CD4+ T cells were purified from the apheresis products obtained from healthy, screened human donors through the University of Pennsylvania Human Immunology Core (HIC) under approved IRB protocol 20-017313. Naïve CD4+ T cells were purified using EasySepTM human naïve CD4+ T cell isolation kit II (STEM Cells Technologies, Cat# 17555) by immunomagnetic negative selection as per the manufacturer’s protocol. Isolated untouched, highly purified (93–98%) naïve human CD4 T cells were activated using anti-CD3+anti-CD28 Dynabeads (1:1, Thermo Fisher Scientific, Cat# 11161D) for 8–24 hr. Cells were then used to prepare sequencing libraries. The human leukemic T cell line Jurkat was obtained from ATCC, cloned by limiting dilution, and clones with high activation-induced secretion of IL-2 were selected for further study. Single-cell mouse lymphocyte suspensions were prepared from spleen and lymph nodes isolated from 6-week-old female wild-type or *Il2*-83cRE-ko mice (C57BL6 background) housed in the fully AAALAC-accredited CHOP vivarium under a CHOP IACUC-approved protocol 22-000594. Mouse CD4+ T cells were purified by negative selection using a CD4+ T cell isolation kit (Miltenyi Biotec, Cat# 130-104-454). For CD8 depletion, CD8+ T cells were positively stained using CD8a (Ly-2) microbeads (Miltenyi Biotec, Cat# 130-117-044) and the negative flow-through fraction was collected. Tregs were purified from the mouse lymphocytes using a CD4+CD25+regulatory T cell isolation kit (Miltenyi Biotec, Cat#130-091-041). The purity of the isolated cells was checked by flow cytometry, showing approximately 95% cell purity. For iTreg induction, CD4+CD25 T cells (1 × 10^6^) were activated in a 24-well plate pre-coated with anti-CD3 (1 µg/mL) and the cells were cultured for 72 hr in RPMI culture medium with soluble anti-CD3 (0.5 µg/mL), IL-2 (25 units/mL), TGF-β (3 ng/mL), anti-IFN-γ (5 µg/mL), and anti-IL-4 (5 µg/mL). iTreg induction cultures were also set up without adding IL-2. iTreg cultures were harvested after 72 hr, and cells were stained for Foxp3 expression.

### *Il2*-83-cRE ko mice

The CRISPR/CAS method was employed to delete the intergenic –83 CNS sequence between *Il2* and *Il21*. CRISPR guide RNAs were designed (two guide RNAs upstream of –83CNS) and one guide RNA (downstream of –83CNS) using guide RNA design tools (http://crispr.mit.edu.guides). The pX335 plasmid (Addgene #42335) was used to generate a DNA template for sgRNA in vitro transcription. To in vitro transcribe the sgRNA, a T7 sequence was incorporated at the 5' end of the guide RNA sequence, and a part of the sgRNA scaffold sequence from px335 was added at the 3' end of the guide RNA. Oligonucleotide sequences containing the guide RNA (underlined), along with these added sequences, were synthesized by IDT. The oligonucleotide sequences were as follows:

T7_guideRNA#1_scaffold#1: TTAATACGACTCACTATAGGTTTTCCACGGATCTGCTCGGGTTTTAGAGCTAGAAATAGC
T7_guideRNA#1_scaffold#2: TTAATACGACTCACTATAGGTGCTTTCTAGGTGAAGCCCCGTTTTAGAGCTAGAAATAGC
T7_guideRNA#1_scaffold#3: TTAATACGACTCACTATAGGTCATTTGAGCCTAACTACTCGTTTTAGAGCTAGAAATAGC

Along with the above-cited sequences, a reverse primer sequence (AGCACCGACTCGGTGCCACT) from PX335 was used to amplify a PCR-generated template for sgRNA in vitro transcription. The PCR product (~117 bp) was verified on a 2% agarose gel and then gel-purified using the QIAQuick gel extraction kit. The T7 sgRNA PCR product (500 ng) was used as a template for in vitro transcription with the T7 High Yield RNA synthesis kit (NEB, Cat# E2040S). The reaction was incubated at 37°C for 4 hr, and then the sgRNA was purified using the MEGAclear kit (Life Technologies, Cat# AM1908) according to the kit protocol. The sgRNA was eluted with elution buffer preheated to 95°C. The eluted sgRNA was centrifuged at 13,000 rpm for 20 min at 4°C, and the suspension was transferred into a new RNase-free tube. The sgRNA quality was checked by a bioanalyzer using an RNA nano Chip. The sgRNA was diluted to 500 ng/μL in injection buffer (sterile 10 mM Tris/0.1 mM EDTA, pH 7.5) and stored in a –80°C freezer until use. An injection mixture (final volume 30 μL) was prepared in injection buffer by mixing 500 ng/μL of each of the sgRNAs (left and right) with Cas9 mRNA (1 μg/μL, TriLink, Cat# L-6125). Fertilized eggs collected from B6/129 mice were microinjected at the CHOP transgenic core and transferred into pseudo-pregnant B6 females. The pups were genotyped using primers flanking the targeted sequence (forward primer: TTAGGACCTCACCCATCACAA and reverse primer: CATGCCCAGCTACTCTGACAT). The PCR product was cloned into the Promega PGEM T Easy TA cloning vector, and plasmid DNA was Sanger sequenced to determine the size of the deletion. The targeting resulted in mice with a 500 bp and 583 bp deletion at the targeted –83 CNS site and these mutant mice showed same phenotype. The *Il2*-83-cRE mutant heterozygous male mice were backcrossed with B6 females for 10 successive generations.

### ELISA

Cell culture supernatants collected at various time intervals from in vitro stimulated T cells of mice or humans were analyzed for IL-2 by ELISA using kits purchased from Thermo Fisher Scientific (mouse IL-2 ELISA kit: Cat# 88-7024-88) and (human IL-2 ELISA kit, Cat# 88-7025-76). IL-2 ELISA was performed following the protocol provided by the vendor.

### In vivo ovalbumin immunization

Eight-week-old female WT and Il2-CNS-83 KO mice were injected intraperitoneally with 50 µg of ovalbumin (Sigma, Cat# A5503-5G) mixed with IFA (Sigma, Cat# F5506). Blood was collected from the immunized mice after 10 days, and serum was separated. The level of ovalbumin-specific IgG in the serum was determined by ELISA using an ovalbumin-specific IgG ELISA kit purchased from MyBiosource (Cat# MBS763696). The immunized mice were sacrificed on day 10 of immunization, and spleen and lymph nodes were collected. Splenocytes and lymph node cells were stained with CD4 BV785, CD25 BV650, CD44 Percp Cy5.5, CD62L APC eFL780, CXCR5 BV421, PD-1 APC, Bcl-6 PE antibodies. TFH frequency was determined by flow cytometry analysis.

### In vivo inflammatory colitis model

Conventional CD4+CD25-ve T cells and CD4+CD25+Tregs were purified from spleens and lymph nodes of male wild-type or Il2-CNS-83 ko mice (6–8 weeks of age). T cells were transferred into Rag1-ko male mice (five per group) by retro-orbital injection of 1 million wild-type or Il2-CNS-83 ko Tconv cells alone or along with (0.25 × 10^6^) wild-type Tregs. Experimental Rag1-ko recipients were weighed three times per week and scored for IBD-induced clinical symptoms. Mice were sacrificed 72 days post-transfer, and spleen, MLN, and colon were collected. Single-cell suspensions were prepared, cells were stained for CD4, CD8, CD25, CD44, and Foxp3, and analyzed by flow cytometry. The absolute T cell count was estimated using cell count and cell frequency derived from the flow cytometry analysis.

### RNA-seq library generation and sequencing

RNA was isolated from ~1 million of each cell stage using Trizol Reagent (Invitrogen), purified using the Directzol RNA Miniprep Kit (Zymo Research), and depleted of contaminating genomic DNA using DNAse I. Purified RNA was checked for quality on a Bioanlayzer 2100 using the Nano RNA Chip and samples with RIN >7 were used for RNA-seq library preparation. RNA samples were depleted of rRNA using QIAseq Fastselect RNA removal kit (QIAGEN). Samples were then processed for the preparation of libraries using the SMARTer Stranded Total RNA Sample Prep Kit (Takara Bio, USA) according to the manufacturer’s instructions. Briefly, the purified first-strand cDNA is amplified into RNA-seq libraries using SeqAmp DNA Polymerase and the Forward and the Reverse PCR Primers from the Illumina Indexing Primer Set HT for Illumina. Quality and quantity of the libraries was assessed using the Agilent 2100 Bioanalyzer system and Qubit fluorometer (Life Technologies). Sequencing was performed on the NovaSeq 6000 platform at the CHOP Center for Spatial and Functional Genomics.

### ATAC-seq library generation and sequencing

A total of 50,000–100,000 sorted cells were centrifuged at 550 × *g* for 5 min at 4°C. The cell pellet was washed with cold phosphate buffered saline (PBS) and resuspended in 50 μL cold lysis buffer (10 mM Tris–HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40/IGEPAL CA-630) and immediately centrifuged at 550 × *g* for 10 min at 4°C. Nuclei were resuspended in the Nextera transposition reaction mix (25 μL 2× TD Buffer, 2.5 μL Nextera Tn5 transposase (Illumina Cat# FC-121-1030), and 22.5  μL nuclease free H_2_O) on ice, then incubated for 45 min at 37 °C. The tagmented DNA was then purified using the QIAGEN MinElute kit eluted with 10.5 μL Elution Buffer (EB). 10 μL of purified tagmented DNA was PCR amplified using Nextera primers for 12 cycles to generate each library. PCR reaction was subsequently cleaned up using 1.5× AMPureXP beads (Agencourt), and concentrations were measured by Qubit. Libraries were paired-end sequenced on the Illumina HiSeq 4000 platform (100 bp read length).

### Hi-C library preparation

Hi-C library preparation on FACS-sorted CD4+ T cells was performed using the Arima-HiC kit (Arima Genomics Inc), according to the manufacturer’s protocols. Briefly, cells were crosslinked using formaldehyde. Crosslinked cells were then subject to the Arima-HiC protocol, which utilizes multiple restriction enzymes to digest chromatin. Arima-HiC sequencing libraries were prepared by first shearing purified proximally ligated DNA and then size-selecting 200–600 bp DNA fragments using AmpureXP beads (Beckman Coulter). The size-selected fragments were then enriched using Enrichment Beads (provided in the Arima-HiC kit), and then converted into Illumina-compatible sequencing libraries with the Swift Accel-NGS 2SPlus DNA Library Kit (Swift, 21024) and Swift 2S Indexing Kit (Swift, 26148). The purified, PCR-amplified DNA underwent standard QC (qPCR, Bioanalyzer, and KAPA Library Quantification [Roche, KK4824]) and was sequenced with unique single indexes on the Illumina NovaSeq 6000 Sequencing System using 200 bp reads.

### ATAC-seq data analysis

ATAC-seq peaks from libraries unstimulated and stimulated naïve CD4+ T cells were called using the ENCODE ATAC-seq pipeline (https://www.encodeproject.org/atac-seq/). Briefly, pair-end reads from three biological replicates for each cell type were aligned to hg19 genome using bowtie2 (Langmead and Salzberg, 2012), and duplicate reads were removed from the alignment. Narrow peaks were called independently for each replicate using macs2 (Zhang et al., 2008) (-p 0.01 --nomodel --shift –75 --extsize 150 -B --SPMR --keep-dup all --call-summits) and ENCODE blacklist regions (ENCSR636HFF) were removed from peaks in individual replicates. Reproducible peaks, peaks called in at least two replicates, were used to generate a consensus peakset. Signal peaks were normalized using csaw Lun and Smyth, 2016 in 10 kb bins background regions and low abundance peaks (counts per million [CPM] > 1) were excluded from the analysis. Tests for differential accessibility were conducted with the glmQLFit approach implemented in edgeR Robinson et al., 2010 using the normalization factors calculated by csaw. OCR with FDR < 0.05 and abs(log_2_FC >1) between stages were considered differentially accessible.

### Hi-C data analysis

Paired-end reads from two replicates were preprocessed using the HICUP pipeline v0.7.4 (Wingett et al., 2015), with bowtie as aligner and hg19 as the reference genome. The alignment.bam file were parsed to .pairs format using pairtools v0.3.0 (Abdennur et al., 2023) and pairix v0.3.7 (Lee et al., 2022), and eventually converted to pre-binned Hi-C matrix in .cool format by cooler v0.8.10 (Abdennur and Mirny, 2020) with multiple resolutions (500 bp, 1 kbp, 2 kbp, 2.5 kbp, 4 kbp, 5 kbp, 10 kbp, 25 kbp, 40 kbp, 50 kbp, 100 kbp, 250 kbp, 500 kbp, 1 Mbp, and 2.5 Mbp) and normalized with ICE method (Imakaev et al., 2012). Replicate similarity was determined using HiCRep v1.12.2 (Abdennur and Mirny, 2020) at 10K resolution. For each sample, eigenvectors were determined from an ICE balanced Hi-C matrix with 40 kb resolution using cooltools v0.3.2 (Nora et al., 2020) and first principal components were used to determine A/B compartments with GC% of genome region as reference track to determine the sign. Differential TAD comparison was performed using TADcompare with the default settings for each chromosome (v1.4.0) (Cresswell and Dozmorov, 2020). Finally, for each cell type, significant intra-chromosomal interaction loops were determined under multiple resolutions (1 kb, 2 kb, and 4 kb) using the Hi-C loop caller Fit-Hi-C2 v2.0.7 (Kaul et al., 2020) (FDR < 1e-6) on merged replicates matrix. The consensus chromatin loops within resolution were identified by combining all three stages. These sets of loops were used as consensus for quantitative differential analysis explained below. The final consensus interaction loops for visualization were collected by merging loops from all the resolutions with preference to keep the highest resolution. Quantitative loop differential analysis across cell types was performed on fast lasso normalized interaction frequency (IF) implemented in multiCompareHiC v1.8.0 (Stansfield et al., 2018) for each chromosome at resolution 1 kb, 2 kb, and 4 kb independently. The contacts with zero IF among more than 80% of the samples and average IF less than 5 were excluded from differential analysis. The QLF test based on a generalized linear model was performed in cell type-pairwise comparisons, and p-values were corrected with FDR. The final differential loops were identified by overlapping differential IF contacts with consensus interaction loops.

### Bulk RNA-seq data analysis

Bulk RNA-seq libraries were sequenced on an Illumina Novaseq 6000 instrument. The pair-end fastq files were mapped to the genome assembly hg19 by STAR (v2.6.0c) independently for each replicate. The GencodeV19 annotation was used for gene feature annotation and the raw read count for gene feature was calculated by htseq-count (v0.6.1) (Anders et al., 2014) with parameter settings -f bam -r pos -s yes -t exon -m union. The gene features localized on chrM or annotated as rRNAs, small coding RNA, or pseudo genes were removed from the final sample-by-gene read count matrix. Gene set variation analysis was performed using GSVA 1.42.0 (Hänzelmann et al., 2013) with the MSigDB hallmark geneset (Liberzon et al., 2015), with resulting scores analyzed using limma (limma_3.50.3) (Ritchie et al., 2015). Low abundance peaks (CPM > 1) were excluded from the analysis. Testing for differential expression was conducted with the glmQLFit approach implemented in edgeR (Robinson et al., 2010). Genes with FDR < 0.05 and abs(log_2_FC >1) between stages were considered differentially expressed. Differential genes were then clustered using k-means clustering. The number of clusters was determined using the elbow method on the weighted sum of squares, where was set to k = 5. Score for how similar each gene followed the clusters expression pattern was determined by calculating Pearson’s correlation coefficients between each gene in the cluster and the cluster centroid.

### Transcription factor footprinting and motif analysis

TF footprints were called using Regulatory Analysis Toolbox HINT-ATAC (v0.13.0) with pooled ATAC-seq data for each stage and consensus peak calls (Li et al., 2019). The rgt-hint footprinting was run with parameters –atac-seq, --paired-end, and organism =hg19 set. The output footprint coordinates were subsequently matched using rgt-motifanalysis matching with parameters --organism hg19 and –pseudocount 0.8 set. The JASPAR2020 position weight matrix database was used to match footprints (Fornes et al., 2020). Differential analysis of TF binding across conditions was performed using rgt-hint differential with parameters –organism hg19, --bc, --nc 24 using the motif matched TF footprints. An activity score is then calculated based on the accessibility surrounding the footprint.

### Partitioned heritability LD score regression enrichment analysis

Partitioned heritability LD score regression (Finucane et al., 2015; v1.0.0) was used to identify heritability enrichment with GWAS summary statistics and OCR annotated to genes. The baseline analysis was performed using LDSCORE data (https://data.broadinstitute.org/alkesgroup/LDSCORE) with LD scores, regression weights, and allele frequencies from the 1000G phase 1 data. The summary statistics were obtained from studies as described in Supplementary file 14 and harmonized with the munge_sumstats.py script. Annotations for partitioned LD score regression were generated using the coordinates of OCR that contact gene promoters through Hi-C loops for each cell type. Finally, partitioned LD scores were compared to baseline LD scores to measure enrichment fold change and enrichment p-values, which were adjusted with FDR across all comparisons.

### V2G mapping using HiC-derived promoter contacts

95% credible sets were determined as previously described (Su et al., 2021a). Briefly, p-values from GWAS summary statistics were converted to Bayes factors. Posterior probabilities were then calculated for each variant. The variants were ordered from highest to lowest posterior probabilities added to the credible set until the cumulative sum of posterior probabilities reached 95%. Variants in the 95% credible set were then intersected with the CD4+ T cell promoter interacting region OCR from the three timepoints using the R package GenomicRanges (v1.46.1) (Lawrence et al., 2013).

### Genomic reference and visualizations

All analyses were performed using the hg19 reference genome using gencodeV19 as the gene reference. Genomic tracks were visualized with pyGenomeTracks v3.5 (Lopez-Delisle et al., 2021). HiC matrices depict the log1p(balanced count) from the cooler count matrix. ATAC-seq tracks were generated from bigwig files that were normalized using deeptools (Ramírez et al., 2014).

### ABC model predictions

We used the ABC model (PMID: 31784727) using the our T cell ATAC-seq data (unstimulated or 24 hr stimulated) generated from naive CD4+ T cells merged across replicates. For H3K27ac, we retrieved paired fastq files from H3K27ac MINT-ChIP data from ENCODE for resting (unstimulated) and activated (36 hr stimulated) CD4 T cells derived from thymus. The deduplicated bam files were used as signal files for the ABC model, and the consensus peak set was used as the input set of enhancers. The accession numbers for unstimulated cells are ENCFF732NOS, ENCFF658TLX, ENCFF605OGN, ENCFF012XYW, ENCFF407QZP, ENCFF556QWM, ENCFF888IHV, ENCFF260FUF, ENCFF550EVW, ENCFF747HGZ, ENCFF067XWQ, ENCFF939YBH, ENCFF749LGW, ENCFF788LWV, ENCFF610FRB, ENCFF538GQX, ENCFF355PCA, ENCFF040OMT, ENCFF878SHZ, ENCFF210WNQ, ENCFF849ZJH, ENCFF925ARM, ENCFF112YNU, ENCFF808JFV, ENCFF448KHE, ENCFF591BFV, ENCFF366UTF, and ENCFF172EWR. The accession numbers for stimulated cells are ENCFF442DFF, ENCFF870ZYC, ENCFF189UPS, ENCFF725KSA, ENCFF618YAV, ENCFF765AJK, ENCFF854QUS, ENCFF180TKV, ENCFF761RCK, ENCFF449EAE, ENCFF915VPK, ENCFF575XFH, ENCFF227AGX, ENCFF810XFH, ENCFF367OMH, ENCFF114BBZ, ENCFF855XPP, ENCFF132AKN, ENCFF663MHJ, ENCFF244TPB, ENCFF230RIJ, ENCFF648FPC, ENCFF797CIK, ENCFF096JPW, ENCFF704KMT, ENCFF385POD, ENCFF395RIG, ENCFF043RRJ, ENCFF027RNR, ENCFF333RGD, ENCFF048PMV, ENCFF887XSA, ENCFF188CNA, ENCFF614IZY, ENCFF984TTZ, ENCFF977RDC, ENCFF393EWO, ENCFF781VQT, ENCFF638UCZ, ENCFF873QZH, ENCFF553JPM, ENCFF589HRL, ENCFF721ZCN, ENCFF496HYV, ENCFF455WBD, ENCFF679UTJ, ENCFF200MYN, and ENCFF459ARH.

The retrieved files were trimmed/preprocessed using fastp with the default settings. Following this, matched R1 and R2 files were concatenated to a single R1/R2 file pair. The reads were aligned to hg19 and duplicates were removed as described for the ATAC-seq data analysis. The deduplicated bam files were used as input to the ABC model. We ran the ABC model with the default settings for hg19 and provided reference files for the blacklist, promoter annotation, chromosome sizes reference, and set of ubiquitously expressed genes. The HiC data used was the KR normalized averaged HiC dataset that was derived from a set of cell lines (GM12878, NHEK, HMEC, RPE1, THP1, IMR90, HU- VEC, HCT116, K562, KBM7; average_hic.v2.191020.tar.gz) at 5 kb resolution, then scaled by powerlaw distribution as described in the original manuscript. The default threshold of 0.2 was used to link enhancers to genes. The resulting elements were intersected with the credible set list used in this study for precision-recall analyses.

### Precision-recall analyses against HIEI genes

To benchmark our autoimmune effector gene predictions against prior eQTL and chromatin capture studies, we curated a list of 449 expert curated genes from Human Errors in Inborn Immunity 2022, where mutations have been reported to cause immune phenotypes in humans (Tangye et al., 2022). Most of these genes were identified through rare loss-of-function mutations in the coding region. In addition to this, we also took a subset of 145 genes reported to specifically result in autoimmune phenotypes. These two sets of genes were treated as ‘gold standard’ sets of genes to compare different approaches to predict GWAS effector genes. We curated the results of several other chromatin conformation or eQTL-based methods of assigning variants to genes to compare with our study. For the chromatin confirmation studies, we obtained loop calls from the associated publications and intersected with the list variants in the 95% credible set from 15 GWAS used to predict effector genes using GenomicRanges (v1.46.1) (Lawrence et al., 2013). For eQTL studies, we obtained the summary stats files and identified eGenes linked to any member of the credible set reported as an eQTL in the transcriptome-wide association analysis (TWAS; p-value<1e-4). Precision was calculated as the ratio of the number predicted genes in the truth set to the total number of predicted genes, while recall was calculated as the ratio of the number predicted genes in the truth set to the total number of genes in truth set.

### Co-localized eQTL comparisons

In addition to comparisons with the eGenes identified by TWAS in the Soskic et al., 2022 study, we also compared overlap of gene nominations in our study with the eQTLs that co-localized with an autoimmune GWAS. Enrichment of sentinel-gene assignments was conducted similarly as described previously (Su et al., 2020). Briefly, a null distribution was constructed by randomly selecting genes within 1 Mb of the sentinel compared to the set of co-localized *cis*-eQTL Soskic et al., 2022 found in through 10,000 iterations. The observed overlap reports the set of gene identified by both our HiC-based approach with the set of co-localized eQTLs. We report the empirical p-value of the observed value relative to null distribution.

### International mouse phenotyping consortium comparisons

The set of HiC implicated genes were compared to the mouse international phenotyping consortium set of genes with reported phenotypes (Muñoz-Fuentes et al., 2018). We converted the list of V2G implicated genes to mouse homologs using homologene. We tested for enrichment for each phenotype using a one-sided proportion test implicated in R prop.test with type set to ‘upper’.

### Identification of pharmacological agents

We queried the Drug-Gene Interaction Database with the set of V2G implicated genes for chemicals using rDGIdb (v1.20.0) (Wagner et al., 2016). To identify the number of papers for each gene with at least one drug annotated to target it, we queried PubMed titles and abstracts using the R package RISmed (v2.3.0) with each gene’s name and either ‘autoimmune’ and the list of autoimmune diseases (Supplementary file 17). A score to approximate expression specificity was computed using the sum GTEX median expression values (v8) for whole blood or spleen divided by other tissues (GTEx Consortium, 2015).

### Lentiviral-based CRISPR/CAS9 targeting in Jurkat cells

LentiCRISPRv2-mCherry vectors encoding gRNA-CAS9 and the fluorescent reporter mCherry were used for Jurkat targeting. CRISPR guide RNAs (sgRNA) targeting human IL-2-21 intergenic -46, -51, -80, -83, -85, -122, -128 CNS regions were designed using http://crispr.tefor.net and cloned into lentiCRISPRv2-mCherry. Empty vector without gRNA insert was used as a control. Below is the list of CRISPR gRNA for causing deletion of human IL2-21 intergenic regions:

**Table:** 

CNS region	CRISPR gRNA	
–46 CNS	gRNA #1	AGGATGCCTACCTCCAAATG
	gRNA # 2	AGGTGACAACATTTAGTCAG
–51 CNS	gRNA #1	GGCAACGAAATTCACTGTGA
	gRNA # 2	ATTCTAACAGGAATCATTCG
–80 CNS	gRNA # 1	GTTCTACCTATGCCGCATTG
	gRNA # 2	GAGATTTACTCAGTCCAATG
–83 CNS	gRNA # 1	GTGACAAGCATGACTCTACA
	gRNA # 2	GTGATGGTGAATTAAGCTGA
–85 CNS	gRNA #1	AGGGTTTTCTAGTTACGAGA
	gRNA # 2	ATGGTTAGTTAGCTCCCAAG
–96 CNS	gRNA#1	TGGGAAAAACATCTTACCTG
	gRNA # 2	TGGCCCATGAACCATCAAAG
–122 CNS	gRNA# 1	GTTATTAATCTAAGCGGAGA
	gRNA# 2	GGAAGTTAGGCAGTCAATCG
–128 CNS	gRNA#1	CTTCAATCATTGCATTCCAC
	gRNA# 2	TGACACCACCCCTGCTTGAG

HEK 293T cells were grown in RPMI1640 complete medium (RPMI1640 + 1× P/S, 1× L-Glu, 10% FBS[fetal bovine serum]), 37°C, 7% CO_2_. 293T cells were transfected with 10 ug of lenti-CRISPR-V2-CRE construct along with packaging plasmid 6 ug of PsPAX2 (Addgene, Cat# 12260) and 3.5 ug of PmD2.G (Addgene, Cat# 12259) using Lipofectamine 2000 transfection reagent (Invitrogen Cat# 11668019). After 6 hr, the transfection medium was replaced with complete culture medium. Transfected cells were incubated at 37°C for 48–72 hr in a cell culture incubator. and then the Lentiviral supernatants were harvested and spun at 300 × *g* for 5 min to remove cellular debris. Lentiviral supernatants were concentrated using Lenti-X Concentrator (Takara Bio, Cat# 631232) and then centrifuged at 1500 × *g* for 30 min at 4°C and supernatant was discarded. The lentiviral pellet was resuspended at a ratio of 1:20 of the original volume using RPMI media, and concentrated virus supernatant aliquots were prepared and stored until use at –80°C. To achieve high transduction efficiency, the viral supernatant was titrated in Jurkat cells through transduction using various dilutions of the viral supernatants and transduction efficiency was determined by mCherry expression analyzed through flow cytometry. Jurkat cells were seeded in a 24-well plate at 0.5 × 10^6^/well in culture media, and viral supernatant with 8 ug/mL of polybrene was added to each well. Spinfection was performed for 90 min at 2500 rpm, and transduced cells were equilibrated at 37°C for ~6 hr, followed by incubation at 37°C 5% CO_2_ for ~72 hr culture. Transduced Jurkat cells were then harvested and stimulated using PMA (15 ng/mL) + ionomycin (1 uM) + human anti-CD28 (2 ug/mL), BioXcell Cat# BE0248 in 96-well culture plates (TPP, Cat# 92097) in triplicates. Cell culture supernatants were collected at the end of culture and analyzed for IL-2 by ELISA using a kit (Cat# 88-7025-76) purchased from Thermo Fisher Scientific.

### gRNA-CAS9 RNP-based targeting in primary human CD4+ T cells

Primary human CD4 T cells derived from five normal healthy donors were obtained from Human Immunology core (University of Pennsylvania). Alt-R S.p. HiFi Cas9 Nuclease V3 Cat# 1081061 CAS9 and following list of Alt-R CRISPR-Cas9 sgRNA targeting IL-2–21 CRE were purchased from Integrated DNA Technologies, USA.

**Table:** 

Name	20 nt gRNA seq
46CNS-1	GACGTATATAGTCATCTGAT
46CNS-2	TCTGTGGAGCTGCTGCGTTA
46CNS-3	AGGATGCCTACCTCCAAATG
51CNS-1	ATTCTAACAGGAATCATTCG
51CNS-2	GAGTAAAAAGACGTGTTACC
51CNS-3	GGCAACGAAATTCACTGTGA
80CNS-1	AATGCGGCATAGGTAGAACT
80CNS-2	GAGATTTACTCAGTCCAATG
80CNS-3	TGGTTGTCACAGTAACTAGG
83CNS-1	GTGACAAGCATGACTCTACA
83CNS-2	GTGATGGTGAATTAAGCTGA
83CNS-3	TGGGCTCTGACTCACTTAGA
85CNS-1	GCTAACATTGACTTCTCTAC
85CNS-2	AATCTATGCAAGGGGTGAAT
85CNS-3	GCATCATGATGAAGCTTATC
122CNS-1	GTTATTAATCTAAGCGGAGA
122CNS-2	GGAAGTTAGGCAGTCAATCG
122CNS-3	CACTTTGTGCTCGGATGCTC
128CNS-1	CTTCAATCATTGCATTCCAC
128CNS-2	TCAAGCAGGGGTGGTGTCAA
128CNS-3	TGGTGATTCATCTTTAGCAT
IL-2URR-1	TCCATTCAGTCAGTCTTTGG
IL-2URR-2	TAGTGTCCCAGGTGATTTAG
IL-2URR-3	TAGAGCTATCACCTAAGTGT
B2m-1	GAGTAGCGCGAGCACAGCTA
B2m-2	CACGCGTTTAATATAAGTGG

Primary human CD4 T (5-10e6) were incubated with sgRNA and CAS9 protein complex, and electroporation was done using P3 Primary Cell 4D-Nucleofector X Kit L (Lonza, Cat# V4XP-3024) and Lonza 4D nucleofector system. B2M gene was CRISPR targeted as a positive control. As per the manufacturer’s protocol, cells were electroporated pulse code Fl-115 in 100 uL cuvette format. After nucleofection, cells were allowed to rest in the complete media for ~2 days. Cells were then harvested, washed with PBS, and aliquots of cells were used for further experimentation such as flow staining and cell activation. Primary human CD4 T cells (0.1e6/well) were seeded in triplicates (for each experimental condition) in 96-well plate format in RPMI complete medium and stimulated using ImmunoCult Human CD3/CD28 T Cell Activator (STEM Cells Technologies, Cat# 10971). Cell culture supernatants were collected at 4 hr of stimulation and stored at –80°C until assayed. IL-2 ELISA was performed using Thermo Fisher Scientific IL-2 Human Uncoated ELISA Kit with Plates, Cat# 88-7025-76.

### Recombinant reporter assays

The *IL2* URR was cloned into XhoI and HindIII sites of PGL4 Luc vector (Promega) and then ~500 bp individual sequence representing *IL2-IL21* intergenic CNS at −46,–51, −80,–83, −85, –128 were cloned upstream to IL-2 URR at the XhoI site of the pGL4 vector. Primary human CD4 T cells obtained from five normal healthy donors were transfected with PGL4-cRE-URR constructs. Briefly, primary human CD4 T cells were activated with anti-CD3+anti-CD28 Dynabeads (1:1) (Thermo Fisher scientific, Cat# 11161D)+IL-2 overnight, and then 1 million aliquots of cells (triplicates) were electroporated using Nucleofector 2b, human T cell Nuclefactor kit (Lonza VPA# 1002, program# T-020) with 2 ug of PGL4 firefly vector constructs along with 0.2 ug of PGL4 Renilla vector; cells were allowed to rest overnight in RPMI+IL-2 and then re-stimulated with plate-bound anti-CD3+anti-CD28 (2 ug/mL each) for 5 hr. Dual luciferase assay was performed with cell lysate prepared using Promega dual luciferase assay kit. Cell lysate was prepared in PLB as per the manufacturer’s protocols, and then firefly and renilla luciferase activities were analyzed using spectramax ID5 (Molecular Devices). Firefly luciferase activity was normalized against the internal control renilla luciferase activity.

### Pharmacological validation of novel T cell activation regulatory genes

The drugs lometrexol (GART antagonist), 25-hydroxycholesterol (GPR183 ligand), epinephrine and norepinephrine (CHRNB agonists), and arachidonoyl glycine (GPR18 agonist) were purchased from Sigma. The GPR18 antagonist O-1918 was purchased from ChemCruz. CEP1347 (MAP3K11 antagonist), kisspeptin 234 (KISSIR ligand) and the PTK6 antagonist tilfrinib were purchased from Tocris. The GRK6 antagonist GRK-IN-1 was purchased from DC Chemicals. The SIK1 antagonist HG-91-9-1 was purchased from Selleckchem. The OXER1 agonist 5-Oxo-ete was purchased from Cayman Chemicals. The drugs were dissolved in DMSO or ethanol as suggested by the vendor, and working stocking concentrations were prepared in RPMI1640 medium or PBS. The drug effect on T cell proliferation was assayed using murine lymphocytes cultured under TCR and CD28 activation conditions. Spleen and lymph nodes were collected from 6- to 8-week-old female C57BL/7 mice, and single-cell lymphocyte cell suspensions were prepared in RPMI 1640 complete medium. 20 million lymphocytes were labeled with CFSE and re-suspended in RPMI 1640 medium. Cells (0.5 million labeled cells/well) were loaded into 48-well culture plate and activated with mouse anti-CD3 and anti-CD28 agonistic antibodies (1 μg mL each). Drugs at the indicated concentrations were added in the culture medium, and both untreated and drug treated cell cultures were incubated at 37°C for 72 hr in a cell culture incubator. Cells were harvested after 3 days of culture, washed with PBS, and then stained with live-dead aqua dye. After washing with FACS buffer (PBS containing 2% FBS), cells were stained with fluorochrome conjugated antibodies CD4-APC, CD8-PB, CD44-Percp Cy5.5, and CD25-BV650. Stained cells were analyzed on a Beckman Coulter Cytoflex S flow cytometer. The division profile of CD4+CFSE+ T cells was gated on live populations. The flow data was analyzed using Flowjo10 software, and the number of divided CD4+ T cells was determined as described previously (Wells et al., 1997).

## Data Availability

Sequencing data of been deposited in GEO under accession GSE230346. Mutant mouse strains created as part of this work will be made available after publication for non-commercial research by written request. Individual requests for shipment of mice generated by this project to the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC)-accredited institutions will be honored. The recipient investigators would provide written assurance and evidence that the animals will be used solely in accord with their local IACAC review, that animals will not be further distributed by the recipient without written consent, and that the animals will not be used for commercial purposes. The following dataset was generated: PahlM GrantS WellsA 2024Chromatin conformation dynamics during CD4+ T cell activation implicates 2 autoimmune disease-associated genes and regulatory elementsNCBI Gene Expression OmnibusGSE230346

# Supplementary material for: Dynamic chromatin architecture identifies new autoimmune-associated enhancers for IL2 and novel genes regulating CD4+ T cell activation
**Source:** eLife. 2024 Sep 20;13:RP96852. doi: 10.7554/eLife.96852
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | ‘Material availability’ section in the Methods |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Methods section |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Methods section |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | x |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | x |
| Microbes: provide species and strain, unique accession number if available, and source. |  | x |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **x** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | x |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Methods section |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods section |  |
| Randomisation |  | **x** |
| Blinding | Methods section |  |
| Inclusion/exclusion criteria |  | x |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods section and legends |  |
| Define whether data describe technical or biological replicates. | Biological - methods and legends |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | x |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods section |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | x |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | x |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | x |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods section and legends |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods and data availability sections |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods and data availability sections |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Methods and data availability sections |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | x |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | x |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

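Naive CD4+ T cells of 3 donors were studied by RNA-seq before stimulation and after 8 hr and 24 hr with beads that carry antibodies to CD3 and CD28, which gave 9 libraries in 3 stages of 3. Libraries had been made from total RNA depleted of ribosomal RNA and sequenced as read pairs. The authors aligned the reads to hg19 with STAR 2.6.0c and counted them per gene with HTSeq 0.6.1 on the GENCODE annotation. The deposited TPM, computed by the authors over 41715 genes, sum to 1000000 in each library. The gene lengths behind them are not given in the sources used here, and no read depth is kept, so the precision that depth would give is unknown. The methods name rRNAs, small coding RNA and pseudogenes as left out of the count matrix, and the TPM table lists short noncoding RNAs. The authors' deposited tables of comparisons hold log2 fold changes, log2 CPM, the F statistic (a score), p-values and adjusted p-values that the authors computed with edgeR. These tables were used only for the overlaps and values marked as theirs. The ATAC-seq, Hi-C and other data of the study were not analysed here.

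From the TPM, 467 genes were left out before testing: 372 segments of T cell receptor and immunoglobulin genes, 83 genes of the sex chromosomes and 12 genes whose presence depends on genotype. Genes with more than 1 TPM in at least 3 of the 9 libraries were kept, 33310 in all. Values were log2(TPM + 1). Linear models with a trend on the mean and robust moderation were fitted to all 9 libraries in limma 3.58.1 (R 4.3.3), without the donor in the model, and 24hr and 8hr cells were compared with unstimulated cells and with each other. The plan allowed for counts or TPM, and limma was its test for TPM. p-values were adjusted by Benjamini-Hochberg over the genes tested, and a call needed an adjusted p under 0.05 and a log2FC beyond 1. The same limits on members of a list adjusted over that list gave the counts marked as over the list alone. Lists were compared with all other genes by camera with a correlation between genes of 0.01, or with an estimated one, and by fry, over 27 lists. For lists of which the text says that none was lower at 8 hr, limma also gave no lower member at an unadjusted p under 0.05, except 2 among the NFE2 and SMAD factors and 1 in the network core of activated cells.

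Genes called in any comparison (7757) were grouped by k-means (k = 5, 25 starts) on the z-scored means of the 3 stages in Python 3.11.15 with scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Each group took the name of the closest of 5 ideal shapes, each shape used once. No shape stood for a steady fall over both steps. Coordinates on GRCh37 came from a GENCODE annotation by Ensembl ID without version, which 1584 genes did not match. Olfactory receptor genes (379) served as a measure of signal from genes that T cells do not use.

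Both the tests and the grouping were tried on simulated data. Libraries were drawn from the spread of the real ones, with independent noise for each gene. At each size 50 genes were changed, all of them with a mean level above about 10 TPM. Recovery needed an adjusted p under 0.05 and the right sign, without the limit on the log2FC that a call needs. At 8 hr against unstimulated cells the test recovered 12% of 1.5-fold, 72% of 2-fold, 84% of 3-fold and 94% of 4-fold changes. Between 8 hr and 24 hr the shares were 14%, 72%, 88% and 98%, and between unstimulated cells and 24 hr they were 4%, 48%, 88% and 96%. Of the genes without a change, 6, 4 and 8 passed an adjusted p of 0.05. The simulated noise held no difference shared by the genes of a library, so these numbers do not give the error in the real libraries. The grouping put 96.7% of 1000 simulated genes in the right group.

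The genes named in the text were chosen by a rule, and some genes that it yields are not reported here. It took the genes that the paper names, with long lists given as counts and 2 to 4 members, the 12 largest rises and 12 largest falls per comparison among called genes with the same sign in all 3 donors, at least 10 TPM in a stage and a symbol that is not a clone name, and the 2 to 4 members of each fixed list with the largest change. Values in the paper's tables and figures had been seen. Where the call of a leading list member rested on single libraries, other members were named in its place, and the members of the screen lists and of the late falls were picked likewise, so these examples were chosen after their values were seen.

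The replicate number stands for the same donor at every stage, as the labels give it, so the numbers pair the samples. Deviations from the stage mean correlated at −0.04 to 0.64 over the 9 pairs of libraries from 1 donor and at −0.51 to 0.34 over pairs from different donors. The alternatives were a pseudocount of 0.1 TPM, quantile normalization, TMM-type rescaling, no filter, a filter of 1 TPM in every library of a stage or of 10 TPM in 3 libraries, a replicate block, a fit of only the compared stages, a test against a fold of 1.5, and leaving out each library or donor. Those chosen after seeing the data were TPM rescaled over protein-coding genes, the same with TMM over genes above 10 TPM, TPM rescaled without short noncoding RNAs, the olfactory receptor level as a covariate, and leaving out the 8hr and 24hr libraries of replicate 3 together. They also include camera on the genes above 10 TPM and the correlations over protein-coding genes above 10 TPM.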

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

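The tests of background, read depth, falls within donors, cell mixture, timing and scale in this part were chosen after the results were seen, whereas the test of differential expression and the leaving out of libraries were set before.

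Some of the largest rises belonged to genes that the paper's text does not discuss, and they lay above the level of the earlier stage. At 8 hr these were MIR155HG, from 6.39 ± 2.16 TPM unstimulated to 1882 ± 1032 TPM (log2FC 7.90), SLC7A5 (log2FC 7.24), CD200 (log2FC 6.49), TNFRSF4 (log2FC 6.32) and NR4A3, from 1.14 ± 0.0901 TPM to 167 ± 4.03 TPM (log2FC 6.30, adjusted p = 1.33e-09). They span a microRNA host gene, an amino acid transporter, a ligand, a receptor and a nuclear receptor, and each was higher at 8 hr in all 3 donors.

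From 8 hr to 24 hr the largest rises outside the discussion in the paper's text were of genes tied to DNA copying. Histone genes are transcribed in S phase without a poly(A) tail, which libraries made from total RNA can hold. The log2FCs were 5.79 for HIST1H3B, 4.97 for HIST1H3C, 4.87 for HIST1H3G and 4.65 for HIST1H2AH. HIST1H1B rose by 5.01, though not past the test without replicate 2 (log2FC 4.50, adjusted p = 0.0543), and HIST1H3F by 4.58, though not past it without replicate 1 (log2FC 5.42, adjusted p = 0.0527). Licensing and replication genes rose beside them, DTL by 5.30, UHRF1 by 4.85, MCM10 by 4.41 and CDT1 by 4.37 (adjusted p = 1.41e-06). The paper's text reports cell cycle genes among late rises without naming these members.

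Most genes of low level fell from 8 hr to 24 hr, with a median log2FC of −0.50 over the 33310 genes tested. Without the 8hr library of replicate 3, 8314 genes were called lower in place of 893. A lower read depth alone would leave the summed TPM of silent genes in place, but the sum over olfactory receptor genes in the 8hr library of replicate 3 was 0.25 times that of the other 8hr libraries. A candidate explanation is a background signal that differed between libraries, since the median log2FC of all genes moved to −0.06 with the olfactory receptor level as a covariate. Over 26900 genes under 10 TPM in unstimulated cells, the median log2 ratio of 24hr to 8hr within a donor was −0.44, −0.85 and −0.30 (quartiles −0.53 and 0.00 for the last). A fall of these transcripts in the cells predicts this, and so does background, since the olfactory receptor sum fell in each donor too (308.6 to 169.0, 325.3 to 82.9 and 79.5 to 27.2 TPM). The 2 cannot be told apart here, as the covariate differs between the stages. A test on genes called lower only without the 8hr library of replicate 3 was given up, as they were chosen for a low value in that library. The source of the signal, such as genomic DNA or unspliced RNA, was not tested. The 893 called falls were examined with the same covariate, which cannot decide how much background adds to them. Its slope rests on differences within stages, and genes that vary widely within a stage were less likely to be called. With the covariate, the median log2FC of the 400 protein-coding genes among them went from −1.33 to −1.29 (quartiles −1.64 and −1.06, 270 still called). For the 186 long noncoding genes it went from −1.25 to −1.09 (quartiles −1.35 and −0.91), and for the 307 short noncoding genes from −1.50 to −1.23 (quartiles −1.47 and −1.01). Of these, 86 long and 73 short noncoding genes were still called. Of the 130 protein-coding, 100 long and 234 short noncoding calls that ended, 18, 13 and 9 were within the limit of 1 alone, 57, 26 and 162 missed the adjusted p of 0.05 alone, and 55, 61 and 63 did both. The median standard error was 0.24 before and after for the first class, 0.28 and 0.27 for the second and 0.36 and 0.37 for the third, and why the adjusted p rose was not tested.

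The 8hr libraries lay apart from each other. That of replicate 1 lay between the unstimulated and the other 8hr libraries, a median of 45.2% of the way back from the mean of the other 2 over 2068 genes called higher and 43.2% over 991 called lower, among genes with at least 10 TPM. By the same measure replicate 2 lay at −6.1% and −18.2%, and replicate 3 lay beyond the others at −56.0% and −37.2%. The calls that chose these genes include all 3 libraries. Over the genes called higher, the level of replicate 1 was a median of 0.67 times that of the other 8hr libraries (quartiles 0.60 and 0.76). Cells that did not respond would lower all induced genes alike, yet the 7 EGR and NR4A genes, which are induced within the first hours, were at 1.03 times the level of the other 8hr libraries (quartiles 0.99 and 1.17), which argues against a share of such cells as the whole explanation. The same ratio may mark an earlier point on the same course of activation in this donor, a hypothesis found and tested on the same 9 libraries. A background at the level of silent genes is too small. For the genes called lower, the library exceeded the others by a median of 8.24 TPM (quartiles 4.89 and 15.6), far above its olfactory receptor level of 0.761 TPM. That level does not bound a signal that grows with the expression of a gene, as unspliced RNA could, which was not tested. A difference of the donor itself stays open and was not tested.

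More genes were higher than lower at 8 hr (62.8% of calls). TPM share a fixed total, and short noncoding RNAs fell from 54.9% to 47.6% of it. Rescaled without them, 46.8% of calls were higher. Since their share fell, the direction of this move was fixed by the arithmetic, so it does not show that these RNAs set the excess, and their part in it cannot be told apart from other changes of the total. The share of the 5 highest genes dropped by 7.21 percentage points (58.3% to 51.1%), and whether it is enough to move the split cannot be told apart from the wider change in short RNAs. A bound of 10 points had been written for it and was given up after the value was seen, as the size of share that would shift the split had no basis in the data. More messenger RNA per cell, as growing cells would hold, also stays open: protein-coding genes gained 9.91 percentage points of the TPM (23.6% to 33.5%), and without added reference RNA or cell counts this cannot be told apart from fewer short RNAs.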

How the results depend on the processing

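The alternatives were set beforehand, except for the 3 scalings over part of the genes, the covariate, the removal of 2 libraries together and the list tests and correlations over genes above 10 TPM, which were chosen after the results were seen.

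Counts of calls moved with the filter, the fold test and the scale, and the cause was not tested. Calls between 8 hr and 24 hr numbered 2133 (1240 higher, 893 lower), of which the lower ones were 552 with quantile normalization, 493 with the filter of 10 TPM, 1357 with the replicate block and 482 with the olfactory receptor level as a covariate. The covariate also gave 4048 calls at 24 hr against unstimulated cells, 1166 of them lower, in place of 6290 and 3081. With the filter of 10 TPM these were 3917 and 1048. The test against a fold of 1.5 gave 2178 calls at 8 hr (419 lower) in place of 3643 (1354 lower), 879 from 8 hr to 24 hr (682 higher, 197 lower) and 3903 at 24 hr against unstimulated cells (1051 lower). TPM rescaled over protein-coding genes gave 1240 higher and 2584 lower at 8 hr, 824 higher from 8 hr to 24 hr, and 11925 at 24 hr against unstimulated cells (1550 higher, 10375 lower). Rescaled without short noncoding RNAs, the last comparison had 13244 calls (10923 lower). Both rescalings kept the filter and pseudocount of 1 TPM on raised values, so genes of lower level entered and fold changes were shrunk less.

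The median log2FC over the 33310 genes tested, −0.08 at 8 hr, −0.50 from 8 hr to 24 hr and −0.61 at 24 hr against unstimulated cells, became 0.00, −0.01 and −0.01 with quantile normalization, −0.11, −0.37 and −0.51 with TMM-type rescaling, −0.52, −0.62 and −1.18 over 19381 protein-coding genes, −0.27, −0.67 and −0.97 over 32001 genes without short noncoding RNAs, −0.01, −0.06 and −0.07 with the covariate, and −0.10, −0.04 and −0.01 with TMM over 10899 protein-coding genes above 10 TPM. Part of these moves comes from the set of genes, since the filter of 10 TPM alone (8218 genes) gave 0.27, 0.15 and 0.54.

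Leaving out single libraries or donors gave 2311 to 4663 calls at 8 hr (1976 to 2606 higher, 259 to 2113 lower), 1368 to 9557 from 8 hr to 24 hr (970 to 1569 higher, 398 to 8314 lower) and 4509 to 7803 at 24 hr against unstimulated cells (3003 to 3304 higher, 1506 to 4587 lower). The lowest count at 8 hr came without replicate 3 and the highest from 8 hr to 24 hr without the 8hr library of replicate 3, where the other 8hr libraries had higher values of low-level genes. Without both the 8hr and the 24hr library of replicate 3, 665 genes were lower at 8 hr, and 4176 changed from 8 hr to 24 hr (3096 lower). The fits also differed in their estimate of the spread. Its median degrees of freedom were 12.3 with all libraries and 127, 26.5 and 7.04 without replicates 1, 2 and 3. What part of the moves in counts comes from this was not tested.

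The number of list calls by camera, 52 of 81, was 19 with an estimated correlation. The lowest correlation within a stage, 0.925, was 0.875 over the 500 most variable genes, 0.857 with a pseudocount of 0.1 and 0.893 over protein-coding genes above 10 TPM. The group lower late held 1453 genes with k = 4 and 913 with k = 6 in place of 2401, and the group lower early 2272 and 2195 in place of 1140. With k = 4 no group was higher early, and with k = 6 a group of 617 genes had none of the 5 shapes. The promoter result (Fisher's exact test, p = 1.92e-14) had p = 0.0608 in the permutation test against random lists matched on mean expression.

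The direction of lists that camera had not called turned under some alternatives (adjusted p in parentheses). With quantile normalization it turned at 8 hr for mitosis (0.806), Notch pathway (0.896) and platelet and erythroid markers (0.621), from 8 hr to 24 hr for ribosome biogenesis (0.103), interferon response (0.253), IL-2 and STAT5 targets (0.816), Notch pathway (0.322), Hedgehog pathway (0.387) and NK and cytotoxic cell markers (0.563), at 24 hr against unstimulated cells for Notch pathway (0.615), Hedgehog pathway (0.712), B cell markers (0.115) and dendritic cell markers (0.712). With the filter of 10 TPM it turned at 8 hr for DNA replication (0.349) and Notch pathway (0.975), from 8 hr to 24 hr for ribosome biogenesis (0.543), interferon response (0.274), IL-2 and STAT5 targets (0.605), Notch pathway (0.221) and Hedgehog pathway (0.66), at 24 hr against unstimulated cells for Notch pathway (0.386), B cell markers (0.686) and dendritic cell markers (0.386). With TMM over protein-coding genes above 10 TPM it turned at 8 hr for DNA replication (0.784), from 8 hr to 24 hr for ribosome biogenesis (0.519), interferon response (0.211), IL-2 and STAT5 targets (0.814) and Notch pathway (0.243), at 24 hr against unstimulated cells for Notch pathway (0.724), B cell markers (0.731) and dendritic cell markers (0.209). With fry it turned from 8 hr to 24 hr for interferon response (0.511), Notch pathway (0.0785) and B cell markers (0.866).

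Of the genes named, the sign of the log2FC turned under some alternatives (log2FC in parentheses). With quantile normalization it turned for JUND at 8 hr (−0.12), IKZF1 at 8 hr (−0.34) and STAT5B at 8 hr (−0.53). With TPM rescaled over protein-coding genes it turned for HLA-DRA at 8 hr (−0.12), HLA-DRB1 at 8 hr (−0.33), IKZF1 at 8 hr (−0.13) and STAT5B at 8 hr (−0.35). With TMM over protein-coding genes above 10 TPM it turned for HLA-DRB1 at 8 hr (−0.02) and STAT5B at 8 hr (−0.02). With TPM rescaled without short noncoding RNAs it turned for HLA-DRB1 at 8 hr (−0.05) and STAT5B at 8 hr (−0.07). With the olfactory receptor level as a covariate it turned for SMAD3 at 8 hr (0.02). With the 8hr and 24hr libraries of replicate 3 left out it turned for NFE2 at 8 hr (0.16) and SMAD3 at 8 hr (0.24). Leaving out single libraries or donors turned the sign of HLA-DRA at 8 hr (−0.12 to 0.85), HLA-DRB1 at 8 hr (−0.17 to 0.60), NFE2 at 8 hr (−0.44 to 0.16) and SMAD3 at 8 hr (−0.42 to 0.24). None of these genes was called in the comparison named.

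Over the results reported, counted once for each comparison, quantile normalization kept 230, weakened 13, strengthened 7 and turned 16, and TMM-type rescaling kept 259, weakened 5 and strengthened 2. The filter of 10 TPM kept 223, weakened 9, strengthened 3 and turned 10, and the test against a fold of 1.5 kept 171 and weakened 14. A pseudocount of 0.1 kept 182, weakened 2 and strengthened 1, no filter kept 184, and the filter on every library of a stage kept 185. A fit of the compared stages alone kept 181 and weakened 4, fry kept 72, strengthened 6 and turned 3, and camera with an estimated correlation kept 48 and weakened 33. Of the scalings chosen later, that over protein-coding genes kept 171, weakened 5, strengthened 3 and turned 4. That with TMM kept 238, weakened 7, strengthened 5 and turned 10, that without short noncoding RNAs kept 177, weakened 5, strengthened 1 and turned 2, and the covariate kept 179, weakened 5 and turned 1. Leaving out single libraries or donors kept 164 to 184 results. Tests of lists by camera, the grouping and the correlations were not run without single libraries. A result was kept with the same direction and call, and a count when it moved within 1.5 times.

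The replicate block moved the lower calls from 8 hr to 24 hr as given above and called the fall of IL2 from 8 hr to 24 hr (log2FC −1.63), which was not called without it. In camera the block ended the call of the NF-kB list from 8 hr to 24 hr (adjusted p = 0.0810) and added calls there for ribosome biogenesis (0.0291), IL-2 and STAT5 targets (0.0441) and monocyte markers (0.0441). It changed no other call of the results reported.

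TPM hold no read depth, so counting error at low values could not be separated from other spread, no count model was run, and the lowest genes are those whose calls depend most on a filter. Nor were other aligners, annotations or gene lengths, a model of reads per transcript, or the gene set variation analysis of the paper run.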

Differences from the paper's values

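The comparisons in this part were set before, except for those with the authors' deposited table, with the trajectories of single examples and without 2 libraries of replicate 3, which were chosen after the results were seen.

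The paper counts 3611 genes changed between 8 hr and 24 hr, and 2133 were called here at the same limits, from TPM in place of counts. The count fell within the paper's under TMM-type rescaling, under a replicate block, and without the 24hr library of replicate 1, all of replicate 1 or all of replicate 3, and differed under the other 16 of 21 alternatives set before the data were examined. The paper's 3015 genes higher at this step were 1240 here, and the 2 differed under all 21 alternatives. Its 596 lower genes were 893 here, within 1.5 times by a narrow margin (197 to 8314 under the alternatives, 8 of 21 different). For abundant genes such as EZH2, CDK4, IL7R and CD69, log2FCs at this step lay above those here in the authors' deposited table, in rises and falls alike. Whether such a shift between the analyses accounts for the gap in counts was not tested. At 8 hr the paper's 4390 changed genes, 3289 higher and 1101 lower, were 3643, 2289 and 1354 here, each within 1.5 times, but different under 4, 8 and 6 of the 21 alternatives (2178 to 4663, 1759 to 2606 and 259 to 2113).

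Of the paper's clusters, that of early rises holds 1621 genes against 705 here, with all 3 alternatives that yield such a group different. Late rises number 2154 in the paper and 1144 here, under all 4 alternatives different. Late falls number 1600 in the paper and 2401 here, which fell within the paper's with k = 4, with z-scores over the 9 libraries and with another seed, but not with k = 6. The group here fell at both steps on average, so the 2 groups may differ in shape. Early falls (the paper's 1628, here 1140) and the rising groups (the paper's 2676, here 2367) lay within 1.5 times. Of the 2367 genes here, 628 had a lower mean at 24 hr than at 8 hr, and such members were not counted for the paper's group.

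For transcription factors with values in the paper's supplementary table of motif activity, log2FCs at 8 hr were lower here than the paper's. This held for each factor compared, in rises and falls alike. A pair was taken to differ when the signs differed or the gap exceeded the SD of the log2FC over the 3 donors here, such as 0.16 for JUNB, 0.59 for FOSL1 and 1.25 for BATF3 (the paper's 4.68, here 3.64, not different by this rule). The paper's 4.41 for BATF was 3.84 here, within the paper's with a pseudocount of 0.1, without unstimulated replicate 2, unstimulated replicate 3, 8hr replicate 1 or replicate 1, and different under the other 16 of 21. The paper's 1.24 for BACH1 was 0.94, within it without unstimulated replicate 1, 8hr replicate 2 or replicate 1, not under the other 18. FOSL1 (the paper's 6.83, here 5.80) and FOSL2 (the paper's 4.77, here 4.08) came within the paper's with a pseudocount of 0.1, and not under the other 20. SMAD3 (the paper's 0.21, here −0.04) did so without unstimulated replicate 2, 8hr replicate 2, 8hr replicate 3, replicate 2 or replicate 3, and not under the other 16. Under none of the 21 alternatives did the values meet for FOS (the paper's 3.67, here 2.87), FOSB (the paper's 3.74, here 2.72), JUNB (the paper's 1.97, here 1.68), JUND (the paper's 0.83, here 0.56), NFE2L1 (the paper's 1.11, here 0.81), NFE2L2 (the paper's 1.49, here 1.20), SMAD2 (the paper's −0.09, here −0.33) or SMAD4 (the paper's −0.33, here −0.54).

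In the paper, HLA-DR rises with stimulation. HLA-DRA and HLA-DRB1 passed the test here at 8 hr under no alternative run, with log2FCs of 0.35 and 0.14, and the authors' deposited table calls neither at 8 hr (0.62 and 0.39, adjusted p = 0.251 and adjusted p = 0.828), while CD69 (4.86), IL2RA (6.43) and CD44 (1.46) did rise, as the paper states. For 24 hr against unstimulated cells the authors' deposited table calls neither HLA-DRA (0.17, edgeR adjusted p = 0.662) nor HLA-DRB1 (0.51, edgeR adjusted p = 0.296). The paper raises Fos and Jun family members with BATF, BACH1 and BACH2, and 8 of the 11 members were called higher here. BATF3, which the paper's text does not name, is among the 8. JUN (0.90), JUND and BACH1 stayed under the limit. JUN was called without unstimulated replicate 1 and without replicate 1, BACH1 without unstimulated replicate 1, 8hr replicate 2 or replicate 1, and JUND under no alternative run. The authors' deposited table calls JUN (1.19) and BACH1 (1.24) but not JUND (0.83, adjusted p = 0.101). The paper lists LEF1 among the network genes that stimulation induces, and LEF1 was not called here (log2FC −0.85, under the limit of 1), nor is it in the authors' deposited table (−0.60, adjusted p = 0.365). STAT5B, a gene of the STAT5 that the paper names, was not called at 8 hr (0.15), nor is it in that table (0.42, adjusted p = 0.639), while STAT5A was (2.99).

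TRIP10 (0.96) and GPR108 (0.55), examples of dynamic expression in the paper, were not called at 8 hr, and the other 5 examples were. GPR108 was called under no alternative run, and TRIP10 was called with a pseudocount of 0.1, with quantile normalization and without unstimulated replicate 2, 8hr replicate 1 or replicate 1. The authors' deposited table calls TRIP10 (1.43) but not GPR108 (0.82, adjusted p = 0.0752). Examples of monotonic rise were all higher at 8 hr, but of the 8 used here only EZH2 was called again from 8 hr to 24 hr (1.20). Without the 8hr library of replicate 3, CCND2 (0.80 with all libraries), CDK4 (0.95) and PRMT1 (0.90) were also called, CDK4 without the 24hr library of replicate 1 as well, and CDK4 and PRMT1 without the 8hr and 24hr libraries of replicate 3. EZH2 was not called without 8hr replicate 1 or replicate 1, or with quantile normalization or TPM rescaled over protein-coding genes (log2FC 0.92 to 0.97). The authors' deposited table calls EZH2 (1.59), CDK4 (1.33), PRMT1 (1.28) and BHLHE40 (1.19) at this step and not the other 4. Its log2FCs for EZH2, CDK4 and PRMT1 lay above those here (1.20, 0.95 and 0.90). All 8 were in the rising group here. Examples of early fall were all lower at 8 hr, and all 4 were in the group lower late here. Since that group fell at both steps on average (mean z-scores 0.88, 0.14 and −1.02), its name alone makes no conflict with the paper. In the group lower early were 2 of the 4 examples with k = 4, 3 with k = 6 and 1 with z-scores over the 9 libraries. Of the 15 examples of early rise, 8 were in the group higher early and 7 in the rising group (11 and 4 with k = 6, 0 and 15 with k = 4). Hedgehog genes are enriched in unstimulated cells in the paper, by gene set variation analysis on hallmark sets that were not used here. None of 14 Hedgehog genes was called by limma at 8 hr (2 lower at an unadjusted p under 0.05), with a camera adjusted p of 0.405. At 24 hr against unstimulated cells 1 of them was lower (PTCH1, log2FC −1.24, named after its value was seen). As 3081 of all 33310 genes tested were lower there too, this does not set the list apart. The call was lost with quantile normalization, with the covariate and over the list alone. Notch genes are enriched after stimulation in the paper, and of 18 here 4 were higher and 1 lower at 8 hr. That list was higher by fry (adjusted p = 0.0421) but not called by camera (adjusted p = 0.183). In the paper's table of those gene sets, fold change and t statistic carry opposite signs in each line, so its direction was not read from it.

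The authors' deposited table of each comparison shares 24571 genes with the test made here. Genes called higher by both numbered 2209 at 8 hr (297 by chance), 1227 between 8 hr and 24 hr (150) and 3186 between unstimulated and 24hr cells (773). Genes called lower by both numbered 971 (56), 307 (15) and 1225 (207). No gene was called in opposite directions, and log2FCs from the authors' deposited table and from here correlated at 0.98, 0.95 and 0.95 (Pearson's r). Both analyses used the same 9 libraries, so a large overlap was built in and is not independent evidence. The numbers by chance hold for unrelated lists.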

Other observations

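Of the tests in this part, those of gene lists, splits and promoter genes were set before, and the choice of example genes came after their values were seen.

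Splits of the 6 libraries of a comparison into 3 and 3 number 10, so they cannot give a share under 0.05. The real split called 3643 genes between unstimulated and 8hr libraries, and the highest other split called 2 (1 of the 10 splits, the real one included, reached the real count). Between unstimulated and 24hr libraries the real split called 6290 genes and every other split 0 (1 of 10). Between 8hr and 24hr libraries the real split called 2133 genes and another 6850 (2 of 10). That split set the 8hr libraries of replicates 1 and 2 and the 24hr library of replicate 1 against the 8hr library of replicate 3 and the 24hr libraries of replicates 2 and 3. It points to a structure of the samples, the low values of the libraries on its second side, of which the olfactory receptor medians were 0.161, 0.191 and 0.0353 TPM. Since numbers stand for donors, the real split parts all 3 pairs. The other splits that part 3 pairs called at most 1 gene at 8 hr and 0 in the other comparisons, and the rest, with the 6850 one, part 1 pair and leave 2 donors each on a side of their own.

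Over 27 fixed lists, camera called 17 higher and 1 lower at 8 hr, 7 higher and 6 lower from 8 hr to 24 hr, and 19 higher and 2 lower between unstimulated and 24hr cells. From 8 hr to 24 hr it called 7 higher and 9 lower with quantile normalization, and 9 higher and 2 lower with TMM-type rescaling. The latter ended the lower calls of the naive, NF-kB, unfolded protein response and amino acid lists (camera adjusted p = 0.134 to 0.19). With an estimated correlation, 11, 0 and 8 lists were higher and none was lower, since members of a list that vary together widen the error of that test. All 7 EGR and NR4A genes were higher at 8 hr (7 over the list alone, median log2FC 5.61, camera adjusted p = 1.77e-17, 0.0204 with an estimated correlation). EGR3 went from 1.35 ± 0.305 TPM to 132 ± 8.04 TPM (log2FC 5.83), EGR2 and NR4A1 rose by log2FCs of 5.68 and 5.61, and 5 of the 7 had come down by 24 hr (median log2FC −1.37, camera adjusted p = 4.80e-07, 0.120 with an estimated correlation), EGR2 by −2.31.

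Of 26 genes of nucleotide and one-carbon synthesis, 18 were higher at 8 hr (18 over the list alone, median log2FC 1.71, camera adjusted p = 3.38e-17, 0.0672 with an estimated correlation) and 10 were higher at 24 hr than at 8 hr (10, median log2FC 0.70, camera adjusted p = 1.31e-15, 0.155 with an estimated correlation). The serine and folate enzymes PSAT1 (log2FC 4.86) and MTHFD2 (4.61) rose at 8 hr, and the enzymes of DNA precursors TYMS (4.18), TK1 (3.46) and RRM2 (3.11) at the later step. Of 22 cholesterol synthesis genes, 12 were higher at 8 hr (12, median log2FC 1.40, camera adjusted p = 1.39e-13, 0.0204 with an estimated correlation), and from 8 hr to 24 hr 6 were higher and 2 lower (6 and 2, median log2FC 0.36, camera adjusted p = 2.39e-06, 0.120 with an estimated correlation). The feedback gene INSIG1 rose at 8 hr by a log2FC of 3.53 and the late enzyme EBP from 8 hr to 24 hr by 2.28, while the carrier STARD4 rose by 4.71 and then fell by 1.70. Chaperones rose as well, 7 of 10 heat shock and stress genes at 8 hr (7, median log2FC 2.74, camera adjusted p = 1.91e-10, 0.0953 with an estimated correlation) and 2 from 8 hr to 24 hr (2, median log2FC 0.54, camera adjusted p = 2.04e-06, 0.383 with an estimated correlation). HSP90AB1 went from 169.6 ± 18.9 TPM to 2376 ± 811 TPM at 8 hr (log2FC 3.74), and HSPD1 rose by 3.45.

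Of 14 p53 targets and apoptosis genes, 6 were higher at 8 hr (6, median log2FC 0.86, camera adjusted p = 1.08e-05, 0.0246 with an estimated correlation), among them PMAIP1 (log2FC 3.90), FAS (2.05) and CDKN1A (2.01). This list was not called at 8 hr over the genes above 10 TPM (camera adjusted p = 0.107). From 8 hr to 24 hr 1 was higher and 3 lower (1 and 3, camera adjusted p = 0.159), with a log2FC of −2.34 for the death factor BCL2L11. Of 17 T helper lineage factors and receptors, 6 were higher and 2 lower at 8 hr (6 and 2, median log2FC 0.68, camera adjusted p = 0.000280, 0.0459 with an estimated correlation), and 4 were lower from 8 hr to 24 hr (4, camera adjusted p = 0.331). Over the genes above 10 TPM the list was not called at 8 hr (camera adjusted p = 0.182). CCR4 of Th2 cells (log2FC 5.19) and AHR of Th17 cells (3.17) rose, and BCL6 of follicular helper cells fell by the later step (−1.53). In the interferon list, 5 genes were higher and 5 lower from 8 hr to 24 hr (5 and 5, camera adjusted p = 0.528), and in the Notch list 1 of 18 was lower (1, camera adjusted p = 0.839).

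Markers of other blood cells were low. In unstimulated cells the highest were LYZ of monocytes with 10.1 ± 8.22 TPM, S100A9 with 7.46 ± 3.05 TPM and PRF1 of cytotoxic cells with 7.40 ± 2.77 TPM. No list of B cell (9 genes), monocyte and neutrophil (11), NK and cytotoxic (11), platelet and erythroid (8) or dendritic cell (7) markers differed by camera at 8 hr (adjusted p = 0.316, 0.187, 0.210, 0.829 and 0.655) or from 8 hr to 24 hr (0.578, 0.131, 0.599, 0.162 and 0.475). At 8 hr limma called 1 dendritic marker higher (1 over the list alone), 1 monocyte and 1 NK marker lower (none over the list alone), and no B cell or platelet marker (1 and 0 at an unadjusted p under 0.05). From 8 hr to 24 hr it called 1 B cell marker higher (1) and 2 monocyte markers lower (2). At 24 hr against unstimulated cells, 5 of 11 monocyte markers were lower (7, camera adjusted p = 0.0311, 0.556 with an estimated correlation). The genes behind these counts were named after their values were seen. IRF8, the dendritic marker, went from 2.71 ± 0.324 TPM to 144 ± 90.3 TPM (log2FC 4.98), though not past the test without replicate 2 (log2FC 4.69, adjusted p = 0.0930), and the other 6 members of its list had stage means of 2.05 TPM or less. CD79B, the B cell marker, rose by a log2FC of 2.03. VCAN (−1.29) and FGFBP2 (−1.19) were the monocyte and NK markers lower at 8 hr, and LYZ (−2.07) and S100A9 (−1.72) the monocyte markers lower from 8 hr to 24 hr. The call of VCAN was lost without unstimulated replicate 1 or 3, 8hr replicate 3, 24hr replicate 2 or replicate 1, 2 or 3, or with a pseudocount of 0.1 (log2FC −0.99 to −2.09), that of FGFBP2 without unstimulated replicate 1, 2 or 3, 8hr replicate 2 or 3, 24hr replicate 2 or replicate 1, 2 or 3, or with a pseudocount of 0.1 (log2FC −0.83 to −1.98), that of LYZ without unstimulated replicate 2, 8hr replicate 1 or 2, 24hr replicate 2 or 3 or replicate 2 or 3, or with quantile normalization, TPM rescaled without short noncoding RNAs or the olfactory receptor level as a covariate (log2FC −1.30 to −2.59) and that of S100A9 without 8hr replicate 1 or 2, 24hr replicate 2 or 3 or replicate 1 or 2, or with quantile normalization or the olfactory receptor level as a covariate (log2FC −0.99 to −1.73).

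Genes whose promoters hold autoimmune variants in the paper were more often called in some comparison than other genes, 151 of 366 (41.3%) against 7606 of 32944 (23.1%), an odds ratio of 2.34 (Fisher's exact test, two-sided, p = 1.92e-14). Among named genes the odds ratio was 1.99 and among protein-coding genes 1.88 (p = 8.69e-09 and p = 1.65e-07, Fisher's exact test). Highly expressed genes are easier to call. Among 10000 random lists of genes matched on mean expression, the median share called was 37.7%, and the share of 41.3% had p = 0.0608 in this permutation test.

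Of the lists drawn from the paper, 12 markers of Figure 1B had 5 higher and 2 lower at 8 hr (5 and 2 over the list alone) and 4 lower from 8 hr to 24 hr (4). Both network nodes of 8 hr were higher at 8 hr (2), and 1 was lower from 8 hr to 24 hr (1). Of the 3 nodes of 24 hr, 1 was higher at 8 hr (1) and 2 rose after it (2). Of the 4 dynamic loci in a supplement to Figure 2, 2 were higher and 2 lower at 8 hr (2 and 2), and 2 were lower afterwards (3). Among 11 factors with lower motif activity, 2 were higher and 1 lower at 8 hr (2 and 1), and 1 was higher and 4 lower from 8 hr to 24 hr (1 and 4). Of 16 effector genes shared with other studies, 4 were higher and 3 lower at 8 hr (4 and 3), and 4 were higher and 1 lower afterwards (4 and 1). PPIF of the mitochondrial pore (log2FC 3.32) and IL18R1 (2.54) rose, as did BCL2L11 (1.97). Of 10 genes targeted with drugs, 2 were higher and 2 lower at 8 hr (2 and 2), and 2 were higher and 3 lower afterwards (2 and 3). GART, an enzyme of purine synthesis, rose from 13.3 ± 0.807 TPM to 64.8 ± 17.7 TPM (log2FC 2.16). The kinase GRK6 fell at 8 hr (log2FC −1.23), though not past the test without replicate 3 (log2FC −1.06, adjusted p = 0.0534). The study chose these genes on the same samples or on their chromatin, so the counts are not independent evidence.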
